# YKT6 Promotes Bladder Cancer Progression by Stabilizing β‐catenin Through USP7‐Mediated Deubiquitination

**DOI:** 10.1002/advs.202507166

**Published:** 2025-11-26

**Authors:** Sheng Tu, Wenzhi Du, Yongwen Luo, Jiageng Shi, Tianyun Liu, Meng Ji, Kangping Xiong, Siming Chen, Fenfang Zhou, Mingxing Li, Jingtian Yu, Gang Wang, Lingao Ju, Yi Zhang, Yu Xiao, Xinghuan Wang, Kaiyu Qian

**Keywords:** bladder cancer, ubiquitination, USP7, Wnt/β‐catenin signaling, YKT6

## Abstract

Bladder cancer (BLCA) remains a highly lethal genitourinary malignancy with complex tumor biology and limited therapeutic strategies. This study investigates the oncogenic role of YKT6, a SNARE protein, in BLCA progression and molecular mechanisms. It is demonstrated that YKT6 is significantly upregulated in BLCA tissues and cell lines, correlating with advanced tumor grade, aggressive histology, and poor patient prognosis from public datasets and tissue microarray. Transcriptomic and functional analyses reveal that YKT6 promotes BLCA cell proliferation, migration, and metastasis both in vitro and in vivo. Mechanistically, YKT6 activates the Wnt/β‐catenin signaling pathway through a novel mechanism involving USP7‐mediated deubiquitination of β‐catenin. By recruiting USP7, YKT6 inhibits β‐catenin's proteasomal degradation, thereby stabilizing the protein and driving nuclear accumulation. This stabilization leads to increased expression of oncogenic target genes and induces epithelial‐mesenchymal transition (EMT). Pharmacological interventions demonstrate that Wnt signaling inhibition reverses YKT6‐driven malignant effects, while pathway activation restores tumor progression in YKT6‐silenced cells. USP7 knockdown abrogates YKT6‐mediated β‐catenin stabilization, confirming their functional interdependence. Clinically, the YKT6/USP7/β‐catenin axis strongly correlates with poor prognosis, providing a proof‐of‐concept for the druggability of this axis. The findings unveil YKT6 as a novel regulator of Wnt signaling through USP7‐dependent deubiquitination, offering insights for precision BLCA therapy.

## 1 Introduction

Bladder cancer (BLCA) is a universal and highly malignant tumor, which ranks among the most prevalent malignancies in genitourinary tumors. Recent epidemiological data show that BLCA ranks as the 9th most prevalent cancer globally, with ≈613 thousand new cases and 220 thousand deaths.^[^ ^1^ ^]^ ≈75% of newly diagnosed BLCA are categorized as non‐muscle‐invasive bladder cancer (NMIBC), and the remainder are grouped into muscle‐invasive bladder cancer (MIBC).^[^ ^2^ ^]^ ≈69% of NMIBCs are characterized by low‐grade features,^[^ ^3^ ^]^ while the majority of muscle‐invasive or metastatic tumors exhibit high‐grade features.^[^ ^4^, ^5^ ^]^ The 5‐year recurrence rates of NMIBC vary from 31%–78%,^[^ ^6^ ^]^ and their progression rates span from 0.93% in low‐risk to 40% in very high‐risk groups.^[^ ^3^ ^]^ For MIBC patients receiving treatment, the 5‐year overall survival rate is ≈48%,^[^ ^4^ ^]^ but for metastatic patients, the rate drops to ≈5.5%.^[^ ^5^ ^]^ It is essential to uncover the molecular mechanisms of BLCA malignancy progression and explore more effective treatment strategies.

Soluble N‐ethylmaleimide‐sensitive factor attachment protein receptor (SNARE) proteins, within a conserved SNARE motif, mediate intracellular membrane fusion events.^[^ ^7^ ^]^ YKT6, a conserved SNARE, serves as a key mediator in membrane fusion and is associated with vesicular transit.^[^ ^8^ ^]^ Moreover, this evolutionarily conserved protein maintains remarkable structural similarity across diverse species, ranging from yeast to mammals.^[^ ^9^, ^10^ ^]^ The functional dynamics of YKT6 involve its existence in both membrane‐associated form and soluble cytoplasmic pools, and YKT6 undergoes cycling between membranes and cytosol for sequential vesicle docking and fusion events.^[^ ^11^ ^]^ Research on non‐small cell lung cancer (NSCLC) reports that YKT6 promotes both migration and invasion of lung cancer cells. Furthermore, analyses of clinical samples have revealed that high YKT6 expression is significantly associated with poor overall survival in NSCLC patients.^[^ ^12^, ^13^, ^14^ ^]^ Research on breast cancer has indicated that YKT6 is correlated with malignant phenotypes and triggers therapeutic resistance.^[^ ^15^, ^16^ ^]^ In addition, YKT6 promotes oral squamous cell carcinoma cell lines' migration and invasion in vitro and correlates aberrant immune status marked by dysfunctional CD8^+^ T cells.^[^ ^17^ ^]^ In pancreatic cancer, YKT6 is involved in the transportation of multivesicular bodies regulated by the long non‐coding RNA PVT1.^[^ ^18^ ^]^ A pan‐cancer bioinformatics analysis of YKT6 reveals that YKT6 is elevated in BLCA and is predicted poor prognosis.^[^ ^19^ ^]^ Despite emerging interest in YKT6 oncogenic potential, its context‐dependent behavior in BLCA remains unclear, highlighting an urgent need for investigation to uncover its biological function and therapeutic potential.

As an evolutionary conservative pathway, the Wnt signal transduction cascade regulates a multitude of critical embryonic and somatic processes, such as organogenesis, cell fate determination, and various pathological conditions.^[^ ^20^ ^]^ It is also strongly implicated in cancer progression, including the cancer stem cell maintenance, metastasis initiation, and other mechanisms driving tumor progression.^[^ ^21^ ^]^ β‐catenin, the pathway's key downstream modulator, is dynamically regulated by phosphorylation, ubiquitination, and degradation in the cytoplasmic β‐catenin destruction complex. This complex, comprising Axin, APC, GSK3, and CK1, coordinates sequential phosphorylation events: CK1‐mediated priming phosphorylation at Ser45 precedes GSK3β‐dependent phosphorylation at Thr41/Ser37/Ser33 residues, ultimately triggering ubiquitination‐mediated proteasomal targeting of β‐catenin.^[^ ^22^, ^23^, ^24^ ^]^ Wnt ligand binding to LRP5/6 co‐receptor initiates intracellular signaling through LRP5/6 phosphorylation, thereby blocking the function of β‐catenin degradation machinery and stabilizing cytosolic β‐catenin. Subsequent nuclear translocation enables β‐catenin to form transcriptional complexes with T cell factor/lymphocyte enhancer factor‐1 (TCF/LEF), ultimately inducing the expression of β‐catenin target genes, such as *MYC*.^[^ ^25^, ^26^, ^27^, ^28^ ^]^

This study demonstrates that upregulated YKT6 predicts BLCA patients’ poor prognosis. Functionally, YKT6 promotes BLCA proliferation and metastasis via modulating the Wnt/β‐catenin signaling pathway activity in vitro and in vivo. Mechanistically, YKT6 interacts with USP7 to facilitate β‐catenin deubiquitination and stabilization, thereby sustaining its oncogenic activity and driving BLCA progression. These findings uncover the YKT6/USP7/β‐catenin regulatory axis in BLCA, offering promising insights for BLCA management.

## 2 Results

### 2.1 YKT6 Upregulation Predicts Poor Prognosis in BLCA

To evaluate the clinical significance of YKT6 in BLCA, we examined transcriptomic data from TCGA‐BLCA, GSE13507, GSE121711, and GSE31684 cohorts. YKT6 mRNA expression was elevated in BLCA relative to normal counterparts (**Figure** **1**A,B; Figure S1A, Supporting Information). In addition, qRT‐PCR validation in 36 paired BLCA and adjacent normal tissues from Zhongnan Hospital of Wuhan University (ZNWU) in‐house dataset confirmed this differential expression pattern of YKT6 (Figure 1C; Table S1, Supporting Information). Consistently, BLCA cell lines exhibited higher YKT6 mRNA levels than normal urothelial cells (Figure 1D). In addition, IHC staining of YKT6 from BLCA tissue microarray indicated that the YKT6 protein level was higher in BLCA tissues than in adjacent tissues (Figure 1E–H). Further investigation of YKT6 in BLCA indicated that YKT6 mRNA expression correlated with higher T stage (Ta/T1 vs T2/T3/T4, Figure S1B, Supporting Information), advanced tumor grade (high vs low grade, Figure S1C, Supporting Information), aggressive histology (non‐papillary vs papillary BLCA, Figure S1D, Supporting Information), and higher clinical stage (stage III‐IV vs stage I‐II, Figure S1E, Supporting Information). BLCA tissue microarray data confirmed that the YKT6 protein level was elevated in tumors with higher T stage and advanced grade (Figure 1I–K). The above data indicated a positive relationship between YKT6 expression level and malignancy of BLCA. Receiver operating characteristic (ROC) analysis revealed robust diagnostic potential for YKT6, with areas under the curve (AUC) of 0.824 (TCGA‐BLCA, Figure S1F, Supporting Information) and 0.810 (GSE13507, Figure S1G, Supporting Information), suggesting its utility as a diagnostic biomarker. Univariate Cox regression identified YKT6 as a prognostic risk factor for overall survival (OS), disease‐specific survival (DSS), and progression‐free interval (PFI) (Figure S1H, Supporting Information). Finally, survival analysis based on TCGA‐BLCA, GSE13507, and HBlaU108Su01 cohorts further confirmed that patients with elevated YKT6 expression had bad prognoses (Figure 1L,M; Figure S1I–L, Supporting Information). Therefore, these findings establish YKT6 as a biomarker linked to BLCA aggressiveness and unfavorable clinical outcomes.

**Figure 1:**
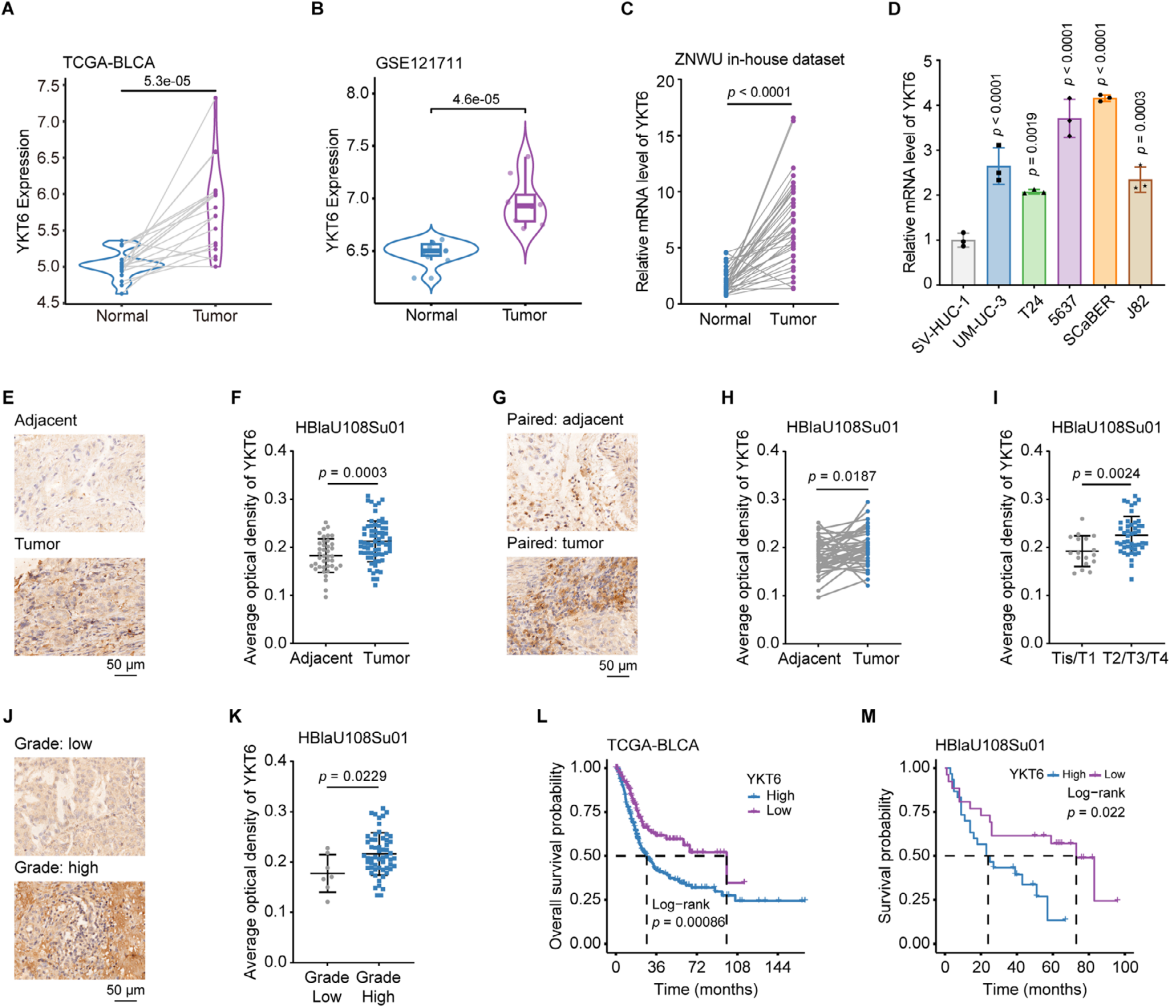
YKT6 upregulation predicts poor prognosis in BLCA. A) Relative YKT6 expression in adjacent and BLCA tissues from the TCGA database (n = 19). B) Relative YKT6 expression level in GSE121711 cohort (Normal: n = 10; Tumor: n = 8). C) qRT‐PCR validation of YKT6 upregulation in BLCA tissues (n = 36) from ZNWU in‐house dataset. D) Elevated YKT6 mRNA levels in BLCA cell lines compared to normal urothelial cells (SV‐HUC‐1, n = 3 per group). E,F) Representative IHC images (E) and statistical chart (F) of YKT6 proteins in adjacent (n = 40) and tumor (n = 68) tissue from HBlaU108Su01 cohort. G,H) Representative IHC images (G) and statistical chart (H) of YKT6 in paired adjacent (n = 40) and tumor (n = 40) tissue of BLCA from HBlaU108Su01 cohort. I) Statistical chart of YKT6 protein expression in different T stages (Tis/T1: n = 17; T2/T3/T4: n = 46) from HBlaU108Su01 cohort. J,K) Representative IHC images (J) and statistical chart (K) of YKT6 protein in low (n = 7) and high (n = 58) grade of BLCA from HBlaU108Su01 cohort. L,M) Kaplan‐Meier survival curves showing reduced overall survival in BLCA patients with high YKT6 expression in the TCGA database (L, n = 402) and HBlaU108Su01 cohort (M, n = 56). Data are presented as mean values ± SD; Wilcoxon test (A,B); two‐tailed paired Student's t‐test (C,H); two‐tailed unpaired Student's t‐test (F,I,K); one‐way ANOVA with Dunnett's multiple comparisons test (D); log‐rank test for survival analysis (L,M).

### 2.2 YKT6 Knockdown Inhibits BLCA Proliferation In Vitro and In Vivo

To evaluate the effects of YKT6 in BLCA progression, we first assessed the efficiency of siRNA, shRNA, and overexpression plasmids in altering YKT6 expression by qRT‐PCR and immunoblot assay (Figure S2A–I, Supporting Information). MTT assays indicated that YKT6 silencing significantly suppressed the proliferative capacity of UM‐UC‐3 and 5637 cells (**Figure** **2**A,B; Figure S2J,K, Supporting Information), whereas YKT6 overexpression enhanced this capacity (Figure 2C‐D). Consistent results were identified in colony formation assay (Figure 2E–H; Figure S2L,M, Supporting Information). For in vivo validation, stable knockdown of YKT6 in UM‐UC‐3 cells was established by lentiviral transfection. Subcutaneous implantation of shNC‐ and shYKT6‐transfected cells into nude mice revealed a markedly reduced volume and weight of tumors in the shYKT6 group in comparison with controls (Figure 2I–K). Immunohistochemistry (IHC) analysis further confirmed decreased Ki‐67‐positive cells in the shYKT6 group (Figure 2L,M), underscoring YKT6's role in BLCA growth regulation.

**Figure 2:**
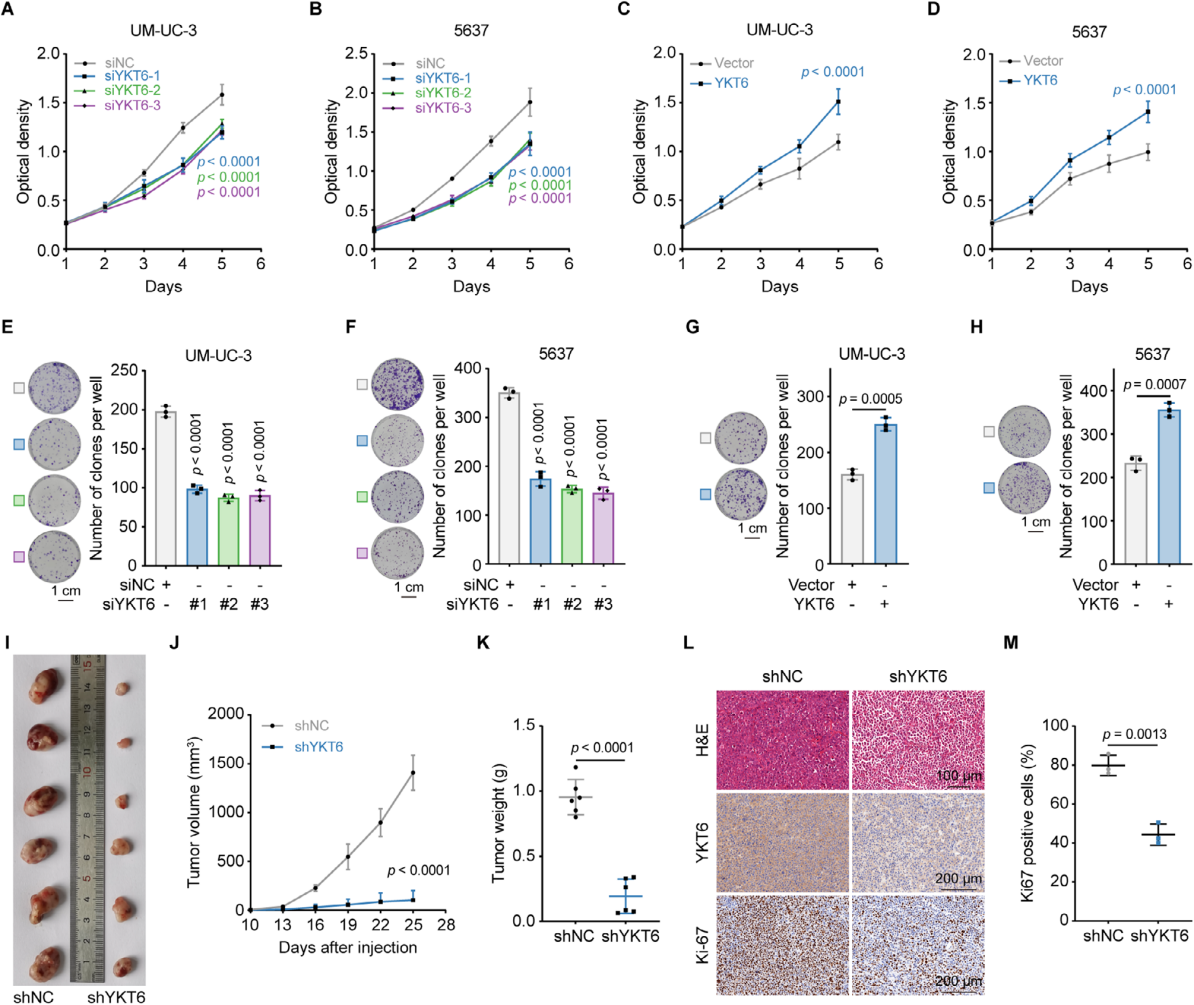
YKT6 knockdown suppresses BLCA proliferation in vitro and in vivo. A,B) The cell growth curve of siNC and siYKT6 in UM‐UC‐3 (A) and 5637 (B) cells was detected by MTT assay (n = 6 per group). C,D) MTT assay results of UM‐UC‐3 (C) and 5637 (D) with overexpressing YKT6 (n = 6 per group). E,F) Representative images and statistical chart of colony formation assays from the indicated groups with YKT6 knockdown in UM‐UC‐3 (E) and 5637 (F) cells (n = 3 per group). Scale bar: 1 cm. G,H) Representative images and statistical chart of colony formation assays from the indicated groups with YKT6 overexpression in UM‐UC‐3 (G) and 5637 (H) cells (n = 3 per group). Scale bar: 1 cm. I) Image of subcutaneous tumors in xenograft models of shNC‐transfected and shYKT6‐transfected UM‐UC‐3 cells. J) Tumor growth curve of xenograft models as indicated groups (n = 6 per group). K) Tumor weight of subcutaneous tumors in xenograft models (n = 6 per group). L) H&E and IHC staining of subcutaneous tumors in xenograft models. Scale bar: 100 and 200 µm. M) Statistical chart of Ki67 positive cells in shNC and shYKT6 group from xenograft model (n = 3 per group). Data are presented as mean values ± SD; one‐way ANOVA with Dunnett's multiple comparisons test at Day 5 (A,B); two‐tailed unpaired Student's t‐test at Day 5 (C,D); one‐way ANOVA with Dunnett's multiple comparisons test (E‐F); two‐tailed unpaired Student's t‐test (G‐H, K, M); two‐tailed unpaired Student's t‐test at Day 25 (J).

### 2.3 YKT6 Knockdown Induces G1 Phase Arrest in BLCA Cells

To assess the role of YKT6 in cell cycle regulation, flow cytometry assays were performed in BLCA cell lines. The results indicated that UM‐UC‐3 and 5637 cells were arrested at G1 phase upon YKT6 knockdown (**Figure** **3**A,B and E,F), whereas YKT6 overexpression promoted cell cycle transition (Figure 3C,D and G,H). Gene set enrichment analysis (GSEA) of RNA‐seq data further supported YKT6's association with the regulation of the cell cycle checkpoint (Figure 3I). 

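In siYKT6 cells, transcripts of most spindle and many DNA damage checkpoint genes were higher than in siNC cells, whereas CDK4, CDK6 and CCND1, which drive the G1/S transition, were lower. The RNA came from 3 siNC and 3 siYKT6 samples of 5637 cells, an established human bladder carcinoma line, collected 48 h after transfection. Of 39 tested genes of the spindle assembly checkpoint, which delays anaphase until all chromosomes are attached, 25 rose, 0 fell and 14 did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05. Adjusted over the list alone, 25 were higher and 1 was lower. At an unadjusted p under 0.05, 26 of these genes were higher and 1 was lower, and DESeq2 called 25 higher and 0 lower. CDCA8, the gene of a subunit of the chromosomal passenger complex, had a log2 fold change of siYKT6 over siNC of 0.53 (standard error 0.0524). SPC25, a kinetochore component, rose by 0.49 (standard error 0.0438), and BUB1B, a kinase that restrains the anaphase-promoting complex, by 0.36 (standard error 0.0323). Of 73 tested genes of the DNA damage and replication checkpoint, 34 rose, 6 fell and 33 did not pass the same test (36 higher and 7 lower when adjusted over the list alone). RPA2, a subunit of the single-stranded DNA binding protein RPA, rose by 0.51 on the log2 scale, and CLSPN, which encodes the replication checkpoint adaptor claspin, by 0.29. RBBP8, which takes part in DNA end resection, fell by 0.59 on the log2 scale and the checkpoint kinase ATR fell by 0.24.

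Of 34 tested cyclins, kinases and inhibitors of the G1/S transition, 16 rose, 10 fell and 8 did not pass the test, with the same counts of 16 and 10 when adjusted over the list alone. CDK4 (chromosome 12 of GRCh38, 57747727 to 57756013) was at 130.2 ± 4.03 CPM (counts scaled to library size; SD, n = 3) in siNC cells and at 83.2 ± 0.583 CPM in siYKT6 cells (adjusted p = 8.6e-12 from edgeR's quasi-likelihood test). CDK6 (chromosome 7, 92604921 to 92836594) fell from 96.4 ± 4.38 to 58.9 ± 2.16 CPM (SD, n = 3; adjusted p = 2.2e-11 from the same edgeR test). CCND1, the gene of cyclin D1 (chromosome 11, 69641087 to 69654474), fell from 64.1 ± 2.45 to 40.7 ± 1.29 CPM (SD, n = 3; adjusted p = 1.0e-10 from the same edgeR test). CDKN2C and CDKN2D, which encode inhibitors of CDK4 and CDK6, had log2 fold changes of 0.95 and 0.66, and CCNE2, the gene of cyclin E2, and the replication licensing gene MCM2 each had 0.26. The 3′ UTRs of CDK4, CDK6 and CLSPN hold the 7-base word CTCTACA. Of 16183 such words, it was picked as the one whose presence went most strongly with lower values in these siYKT6 samples. The counts that follow are therefore not independent evidence of a fall. Of 1361 tested genes whose 3′ UTR holds this word, 519 were lower and 173 higher in siYKT6 cells. Among the other 19675 genes, some of which have no annotated 3′ UTR, 2869 were lower and 2860 higher when adjusted over these genes alone.

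**Figure D1:**
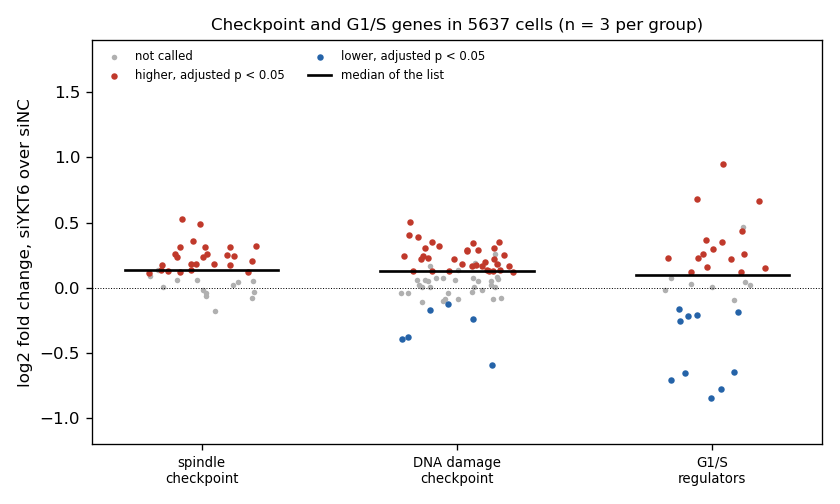
Log2 fold change of siYKT6 over siNC (y axis) for each tested gene of the spindle checkpoint, DNA damage checkpoint and G1/S lists (x axis) in 5637 cells, n = 3 per group. Each point is a gene, coloured by whether it was higher, lower or not called at an adjusted p under 0.05 from edgeR, and the bars are the list medians of 0.13, 0.13 and 0.10.

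Against all other genes, limma's camera placed the spindle checkpoint list higher in siYKT6 cells (adjusted p = 1.0e-07) and likewise the DNA damage list (adjusted p = 4.2e-04). Both calls held with an estimated correlation (adjusted p = 0.0180 and 0.0271 from limma's camera). The rise was not confined to checkpoint genes. In edgeR's test, 28 of 43 S phase genes rose and 4 fell, and 43 of 54 G2/M genes rose and 4 fell. A checkpoint response therefore cannot be told apart here from a rise of cell cycle genes in general. For the G1/S list the median and the mean (0.10 and 0.04) lay above 0 while the direction from limma's camera was lower (adjusted p = 0.972). Without the genes whose 3′ UTR holds CTCTACA, limma's camera called that list higher (adjusted p = 0.0022, within a range of 0.0022 to 0.997 over the alternatives that used camera). This step was chosen after the data were seen, and the word was picked for its fall in these samples. Taking out its 7 genes (median log2 fold change -0.65, against 0.16 for the others) moves the list upward, so the call is not independent evidence of a rise. GSEA used the permutation of genes in fgsea, with a positive normalized enrichment score (NES) for genes higher in siNC cells, as in the paper. The spindle list had an NES of -1.96 (adjusted p = 0.0012 from the permutation test of fgsea) and the DNA damage list one of -1.60 (adjusted p = 0.0179). The lists were written from knowledge of each pathway before the data were examined and are not the MSigDB sets used in the paper. Both calls by the permutation test of fgsea ended when no filter on low counts was applied (adjusted p = 0.115, within a range of 3.0e-10 to 0.115, and 0.702). That of the DNA damage list also ended without siNC replicate 1, 2 or 3, over a range of adjusted p in fgsea's permutation test from 2.1e-05 to 0.702.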

Subsequently, we examined the cell cycle‐related proteins to explain the discovery above. Immunoblot assays showed that YKT6 knockdown downregulated key G1/S transition mediators, including CDK4, CDK6, and Cyclin D1, whereas YKT6 overexpression upregulated their expression (Figure 3J,K). These findings mechanistically link YKT6 to cell cycle dysregulation in BLCA.

**Figure 3:**
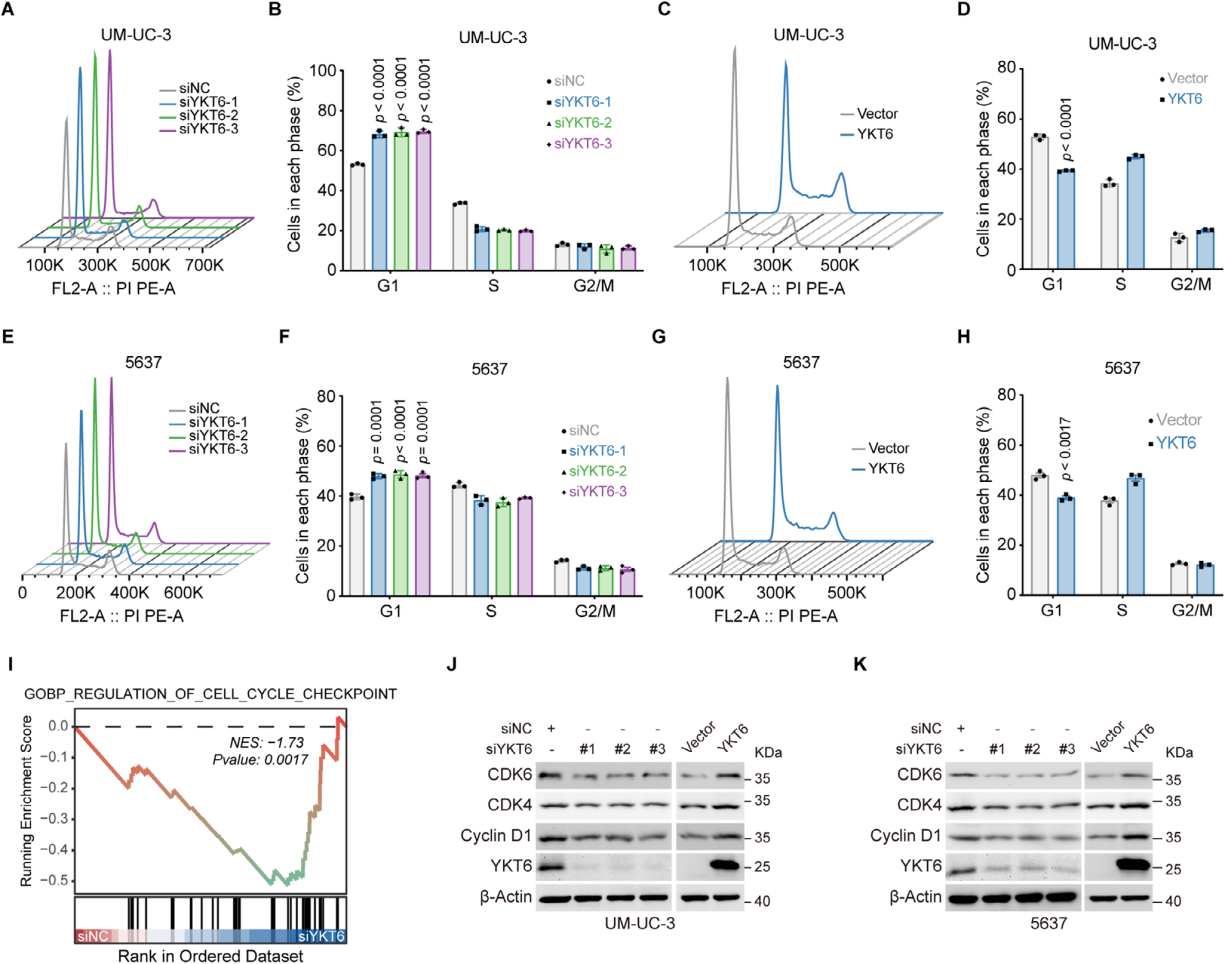
YKT6 knockdown suppresses cell cycle transition. A,B) Cell cycle distribution (A) and statistics (B, n = 3 per group) diagram of UM‐UC‐3 cells detected by flow cytometry as indicated groups. C,D) Cell cycle distribution (C) and statistics (D, n = 3 per group) diagram of UM‐UC‐3 cells detected by flow cytometry upon YKT6 overexpression. E,F) Cell cycle distribution (E) and statistic (F, n = 3 per group) diagram of 5637 cells detected by flow cytometry as indicated groups. G,H) Cell cycle distribution (G) and statistic (H, n = 3 per group) diagram of 5637 cells detected by flow cytometry upon YKT6 expression. I) GSEA of RNA‐seq data from YKT6‐silenced cells, highlighting enrichment in cell cycle checkpoint pathways. J,K) Immunoblot analysis of cell cycle‐related proteins in UM‐UC‐3 (J) and 5637 (K) cells upon YKT6 alteration. Data are presented as mean values ± SD; one‐way ANOVA with Dunnett's multiple comparisons test (B,F); two‐tailed unpaired Student's t‐test (D,H).

### 2.4 YKT6 Enhances BLCA Metastasis In Vitro and In Vivo

The impact of YKT6 on BLCA cell migration was assessed using transwell migration and wound healing assays. YKT6 knockdown significantly suppressed migration in UM‐UC‐3 and 5637 cells (**Figure** **4**A,B; Figure S3A–C,E, Supporting Information), whereas YKT6 overexpression enhanced migratory capacity (Figure 4C,D; Figure S3D,F, Supporting Information). To evaluate metastatic potential in vivo, an experimental tumor lung metastasis model was constructed via tail vein injection of shNC‐ or shYKT6‐transfected UM‐UC‐3 cells. Mice in the shYKT6 group exhibited reduced lung fluorescence intensity compared to controls (Figure 4E,F), with hematoxylin and eosin (H&E) staining corroborating fewer metastatic nodules (Figure 4G). GSEA of RNA‐seq data from YKT6‐depleted cells uncovered a strong association between YKT6 and epithelial‐mesenchymal transition (EMT) signaling (Figure 4H,I). 

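Genes in the scope of the hallmark EMT set were on balance lower in siYKT6 than in siNC 5637 cells, while most classical mesenchymal markers did not pass the test. Of 176 tested genes of the EMT list, 61 fell, 33 rose and 82 did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05. Adjusted over the list alone, 65 were lower and 34 higher. AREG, which encodes a ligand of EGFR, had a log2 fold change of -1.14 (standard error 0.0354). LAMA3 (-0.95, standard error 0.0314) encodes a laminin chain of epithelial basement membranes. IGFBP3 (-0.83, standard error 0.0330) encodes a carrier of insulin-like growth factors. Among the genes that rose, ENO2, which encodes a glycolytic enolase, went from 8.08 ± 0.309 to 21.3 ± 0.919 CPM (SD, n = 3). CYR61, a matricellular protein gene induced by YAP, had a log2 fold change of 0.69 and THBS1, the gene of thrombospondin 1, one of 0.48. Of 46 tested transcription factors and signals that induce EMT, 20 fell, 6 rose and 20 did not pass the test (21 lower and 8 higher when adjusted over the list alone). The Notch ligand gene JAG1 fell by 0.74 on the log2 scale, HIF1A by 0.60 and EGFR, whose 3′ UTR holds the word CTCTACA, by 0.50, whereas LOXL2, a lysyl oxidase gene, rose by 0.59.

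Of 27 tested mesenchymal markers, 6 fell, 4 rose and 17 did not pass the test, with the same 6 and 4 when adjusted over the list alone. VIM, the gene of vimentin (chromosome 10 of GRCh38, 17228259 to 17237593), rose from 10.0 ± 0.597 CPM in siNC cells to 16.0 ± 0.370 CPM in siYKT6 cells (SD, n = 3; adjusted p = 3.7e-08 from edgeR's quasi-likelihood test). The receptor tyrosine kinase gene AXL had a log2 fold change of 0.56. The integrin gene ITGA5 fell by 0.73 on the log2 scale and TNC, the gene of tenascin C, whose 3′ UTR also holds CTCTACA, fell by 0.37. CDH2, the gene of N-cadherin (chromosome 18, 27950966 to 28177446), was at 113.3 ± 0.547 and 113.2 ± 4.01 CPM (SD, n = 3). Its log2 fold change was -0.0013 (standard error 0.0355, adjusted p = 0.984 from edgeR's quasi-likelihood test). Among the transcription factors of the inducer list, SNAI2, the gene of SLUG (chromosome 8, 48917690 to 48921740), fell from 64.6 ± 1.51 to 51.7 ± 0.426 CPM (SD, n = 3; adjusted p = 8.8e-07 from the same edgeR test). SNAI1, the gene of SNAIL, had 4, 0 and 2 counts in the siNC samples and 2, 0 and 4 in the siYKT6 samples, too few to be tested. Of 44 tested epithelial markers, 13 rose, 7 fell and 24 did not pass the test, with the same 13 and 7 when adjusted over the list alone. CDH1, the gene of E-cadherin, fell by 0.22 on the log2 scale, and the keratin genes KRT19 and KRT8 fell by 0.56 and 0.38.

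**Figure D2:**
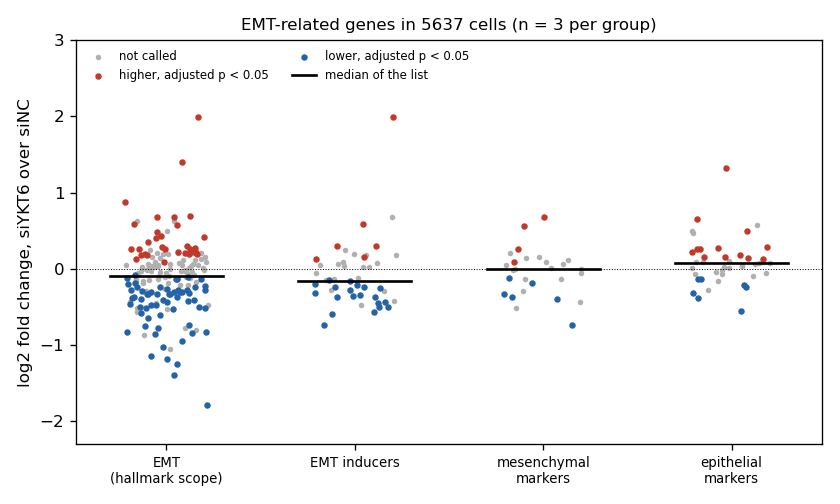
Log2 fold change of siYKT6 over siNC (y axis) for each tested gene of the EMT, EMT inducer, mesenchymal marker and epithelial marker lists (x axis) in 5637 cells, n = 3 per group. Each point is a gene, coloured by whether it was higher, lower or not called at an adjusted p under 0.05 from edgeR, and the bars are the list medians of -0.10, -0.16, -0.0080 and 0.08.

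With limma's camera, the EMT list was lower in siYKT6 cells (adjusted p = 3.5e-04), and this call was lost with an estimated correlation (adjusted p = 0.0816, within a range of 4.2e-05 to 0.0816 across its alternatives). The inducer list was lower with an adjusted p = 0.0065 from limma's camera, lost at an adjusted p = 0.347 with an estimated correlation (range 5.1e-04 to 0.347 across its alternatives). The mesenchymal and epithelial marker lists were not called by limma's camera (adjusted p = 0.972 and 0.197). In the permutation test of fgsea, the NES was 1.71 for the EMT list (adjusted p = 3.4e-04) and 1.18 for the inducers (adjusted p = 0.317). It was 1.01 for the mesenchymal markers and -1.35 for the epithelial markers (adjusted p = 0.528 and 0.144 from the permutation test of fgsea). The EMT call of fgsea's permutation test ended when no filter on low counts was applied (adjusted p = 0.941, within a range of 5.0e-06 to 0.941). That test called the inducers when genes were ranked by the Wald statistic (adjusted p = 0.0147 from fgsea's permutations) or under a stricter filter (0.0082), within a range of 0.0082 to 0.813.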

Immunoblot analysis confirmed that YKT6 knockdown downregulated N‐cadherin, Vimentin, SLUG, and SNAIL, whereas YKT6 overexpression induced the opposite trend (Figure 4J,K; Figure S3G,H, Supporting Information). These findings establish YKT6 as a driver of EMT‐mediated metastasis in BLCA.

**Figure 4:**
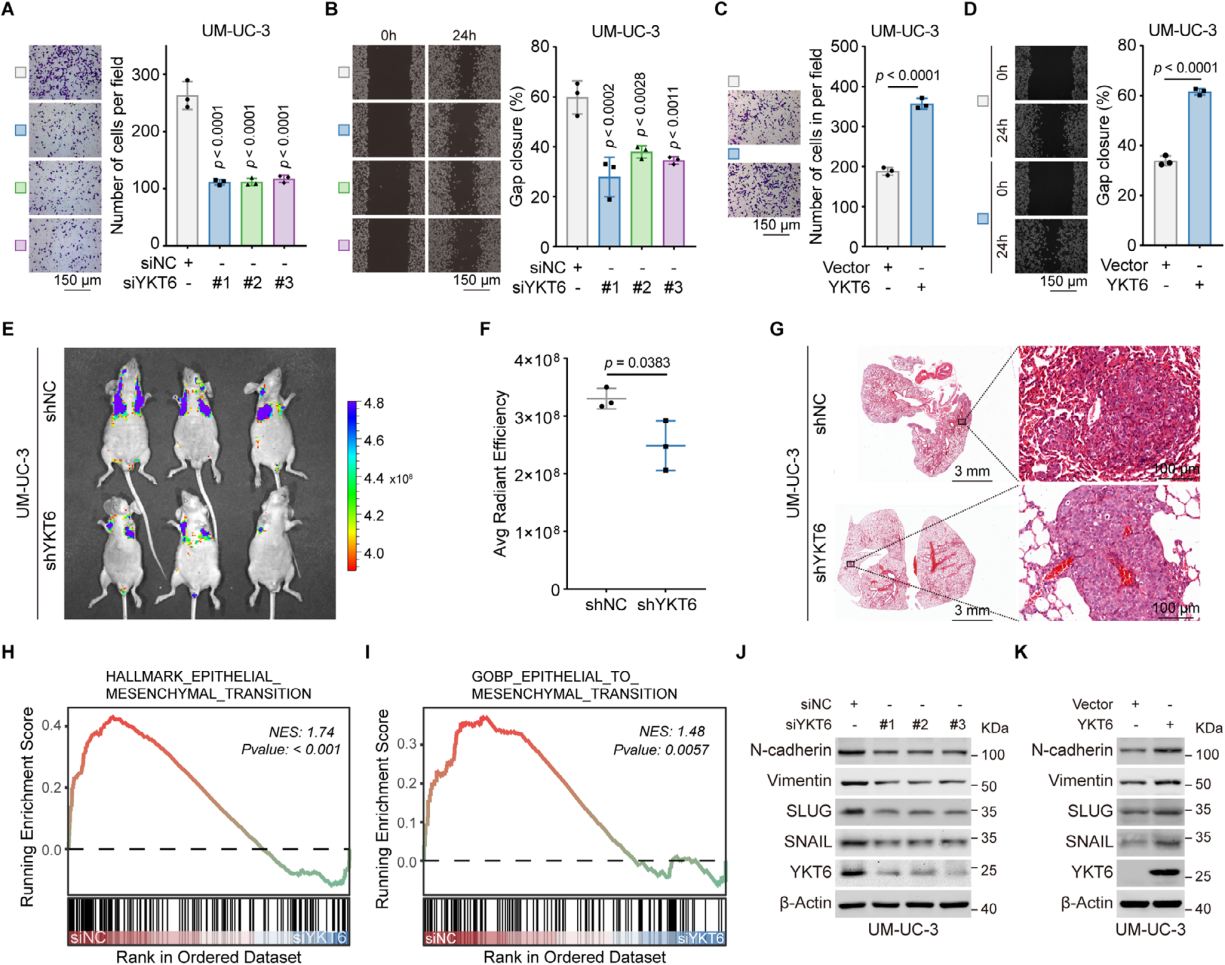
YKT6 enhances BLCA metastasis in vitro and in vivo. A,B) Transwell migration assay (A, n = 3 per group) and wound healing assay (B, n = 3 per group), representative images, and statistical diagram of UM‐UC‐3 cells upon YKT6 knockdown. Scale bar: 150 µm. C,D) Transwell migration assay (C, n = 3 per group) and wound healing assay (D, n = 3 per group) results of UM‐UC‐3 cells upon YKT6 overexpression. Scale bar: 150 µm. E) Lung fluorescence imaging of BALB/c‐nude mouse metastasis model injected with shNC and shYKT6 UM‐UC‐3 cells. F) Statistic plot of average radiant efficiency related to lung metastasis fluorescence (n = 3 per group). G) H&E staining of lung metastasis. Scale bar: 3 mm and 100 µm. H,I) GSEA of RNA‐seq data from YKT6‐silenced cells, showing significant enrichment of hallmark epithelial‐mesenchymal transition (H) and EMT‐related gene ontology terms (I). J,K) Immunoblot analysis of EMT‐related proteins upon YKT6 knockdown (J) or overexpression (K). Data are presented as mean values ± SD; one‐way ANOVA with Dunnett's multiple comparisons test (A,B); two‐tailed unpaired Student's t‐test (C,D,F).

### 2.5 YKT6 Activates Wnt/β‐Catenin Signaling in BLCA

To uncover the underlying mechanism by which YKT6 promotes BLCA tumor growth and metastasis, RNA‐seq analysis was performed on 5637 cells transfected with siNC or siYKT6. 

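Messenger RNA of the 3 siNC and 3 siYKT6 samples was converted to libraries with a stranded kit and sequenced on an MGI instrument. The authors filtered the reads with fastp 0.23.0, aligned them to GRCh38 and counted exonic reads per annotated gene with featureCounts from Subread 1.5.1. The total of the deposited counts was 45205238, 50012851 and 64982015 in the siNC samples (median 50012851) and 64429709, 62949517 and 57546297 in the siYKT6 samples (median 62949517). Among counts from 1 to 20, 68.8% to 70.0% were even numbers per sample, as arises when both reads of a pair are counted. If they were, the number of independent fragments is lower than the count. Genes of the mitochondrial genome took 8.24%, 8.17% and 7.91% of the counts in the siNC samples and 8.48%, 8.44% and 8.73% in the siYKT6 samples, so each siYKT6 sample lay above each siNC sample. Of 36887 genes in the count table, the 21036 with enough counts under edgeR's filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization, and fold changes are of siYKT6 over siNC. The common dispersion of these libraries corresponds to a coefficient of variation of 0.0418. Nothing in the labels or the methods states that the replicates came from separate cultures, so the p values measure only the spread between these samples. Nor is it stated whether the 3 siYKT6 samples received the same siRNA or each a different one of the paper's 3 siRNAs.

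YKT6 itself (chromosome 7 of GRCh38, 44200968 to 44214294, plus strand) was at 64.5, 65.3 and 68.2 CPM in the siNC samples and at 17.7, 19.4 and 17.3 CPM in the siYKT6 samples. This is a log2 fold change of -1.86 (standard error 0.0477, adjusted p = 5.3e-17 from edgeR's quasi-likelihood test), leaving 27.5% of the siNC level. Every siYKT6 sample was below every siNC sample (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 3 allow).

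Across all genes, 3066 rose and 3419 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 6485 in all, with at least 2-fold changes in 97 of those that rose and 191 of those that fell. The largest rise among genes of at least 5 CPM in the higher group was in the cytokine gene IL6, from 1.35 ± 0.369 CPM to 5.27 ± 0.258 CPM (SD, n = 3), a log2 fold change of 1.99. Other large rises, besides that of ENO2, were in the transcription factor gene ARID3A (1.16), the protocadherin gene FAT4 (1.03) and the ankyrin repeat gene ANKRD1 (1.01). The MYB family gene MYBL1 rose by 0.98 and the mitophagy receptor gene BNIP3 by 0.97. Under the same minimum, the largest fall was in AKR1C2, the gene of an aldo-keto reductase of steroid metabolism (log2 fold change -2.47). FABP4, which encodes a fatty acid binding protein, fell from 219.4 ± 4.52 to 43.1 ± 1.10 CPM (SD, n = 3). FGFBP1, which encodes a carrier of fibroblast growth factors, was at -2.15 on the log2 scale, and PI3, which encodes the elastase inhibitor elafin, at -1.58. Among the other genes of the 10 largest falls were the keratin genes KRT16 (-1.54), KRT23 (-1.53) and KRT17 (-1.47) and the desmosomal gene PKP1 (-1.47). SERPINB3, the gene of a squamous serpin, fell from 58.8 ± 3.14 to 20.7 ± 0.799 CPM (SD, n = 3). The chaperone gene HSP90AA1, among the most abundant transcripts at 6868 ± 107 CPM in siNC cells, was at 2956 ± 38.0 CPM in siYKT6 cells (SD, n = 3; adjusted p = 3.8e-18 from edgeR's quasi-likelihood test). AKR1C2, SERPINB3, KRT16, KRT17 and HSP90AA1 belong to families of close paralogs or pseudogenes, so their counts can include reads of related genes. The 3′ UTRs of FABP4, FGFBP1, HSP90AA1 and MYBL1 hold the word CTCTACA, and those of IL6, AKR1C2, PI3, KRT16, KRT17 and KRT23 do not.

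At least 2-fold changes were called in 288 genes, in 165 genes with DESeq2, and in 76 genes when at least 1 CPM was required in every sample. More genes fell than rose, except with upper quartile scaling (3475 higher, 3094 lower) or no filter on low counts (3309 higher, 3181 lower).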

GSEA results indicated that YKT6 knockdown caused reduced Wnt/β‐catenin signaling activity (**Figure** **5**A,B; Figure S4A, Supporting Information). Similarly, gene set variation analysis (GSVA) revealed a strong association between YKT6 expression and Wnt pathway activation (Figure S4B, Supporting Information). In addition, qRT‐PCR confirmed that YKT6 knockdown downregulated key downstream targets of Wnt/β‐catenin signaling, involving *MYC* and *CCND1*, while YKT6 overexpression upregulated their mRNA levels (Figure 5C–E and Figure S4C–E, Supporting Information). 

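Of the Wnt pathway genes that changed in siYKT6 cells, more were lower than higher, and the transcript of β-catenin itself was not among them. Of 124 tested genes in the scope of the KEGG Wnt pathway, 33 fell, 16 rose and 75 did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05. Adjusted over the list alone, 36 were lower and 16 higher. Of 34 tested direct targets of β-catenin and TCF, 14 fell, 3 rose and 17 did not pass the test (14 lower and 5 higher when adjusted over the list alone). MYC (chromosome 8 of GRCh38, 127735434 to 127741434) was at 40.7 ± 0.581 CPM in siNC cells and at 22.7 ± 0.947 CPM in siYKT6 cells (SD, n = 3). Its log2 fold change was -0.85 (standard error 0.0453, adjusted p = 6.4e-12 from edgeR's quasi-likelihood test). The 3′ UTR of MYC in the GENCODE annotation holds the word CTCTACA, at a place past the gene end given above, and that of CCND1 does not. The angiogenic factor gene VEGFA fell by 0.86 on the log2 scale and CD44, the gene of a hyaluronan receptor, by 0.41. CTNNBIP1, which encodes an inhibitor of the binding of β-catenin to TCF, rose by 0.41. The transcription factor gene JUN and TBL1X, which encodes a cofactor of β-catenin, each rose by 0.25.

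CTNNB1, the gene of β-catenin (chromosome 3, 41194837 to 41260096), was at 138.5 ± 0.859 CPM in siNC cells and at 140.7 ± 0.774 CPM in siYKT6 cells (SD, n = 3). Its log2 fold change was 0.02 (standard error 0.0323, adjusted p = 0.665 from edgeR's quasi-likelihood test). Of 8 tested ubiquitin enzymes and candidates of β-catenin control named in the paper, 4 fell, 0 rose and 4 did not pass the test, with the same counts when adjusted over the list alone. At an unadjusted p under 0.05, 5 of the 8 were lower and 0 higher, and DESeq2 called 4 lower and 0 higher. The list includes ZFP91 and PSMD10, although the paper saw no fall of β-catenin protein when either was knocked down. The deubiquitinase gene USP7 (chromosome 16, 8892094 to 8964514) fell from 229.7 ± 4.25 to 208.8 ± 4.50 CPM (SD, n = 3; adjusted p = 0.0024 from the same edgeR test). The E3 ligase gene ZFP91, whose 3′ UTR holds CTCTACA, fell from 420.9 ± 9.51 to 347.6 ± 19.9 CPM (SD, n = 3; adjusted p = 5.9e-06 from the same edgeR test). The proteasome subunit gene PSMD10 had a log2 fold change of -0.09 (adjusted p = 0.123 from edgeR, but called at 0.0337 without siNC replicate 2, within a range of 0.0337 to 0.516) and the E3 ligase gene BTRC one of -0.02 (adjusted p = 0.809 from edgeR). UCHL1 was not analysed here.

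**Figure D3:**
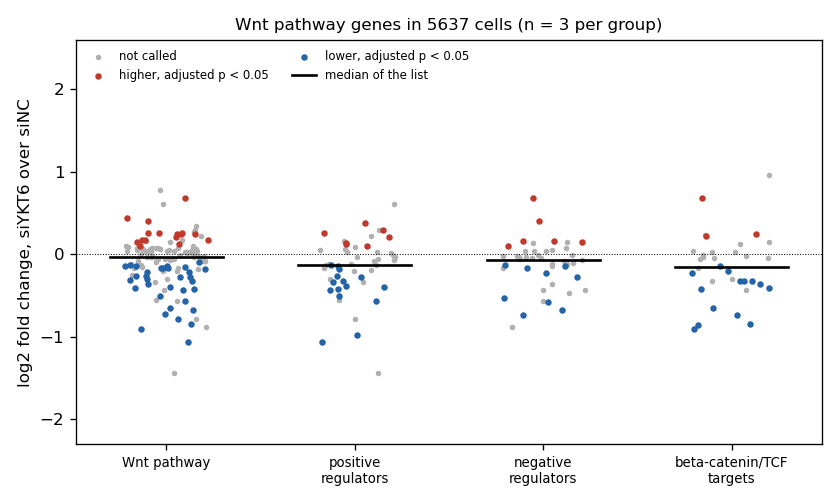
Log2 fold change of siYKT6 over siNC (y axis) for each tested gene of the Wnt pathway list, its positive and negative regulators and the β-catenin/TCF targets (x axis) in 5637 cells, n = 3 per group. Each point is a gene, coloured by whether it was higher, lower or not called at an adjusted p under 0.05 from edgeR, and the bars are the list medians of -0.03, -0.12, -0.06 and -0.15.

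From the enrichment of Wnt gene sets in these samples (Fig. 5A,B and Fig. S4A), the paper infers that YKT6 knockdown reduced the activity of Wnt/β-catenin signaling. Its view of YKT6 as a modulator of the pathway rests also on GSVA of a tumor cohort, qRT-PCR of MYC and CCND1, overexpression, rescue experiments and immunoblots. Later experiments of the paper follow the level, stability and ubiquitination of β-catenin protein. In the permutation test of fgsea, the Wnt pathway list had an NES of 1.43 in siNC over siYKT6 cells (adjusted p = 0.0437) and the β-catenin target list one of 1.56 (adjusted p = 0.0460). With limma's camera, the Wnt list was not called (adjusted p = 0.133, and 0.292 with an estimated correlation). The target list was lower in siYKT6 cells in limma's camera (adjusted p = 3.0e-04, and 0.0322 with an estimated correlation). The Wnt call of fgsea's permutation test ended without siNC replicate 2 or 3, without siYKT6 replicate 1 or 2, and with no filter on low counts (adjusted p from 0.0062 to 1.00 across its alternatives). The target list's call by the permutation test of fgsea ended without any one replicate other than siNC replicate 1, and with no filter (adjusted p from 0.0062 to 0.813). With the replicate number as a block, the Wnt and the target call of that test also ended (adjusted p = 0.0673 and 0.0724). Without the genes whose 3′ UTR holds CTCTACA, the NES of the Wnt list was 1.41 and that of the targets 1.33, and both calls by fgsea's permutation test ended (adjusted p = 0.0542 and 0.215). That step was chosen after the data were seen, with a word picked for its fall in these samples. The small move of the Wnt NES does not show that these genes carried its call, and limma's camera still called the targets (adjusted p = 0.0029). With the 10 target genes in no other list of the paper's themes, the direction from limma's camera was higher in siYKT6 cells (adjusted p = 0.638, within a range of 2.2e-05 to 0.638).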

To functionally link YKT6 to Wnt/β‐catenin signaling, we modulated pathway activity using the specific activator CHIR99021 and inhibitor XAV‐939 in BLCA cells. As shown in MTT, colony formation, and transwell assay results, XAV‐939 rescued the enhanced proliferation and migration of YKT6‐overexpressing cells, while CHIR99021 obviously reversed the suppression caused by YKT6 silencing (Figure 5F–K; Figure S4F–K, Supporting Information). In addition, immunoblot assay further showed that YKT6‐mediated changes in Wnt/β‐catenin‐related proteins were recovered by XAV‐939 or CHIR99021, respectively (Figure 5L,M; Figure S4L,M, Supporting Information). Collectively, these results establish YKT6 as a crucial modulator of Wnt/β‐catenin signaling in BLCA.

**Figure 5:**
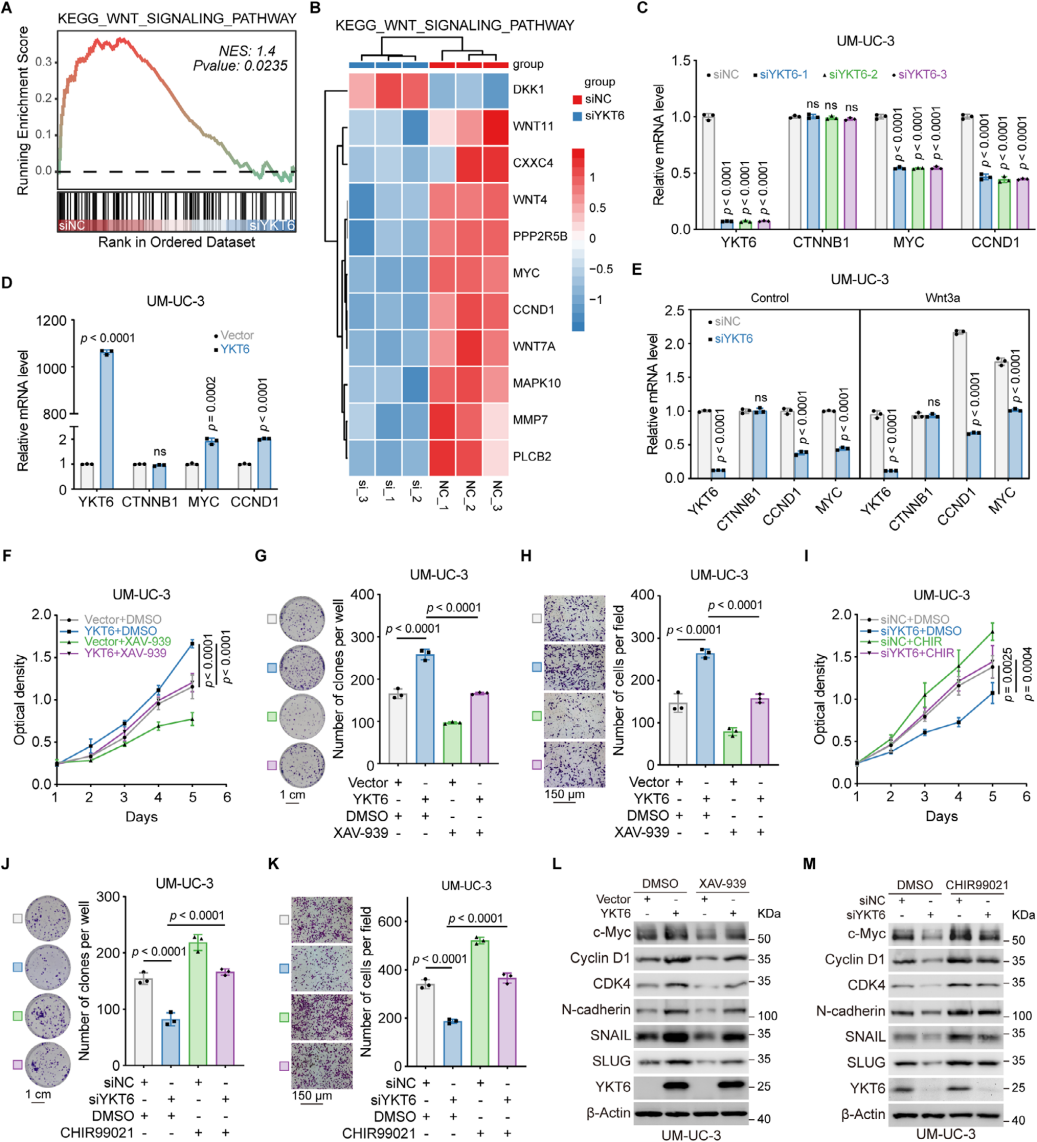
YKT6 correlates with Wnt/β‐catenin signaling activity in BLCA. A) GSEA of RNA‐seq data from YKT6‐silenced cells, showing significant enrichment of the KEGG Wnt signaling pathway. B) Heatmap of differentially expressed genes (DEGs) within the KEGG Wnt signaling pathway. C,D) qRT‐PCR analysis of β‐catenin target genes (*MYC*, *CCND1*) in UM‐UC‐3 cells following YKT6 knockdown (C, n = 3 per group) or overexpression (D, n = 3 per group). E) Rescue of YKT6 knockdown‐induced suppression of *MYC* and *CCND1* by Wnt3a treatment (100 ng mL^−1^) in UM‐UC‐3 cells (n = 3 per group). F–H) Pharmacological inhibition of Wnt signaling with XAV‐939 (10 µm) reverses YKT6‐overexpression‐driven proliferation (F, n = 6 per group), colony formation (G, n = 3 per group, Scale bar: 1 cm), and migration (H, n = 3 per group, Scale bar: 150 µm) in UM‐UC‐3 cells. I–K) Activation of Wnt signaling with CHIR99021 (4 µm) restores proliferation (I, n = 6 per group), colony formation (J, n = 3 per group, Scale bar: 1 cm), and migration (K, n = 3 per group, Scale bar: 150 µm) in YKT6‐silenced UM‐UC‐3 cells. L,M) Immunoblot analysis demonstrates that XAV‐939 (L) and CHIR99021 (M) counteract YKT6‐mediated changes in downstream targets. Data are presented as mean values ± SD; two‐tailed unpaired Student's t‐test (D,E); one‐way ANOVA with Dunnett's multiple comparisons test (C); one‐way ANOVA with Sidak's multiple comparisons test at Day 5 (F,I); one‐way ANOVA with Sidak's multiple comparisons test (G,H, J,K).

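Of the 11 genes in this heatmap, all of which could be tested, 9 fell, 1 rose and 1 did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05, and DESeq2 gave the same 9 and 1. The genes were chosen for the heatmap on these samples, so the count is not independent evidence of its direction. The Wnt ligand gene WNT4 (chromosome 1 of GRCh38, 22117305 to 22143969) was at 8.76 ± 0.192 CPM in siNC cells and at 4.17 ± 0.720 CPM in siYKT6 cells (SD, n = 3; log2 fold change -1.07, adjusted p = 4.5e-08 from edgeR's quasi-likelihood test). WNT7A, another ligand gene (chromosome 3, 13816258 to 13880121), fell from 22.2 ± 0.888 to 15.6 ± 0.271 CPM, and the kinase gene MAPK10, which encodes JNK3, from 8.20 ± 0.359 to 5.14 ± 0.604 CPM (SD, n = 3). PPP2R5B, which encodes a regulatory subunit of protein phosphatase 2A and whose 3′ UTR holds CTCTACA, had a log2 fold change of -0.72. Lower values at few counts were found for the matrix metalloproteinase gene MMP7 (3.40 ± 0.452 to 1.81 ± 0.303 CPM), the ligand gene WNT11 (2.54 ± 0.334 to 1.73 ± 0.239 CPM) and the phospholipase gene PLCB2 (1.80 ± 0.217 to 1.04 ± 0.0524 CPM; SD, n = 3). DKK1, which encodes a secreted antagonist of Wnt receptors, rose from 2.74 ± 0.215 to 4.37 ± 0.258 CPM (SD, n = 3; adjusted p = 6.2e-05 from edgeR's quasi-likelihood test). CXXC4, which encodes an inhibitor of Dishevelled, was at 0.568 ± 0.182 CPM in siNC cells and at 0.311 ± 0.0268 CPM in siYKT6 cells (SD, n = 3). Its log2 fold change of -0.88 was not called (adjusted p = 0.0505 from edgeR and 0.0754 from DESeq2). Of the whole Wnt list, 10 genes had both an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, with either tool, and all 10 stand in the heatmap. Without siNC replicate 3, WNT11 was no longer called (adjusted p = 0.0630 from edgeR, within a range of 0.0019 to 0.0630 across its alternatives), whereas CXXC4 was called without siNC replicate 1, with no filter on low counts and with halved counts (adjusted p from 0.0204 to 0.217 across its alternatives).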

### 2.6 YKT6 Enhances β‐Catenin Stability

The canonical Wnt/β‐catenin pathway functions as a critical driver of tumorigenesis, with β‐catenin serving as its central effector. To determine whether YKT6 modulates β‐catenin, we examined its expression in BLCA cells following YKT6 knockdown or overexpression. As immunoblot assays showed, YKT6 knockdown suppressed β‐catenin and downstream target expression (**Figure** **6**A; Figure S5A, Supporting Information), whereas YKT6 overexpression upregulated their expression (Figure 6B; Figure S5B, Supporting Information). Subcellular fractionation and immunoblot assay revealed that YKT6 knockdown reduced cytoplasmic and nuclear β‐catenin levels, while YKT6 overexpression elevated it (Figure 6C,D; Figure S5C,D, Supporting Information). Cycloheximide (CHX) assay showed that YKT6 knockdown increased the rate of β‐catenin degradation in UM‐UC‐3 and 5637 cells (Figure 6E,F; Figure S5E,F, Supporting Information), whereas YKT6 overexpression prolonged β‐catenin's half‐life (Figure 6G,H; Figure S5G,H, Supporting Information). Additionally, β‐catenin protein level was increased by YKT6 in a dose‐dependent manner (Figure 6I; Figure S5I, Supporting Information). Mechanistically, inhibition of proteasomal degradation with MG132 (but not autophagy inhibition by chloroquine (CQ)) restored β‐catenin level in YKT6‐silencing cells (Figure 6J; Figure S5J, Supporting Information). Furthermore, YKT6 silencing increased β‐catenin polyubiquitination, whereas YKT6 overexpression suppressed it (Figure S5K,L, Supporting Information). To probe the latent mechanism for observed β‐catenin changes, co‐IP assay and GST pull‐down assay were performed. This analysis result showed that there existed a binding between YKT6 and β‐catenin (Figure 6K; Figure S5M, Supporting Information). To identify the binding region between YKT6 and β‐catenin, truncations of both were constructed. Co‐IP assay revealed that the N‐terminal of YKT6 interacts with the Arm repeats domain of β‐catenin (Figure 6L,M). Additionally, immunofluorescence results showed that YKT6 and β‐catenin were colocalized in the cytoplasm of UM‐UC‐3 (Figure S5O, Supporting Information). Collectively, these findings supported the notion that YKT6 could maintain β‐catenin stability by inhibiting ubiquitination‐mediated proteasomal degradation.

**Figure 6:**
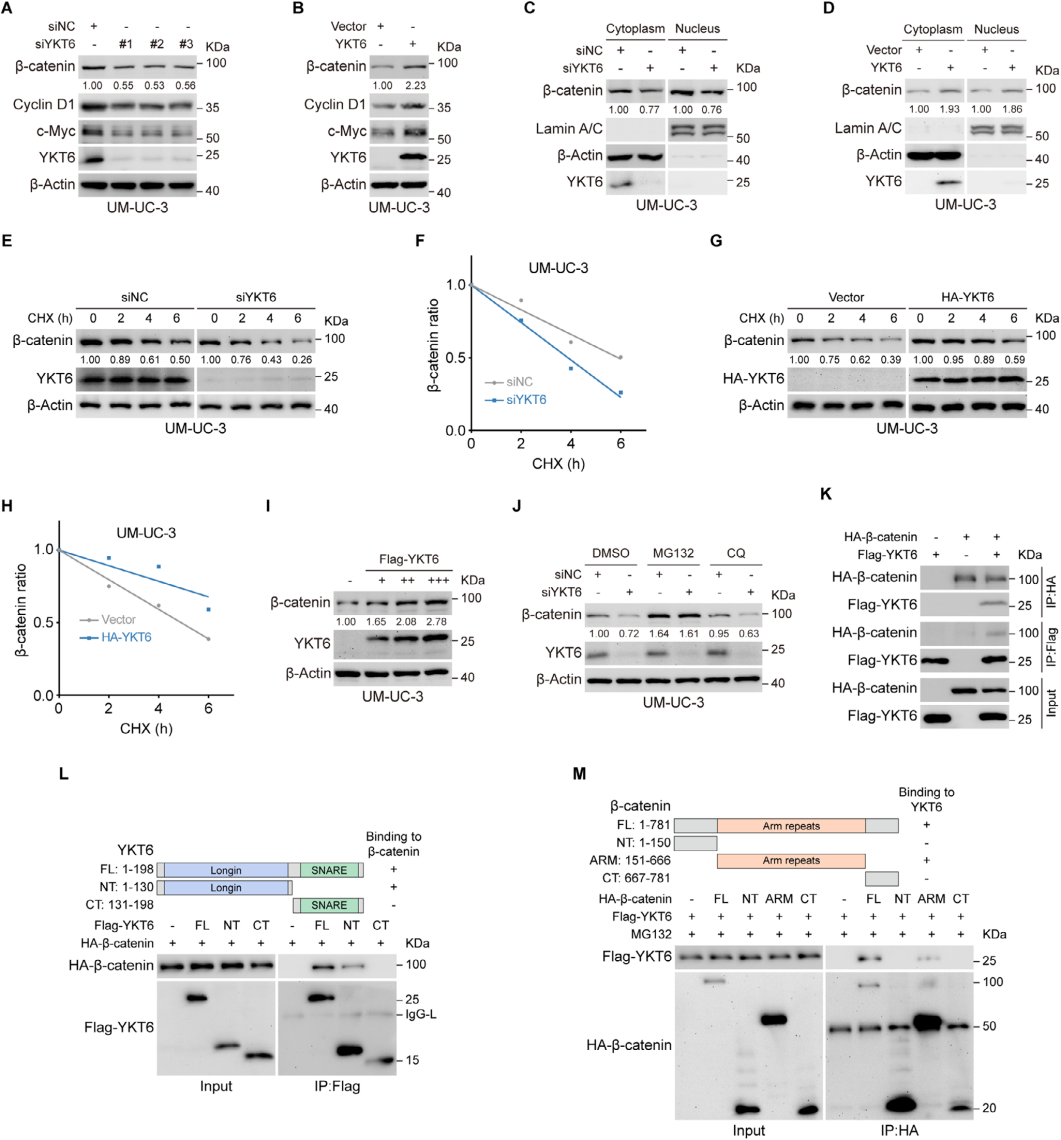
YKT6 enhances β‐catenin stability. A,B) Immunoblot analysis of β‐catenin and downstream proteins in UM‐UC‐3 cells following YKT6 knockdown (A) or overexpression (B). C,D) Cytoplasmic and nuclear β‐catenin levels in UM‐UC‐3 cells with YKT6 knockdown (C) or overexpression (D), analyzed by subcellular fractionation and Western blotting. Lamin A/C and β‐Actin served as nuclear and cytoplasmic markers, respectively. E,F) Cycloheximide (CHX, 50 µg mL^−1^) chase assay demonstrating accelerated β‐catenin degradation in YKT6‐silenced UM‐UC‐3 cells (E), quantified in (F). G,H) Delayed β‐catenin degradation in YKT6‐overexpressing UM‐UC‐3 cells (G) and corresponding quantification (H). I) Dose‐dependent increase in β‐catenin protein levels upon graded YKT6 overexpression. J) Alteration of β‐catenin protein abundance after YKT6 knockdown with MG132 (10 µm) or CQ (100 µm) treatment in UM‐UC‐3 cells. K) The interaction between YKT6 and β‐catenin in 293T cells was detected by exogenous co‐IP assay. L) Co‐IP analysis between HA‐β‐catenin and full‐length or truncations of Flag‐YKT6. The top panel is the schematic diagram of the truncations of YKT6. M) Co‐IP analysis between Flag‐YKT6 and full‐length or truncations of HA‐β‐catenin. The top panel is the schematic diagram of the truncations of β‐catenin.

### 2.7 YKT6 Stabilizes β‐Catenin Through USP7

Although YKT6 lacks intrinsic enzymatic activity for protein ubiquitination regulation, we hypothesized that it might modulate β‐catenin stability via regulating ubiquitination‐associated enzymes. To uncover this, we performed immunoprecipitation‐mass spectrometry (IP‐MS) in YKT6‐overexpressing 5637, identifying USP7, ZFP91, UCHL1, and PSMD10 as candidates (**Figure** **7**A). Immunoblot analysis indicated that USP7 knockdown downregulated β‐catenin in BLCA cell lines, whereas knockdown of ZFP91, UCHL1, and PSMD10 did not (Figure 7B; Figure S6A, Supporting Information). Based on this, we focused on the role of USP7 in YKT6‐mediated regulation of β‐catenin. Subsequently, co‐IP and GST pull‐down assay demonstrated the binding between USP7 and YKT6 (Figure 7C; Figure S6B, Supporting Information). Immunofluorescence analysis indicated that there existed cytoplasmic colocalization between USP7 and YKT6 (Figure 7D). In addition, USP7 also bound to β‐catenin (Figure S6C,D, Supporting Information). Endogenous co‐IP identified the binding network among YKT6, USP7, and β‐catenin in BLCA cell lines (Figure 7E; Figure S6E, Supporting Information). Further co‐IP analysis revealed that C‐terminal of YKT6 interacts with the C‐terminal of USP7, and the N‐terminal of β‐catenin interacts with the N‐terminal of USP7 (Figure 7F,G; Figure S6F,G, Supporting Information). In addition, USP7 overexpression rescued β‐catenin levels in YKT6‐depleted cells (Figure 7H; Figure S6H, Supporting Information), whereas YKT6 partially restored β‐catenin in USP7‐silenced cells (Figure 7I; Figure S6I, Supporting Information). YKT6 knockdown markedly impaired USP7‐β‐catenin interaction in BLCA cell lines (Figure 7J; Figure S6J, Supporting Information). In the meanwhile, YKT6 overexpression promoted the interaction between β‐catenin and USP7 (Figure S6K, Supporting Information). Additionally, co‐IP analysis indicated that only full‐length YKT6 could promote the interaction between USP7 and β‐catenin, whereas truncations of YKT6 could not (Figure 7K).

**Figure 7:**
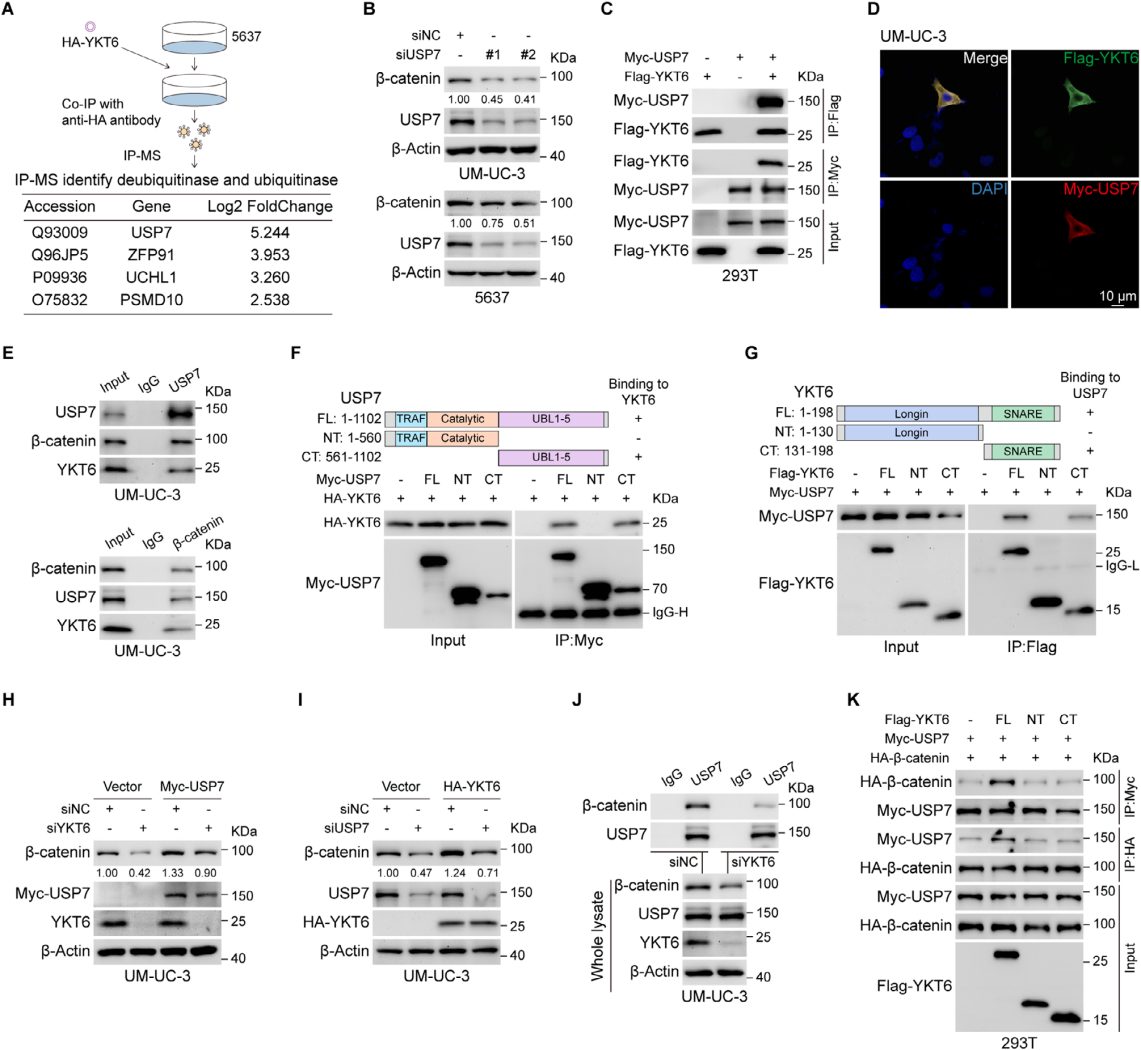
YKT6 stabilizes β‐catenin via USP7. A) Identification of YKT6‐interacting deubiquitinates and ubiquitinates by IP‐MS in HA‐tagged YKT6‐overexpressing 5637 cells. USP7 emerged as the top candidate. B) β‐catenin protein levels upon USP7 knockdown in UM‐UC‐3 and 5637 cells. C) The interaction between Flag‐YKT6 and Myc‐USP7 was examined by co‐IP assay in 293T cells. D) Immunofluorescence analysis of the co‐localization of Flag‐YKT6 and Myc‐USP7 in UM‐UC‐3. Scale bar: 10 µm. E) The endogenous co‐IP assay examined the interaction among YKT6, USP7, and β‐catenin in UM‐UC‐3 cells. F) The interaction between HA‐YKT6 and full‐length or truncations of Myc‐USP7 was detected by immunoblot assay. G) The interaction between Myc‐USP7 and full‐length or truncations of Flag‐YKT6 was detected by immunoblot assay. H) The β‐catenin protein level after YKT6 knockdown with or without USP7 overexpression in UM‐UC‐3. I) The β‐catenin protein level after USP7 knockdown with or without YKT6 overexpression in UM‐UC‐3. J) The interaction between USP7 and β‐catenin upon YKT6 knockdown was detected by endogenous co‐IP assay in UM‐UC‐3. K) The interaction between USP7 and β‐catenin upon full‐length or truncations of YKT6 overexpression was examined by immunoblot assay.

In addition, the immunoblot and qRT‐PCR results showed that overexpressing USP7 could upregulate β‐catenin protein level but not the mRNA level (Figure S7A–D, Supporting Information). β‐catenin overexpression could not influence both the protein and mRNA levels of YKT6 and USP7 (Figure S7E–H, Supporting Information). Collectively, these results demonstrate that full‐length YKT6 recruits USP7 to β‐catenin, thereby promoting its stabilization, with YKT6 functioning as a scaffold in this regulatory process.

### 2.8 YKT6 Reduces β‐Catenin Polyubiquitination Mediated by β‐TrCP Through USP7

To better understand the function of USP7 in the alteration of β‐catenin modulated by YKT6, an ubiquitination assay was carried out. The result indicated that YKT6 knockdown increased the polyubiquitination of β‐catenin, an effect that was reversed by ectopic USP7 expression (**Figure** **8**A). At the same time, USP7 knockdown increased the ubiquitination of β‐catenin, while subsequent ectopic expression of YKT6 did not significantly affect this enhancement (Figure 8B). In vitro deubiquitination assay demonstrated that YKT6 enhanced the deubiquitination activity of USP7 on β‐catenin (Figure 8C,D). Further results from the ubiquitination assay revealed that only full‐length YKT6 could decrease the polyubiquitination of β‐catenin (Figure 8E). Since only full‐length YKT6 can promote the interaction between USP7 and β‐catenin, we further investigated whether full‐length YKT6 is also required for USP7‐mediated deubiquitination of β‐catenin. The result confirmed that only full‐length YKT6 could promote the deubiquitination of β‐catenin modulated by USP7 (Figure 8F). To investigate the specific type of ubiquitin chain involved, ubiquitin mutant plasmids were constructed. The result from the ubiquitination assay indicated that YKT6 and USP7 mainly removed the K48‐linked ubiquitin chains from β‐catenin (Figure S8A,B, Supporting Information).

**Figure 8:**
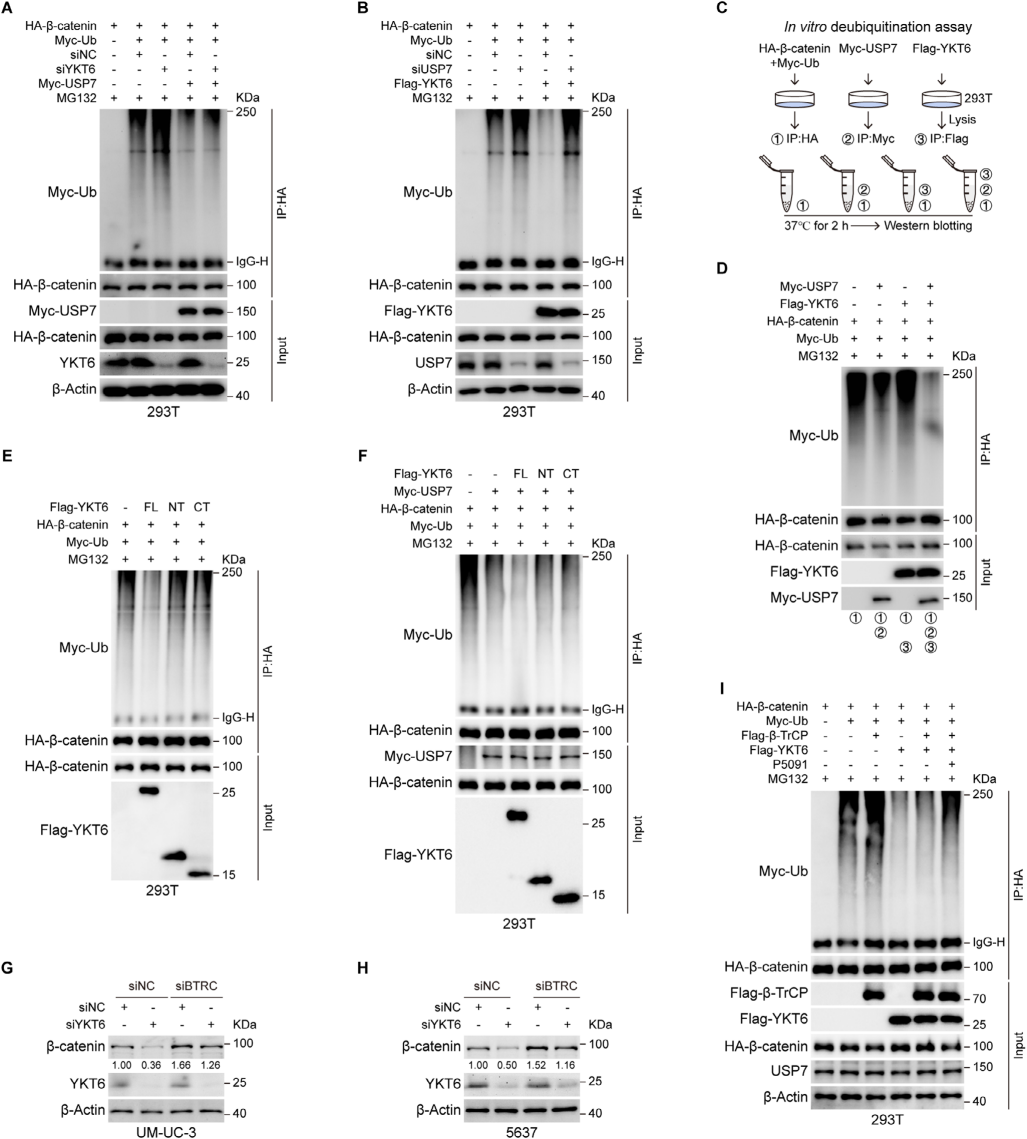
YKT6 reduces β‐catenin polyubiquitination through USP7. A,B) Ubiquitination assay in 293T cells demonstrated that USP7 (A) or YKT6 overexpression (B) reduces β‐catenin polyubiquitination under proteasome inhibition (MG132, 10 µm). C) Schematic diagram of the in vitro deubiquitination assay. D) Polyubiquitination of β‐catenin was detected by immunoblot assay upon USP7 or YKT6 overexpression from in vitro deubiquitination assay. E) Ubiquitination of β‐catenin upon overexpressing full‐length or truncations of Flag‐YKT6 in 293T cells. F) The effects of full‐length or truncated YKT6 on ubiquitination of β‐catenin in the presence of USP7. G,H) Immunoblot analysis of β‐catenin protein level upon knockdown of YKT6 and BTRC in UM‐UC‐3 and 5637 cells. I) The ubiquitination of β‐catenin mediated by β‐TrCP, YKT6, and P5091 (10 µM) was detected by immunoblot assay.

Based on our previous finding that E3 ubiquitin‐protein ligase ZFP91 does not regulate β‐catenin protein stability (Figure S6A, Supporting Information), we further investigated whether YKT6 influences β‐catenin ubiquitination by E3 ligases other than through its role in mediating USP7‐driven deubiquitination. To this end, we focused on β‐TrCP, a canonical E3 ligase known to target β‐catenin.^[^ ^29^, ^30^ ^]^ The results indicated that knockdown of β‐TrCP significantly increased β‐catenin protein levels, but this effect was partially attenuated by further knockdown of YKT6 (Figure 8G,H; Figure S8C,D, Supporting Information). Further co‐IP analysis showed no evidence of an interaction between YKT6 and β‐TrCP. (Figure S8E, Supporting Information). Subsequently, the ubiquitination assay result revealed that overexpressing YKT6 could reduce the polyubiquitination of β‐catenin attached by β‐TrCP (Figure S8F, Supporting Information). In addition, P5091 (USP7 inhibitor) suppressed YKT6‐mediated reduction of β‐TrCP‐induced ubiquitination of β‐catenin (Figure 8I). Altogether, these findings demonstrated that YKT6 reduces β‐catenin polyubiquitination mediated by β‐TrCP through USP7.

### 2.9 YKT6‐USP7‐β‐Catenin Axis Promotes BLCA Progression

To further understand the role of the YKT6‐USP7‐β‐catenin regulatory axis in BLCA, we performed both in vitro and in vivo experiments. As shown in MTT, colony formation, and transwell assay results, overexpression of USP7 rescued the reduced proliferation and migration of YKT6‐knockdown cells (**Figure** **9**A–C; Figure S9A–C, Supporting Information). In addition, USP7 knockdown obviously suppressed the promotion caused by YKT6 overexpression (Figure 9D–F; Figure S9D–F, Supporting Information). Subsequently, stable overexpression of YKT6 and knockdown of USP7 in UM‐UC‐3 cells were constructed by lentivirus transfection with efficiency validation (Figure 9G,H). In the xenograft model, overexpression of YKT6 upregulated the tumor growth and weight, and these effects were reversed by P5091 or USP7 knockdown (Figure 9I–K; Figure S9G–I, Supporting Information). IHC analysis demonstrated that overexpressing YKT6 upregulated the abundance of β‐catenin, which was reversed by USP7 inhibition (Figure 9L; Figure S9J, Supporting Information). In conclusion, YKT6‐USP7‐β‐catenin regulatory axis promotes BLCA progression in vivo and in vitro.

**Figure 9:**
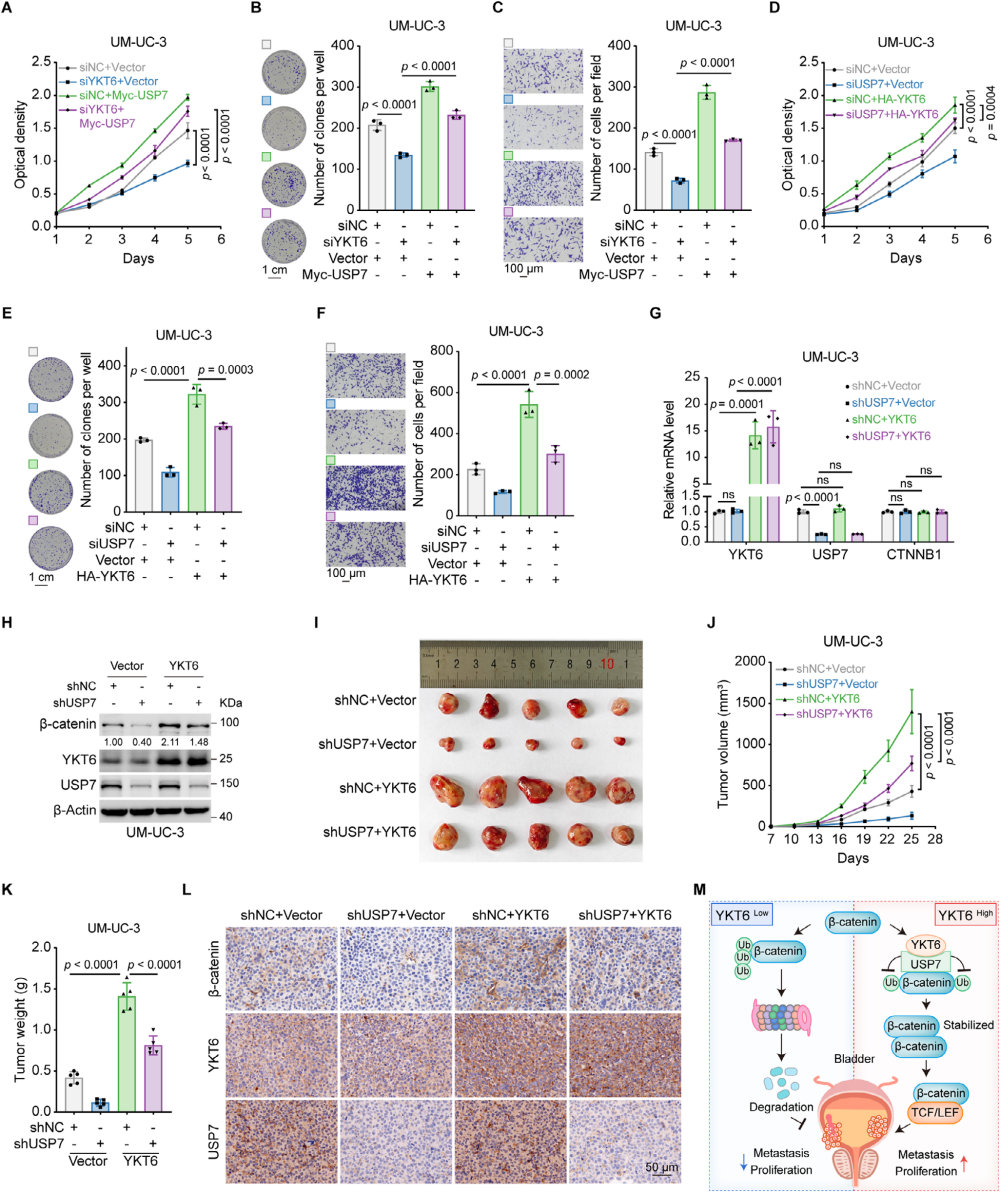
YKT6‐USP7‐β‐catenin axis promotes BLCA progression. A–C) Overexpression of USP7 reverses YKT6‐knockdown‐driven proliferation (A, n = 6 per group), colony formation (B, n = 3 per group, Scale bar: 1 cm), and migration (C, n = 3 per group, Scale bar: 100 µm) in UM‐UC‐3 cells. D–F) Knockdown of USP7 impairs YKT6‐overexpression‐driven proliferation (D, n = 6 per group), colony formation (E, n = 3 per group, Scale bar: 1 cm), and migration (F, n = 3 per group, Scale bar: 100 µm) in UM‐UC‐3 cells. G,H) The mRNA (G, n = 3 per group) and protein (H) levels of YKT6, USP7, and β‐catenin upon USP7 knockdown or YKT6 overexpression. I) Image of subcutaneous tumors in xenograft models of indicated UM‐UC‐3 cells. J) Tumor growth curves of xenograft models as indicated groups (n = 5 per group). K) Tumor weight of subcutaneous tumors in xenograft models (n = 5 per group). L) IHC staining of β‐catenin, YKT6, and USP7 in subcutaneous tumors from the xenograft model. M) The mechanistic diagram of this study. YKT6 interacts with USP7 to deubiquitinate and stabilize β‐catenin. Accumulative β‐catenin enters the nucleus and directs target gene expression through TCF/LEF, promoting BLCA progression. Data are presented as mean values ± SD; one‐way ANOVA with Sidak's multiple comparisons test at Day 5 (A,D); one‐way ANOVA with Sidak's multiple comparisons test (B,C, E–G,K); one‐way ANOVA with Sidak's multiple comparisons test at Day 25 (J).

## 3 Discussion

SNARE proteins, localized to organelles and cell membranes, modulate exosome biogenesis and release with precision.^[^ ^31^, ^32^ ^]^ Recent research indicates that SNARE family members are closely associated with various tumor progression and chemoresistance.^[^ ^33^, ^34^, ^35^, ^36^, ^37^, ^38^, ^39^ ^]^ Within this family, YKT6 mediates both carcinogenesis and development. Related studies indicate that, YKT6 is significantly upregulated in hepatocellular carcinoma, pancreatic cancer, oral squamous cell carcinoma, and NSCLC.^[^ ^13^, ^17^, ^18^, ^40^ ^]^ In pancreatic cancer and NSCLC, YKT6 affects tumor progression by participating in the formation or excretion of exosomes in tumor cells.^[^ ^14^, ^18^ ^]^ Consistent with previous research, our present analysis confirms that YKT6 expression exhibits upregulation in BLCA tissues and cell lines compared with adjacent normal tissues and urothelial cells. Additionally, YKT6 expression level in high‐grade is higher than low‐grade and predicts poor prognosis from larger public datasets and tissue microarray. Furthermore, functional studies using gain and loss‐of‐function models establish YKT6's role in driving BLCA proliferation and metastasis both in vitro and in vivo settings.

Dysregulated Wnt/β‐catenin signaling is intricately linked to diverse facets of cancer, encompassing initiation, progression, malignant transformation, and more.^[^ ^41^, ^42^ ^]^ Upon activation of upstream signals, β‐catenin translocates into the nucleus as the central effector, where it modulates gene expression, thereby contributing to cell proliferation, differentiation, stem cell maintenance, and so on.^[^ ^43^, ^44^ ^]^

The transformation of epithelial cells to mesenchymal cells, accompanied by molecular changes, can take place during the EMT. Within human malignancies, the EMT process enhances the capacity for cancer metastasis and drug resistance development. Among the various modulators of EMT, the Wnt/β‐catenin signaling axis has been identified as a multifunctional regulator.^[^ ^45^ ^]^ Moreover, multiple target genes, regulated by the Wnt/β‐catenin signaling, engage in facilitating cancer cell invasion, migration, and metastatic dissemination.^[^ ^46^, ^47^ ^]^ Cell division is stringently governed by numerous evolutionarily preserved cell cycle regulatory mechanisms, so as to ensure the creation of two genetically indistinguishable cells.^[^ ^48^ ^]^ Dysregulation of cell cycle progression serves as one of the essential mechanisms for oncogenesis, creating regulators of the cell cycle apparatus as reasonable anticancer therapeutic targets.^[^ ^49^ ^]^

The canonical Wnt/β‐catenin pathway has a crucial function in modulating tumorigenesis through halting the cell cycle at diverse phases. When β‐catenin is stabilized, it enters the nucleus and forms a transcriptional complex with TCF/LEF cofactors, thereby upregulating key cell cycle regulators such as CCND1 and MYC. These genes are critical for driving the G_1_/S phase transition, a pivotal checkpoint in cell cycle progression.^[^ ^25^, ^50^, ^51^ ^]^

Current literature supports an established role for YKT6 in the regulation of Wnt ligand secretion. Specifically, YKT6 has been shown to facilitate Wnt release via exosomes derived from multivesicular bodies in both Drosophila and human cells.^[^ ^52^ ^]^ Further studies indicate that Ykt6 mediates endosomal recycling, particularly through Rab4‐positive compartments, which is essential for the long‐range secretion and signaling of Wnt ligands.^[^ ^53^ ^]^ Additionally, phosphorylation of the Ykt6 SNARE domain modulates its membrane recruitment and subsequent secretion of Wnt proteins and Wnt‐containing extracellular vesicles.^[^ ^54^ ^]^ Consistent with these findings, depletion of Ykt6 results in intracellular accumulation of Wnt ligands and impaired Wnt signaling.^[^ ^52^, ^53^ ^]^ Thus, while YKT6 is a recognized regulator of Wnt ligand secretion, its potential involvement in downstream β‐catenin signaling, beyond ligand secretion, remains unclear and merits further investigation.

In this study, our findings are consistent with a model in which YKT6 modulates β‐catenin stability through a scaffolding mechanism that appears to operate independently of its established roles in membrane trafficking. The results demonstrated that YKT6 could modulate the activity of Wnt/β‐catenin signaling through its ability to stabilize β‐catenin protein. The critical mediator of the canonical Wnt/β‐catenin pathway is the cytoplasmic protein β‐catenin, which remains a versatile protein, exhibiting versatility in various cellular events and human diseases. The central regulatory paradigm of the Wnt/β‐catenin pathway hinges on a dynamic equilibrium between kinase‐directed phosphorylation events and proteasomal degradation mechanisms of β‐catenin.^[^ ^55^, ^56^ ^]^ Research has reported that several deubiquitinating enzymes, including USP8, USP9X, USP20, and USP33, modulate the β‐catenin deubiquitination, thereby driving growth, metastasis of cancer cells or other biological process.^[^ ^57^, ^58^, ^59^, ^60^ ^]^ Through IP‐MS screening, we identified USP7 as a critical mediator of YKT6‐dependent β‐catenin stabilization. This finding aligns with prior studies demonstrating USP7's role in modulating β‐catenin stability.^[^ ^61^, ^62^ ^]^

While our data point to a potential scaffolding function for YKT6 in oncogenic signaling, we acknowledge that our experiments do not address whether this role is independent of its canonical function in vesicle fusion. It is plausible that the observed oncogenic effects are a composite of both this novel scaffolding mechanism and its canonical role in secretion. Specifically, it would be valuable for future studies to determine if disrupting vesicle fusion impairs YKT6‐mediated stabilization of β‐catenin, which will be critical to confirm the functional independence of this non‐canonical pathway. Furthermore, while upregulation of YKT6 was detected in the ZNWU in‐house dataset, we acknowledge the limitations of our analysis due to the limited sample size (n = 36) and potential selection bias. The survival of cancer patients is influenced by multiple factors. The survival association between upregulated YKT6 expression and poor prognosis of BLCA patients could be influenced by confounding factors and requires further validation. In this study, we demonstrated that a USP7 inhibitor (P5091) could reverse YKT6‐driven tumor growth in mice, which suggests the axis is druggable at the level of USP7. However, SNARE proteins are known to be challenging drug targets, and YKT6 itself was not directly targeted by an inhibitor in our study. The clinical translation of these findings is a distant prospect that requires significant future work, including the development and optimization of specific YKT6 or USP7 inhibitors for clinical use in bladder cancer, along with rigorous evaluation of their in vivo toxicity and therapeutic index.

In conclusion, YKT6 is upregulated in BLCA progression and is tightly interrelated with unfavorable prognosis. Mechanistically, YKT6 could stabilize β‐catenin via USP7‐mediated deubiquitination, thereby potentiating Wnt/β‐catenin signaling activity (Figure 9M). Altogether, our study elucidates the role of the YKT6/USP7/β‐catenin axis and provides foundational insights that may inform future strategies for precision BLCA therapy.

## 4 Experimental Section

### Cell Lines and Reagents

Cell lines in the current study were acquired from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China) with verification. UM‐UC‐3 and J82 were cultured in MEM medium. T24, 5637, SCaBER, and SV‐HUC‐1 were cultured in RPMI 1640 medium. HEK293T were cultured in DMEM medium. Culture media were complemented with 10% fetal bovine serum (FBS), and 1% penicillin‐streptomycin solution (Gibco, USA) and utilized to maintain cells at 37 °C with 5% CO_2_. Wnt agonist CHIR99021 (S1263) and recombinant human Wnt3a protein (HZ‐1296) were purchased from Selleck and Proteintech, respectively. P5091 (HY‐15667) and Wnt inhibitor XAV‐939 (HY‐15147) were obtained from MedChemExpress. CQ was acquired from Selleck (S6999), and MG132 was obtained from Selleck (S2619).

### Human Samples

This study received ethical approval from the Institutional Ethics Committee of Zhongnan Hospital, Wuhan University (approval number: 2021125), and informed consent was acquired from participants. BLCA tissues and adjacent normal tissues were gathered post‐radical cystectomy. Surgical specimens were processed by pathologists immediately after surgery. Both cancer and adjacent normal tissues were histologically confirmed.

### Tissue RNA Extraction

Pre‐cooled scissors and forceps were used to chop the tissue samples into appropriate sizes on dry ice, and the fragments were immediately transferred to a 1.5 mL RNase‐free EP tube containing Trizol reagent and sterile grinding beads. The tissue samples were homogenized thoroughly using a tissue homogenizer. After brief centrifugation at 4 °C for 30 secs, the Trizol‐based tissue homogenate was immediately transferred to a new 1.5 mL RNase‐free EP tube. Chloroform was added, followed by vortexing for 15 s to mix thoroughly. The mixture was then incubated at room temperature for 5 mins, and subsequently centrifuged at 13 300 g for 15 mins at 4 °C. The upper aqueous phase was carefully transferred to a new RNase‐free EP tube. After the addition of isopropanol, the solution was mixed thoroughly by gentle inversion. After incubation at room temperature for 10 mins, the sample was centrifuged at 13 300 g for 15 mins at 4 °C. Following centrifugation, the supernatant was discarded, and the RNA pellet was retained. The pellet was washed twice with 75% ethanol (prepared with RNase‐free water), briefly air‐dried, and then dissolved in an appropriate volume of DEPC‐treated water. Finally, RNA concentration was determined using a NanoDrop spectrophotometer.

### Quantitative Reverse Transcription PCR (qRT‐PCR)

Total RNA was isolated using the HiPure Total RNA Mini Kit (R4111‐03, Magen, China). The NanoDrop One instrument was used to evaluate the concentration and quality of extracted RNA. Subsequently, isolated RNA was applied to reverse transcription into cDNA, referring to the ReverTra Ace qPCR RT Kit (FSQ‐101, TOYOBO, Japan). Reaction system including iQ SYBR Green Supermix (1 725 125, Bio‐Rad, USA), validated primers, and template cDNA was applied to the StepOnePlus Real‐Time PCR System (Thermo Fisher, USA). Relative quantification depends on 2^−ΔΔCt^ method, with *ACTB* as the endogenous reference gene. All the primer sequences mentioned were provided in Table S2 (Supporting Information).

### Western Blot and Immunoprecipitation Analysis

Cells pretreated as indicated were harvested via centrifugation, followed by PBS washing. The lysis buffer, including RIPA, PMSF (1 mm), and phosphatase inhibitors, was added to the cell pellet and lysed for 30 mins on ice. Each group tube was vortexed vigorously every 10 mins. Then, the samples were denatured with 5× loading buffer at 100 °C for 10 mins. Proteins were resolved via SDS‐PAGE gel, following transferred onto a 0.45‐µm PVDF membrane. The membrane was subsequently subjected to blocking with 5% non‐fat milk in TBST buffer. Next, primary and secondary antibodies were incubated sequentially. Finally, immunoblots were visualized using the BioSpectrum 515 Imaging System (UVP). β‐Actin protein serves as an internal control to normalize protein loading.

For co‐immunoprecipitation (co‐IP), cells were harvested and lysed with a mixture including lysis buffer, PMSF (1 mm), and phosphatase inhibitor. After lysing for 1 hr at 4 °C, the lysate then was divided into input and immunoprecipitation groups and added specific antibody overnight in a rotary mixer. Suspension of washed magnetic beads were added to each sample, and incubated for 1.5 hrs at 4 °C, followed by gentle washing for three times. Removed the supernatant, samples including beads were boiled with 1× SDS‐PAGE loading buffer for 10 mins at 100 °C. Western blotting assay was conducted to test the target proteins.

Primary and secondary antibodies for Western blot (WB) and immunoprecipitation (IP) analysis used in this study were provided in Table S3 (Supporting Information).

### GST Pull‐Down Assay

Recombinant GST, GST‐YKT6, and His‐β‐catenin proteins were purchased from CUSABIO Co., Ltd. (Wuhan, China). For the binding assay, 2 µg of His‐β‐catenin was incubated with 2 µg of GST or GST‐YKT6 fusion protein in binding buffer supplemented with protease and phosphatase inhibitors for 4 hrs at 4 °C. The mixtures were then incubated with 20 µL of pre‐washed glutathione‐Sepharose beads for 2 hrs at 4 °C. After three washes with IP wash buffer, bound proteins were eluted with 1× loading buffer, denatured at 100 °C for 10 minsM, and analyzed by immunoblot assay.

### CHX‐Chase Assay

To evaluate the target protein half‐life, cells were treated with CHX at the indicated time (50 µg mL^−1^) in culture medium. Subsequently, cells were harvested for immunoblot analysis. The relative quantification of target protein levels was calculated using ImageJ software.

### IP‐MS Assay

5637 cells were transiently transfected with the HA‐tagged Vector or YKT6 plasmid for 48 hrs, after which IP was conducted. Magnetic beads were harvested, followed by protein denaturation, cysteine reduction, and alkylation in the reaction buffer. The eluates were diluted with H_2_O and digested with trypsin. Next, the pH was brought down to 6.0 by TFA to end this digestion. After centrifugation, the self‐made SDB desalting columns were utilized to purify the peptide, followed by vacuum drying and storage at ‐20 °C. Further mass spectrometry analysis was conducted on a trapped ion mobility quadrupole time‐of‐flight mass spectrometer timsTOF Pro (Bruker Daltonics, USA). An UltiMate 3000 RSLCnano system (Thermo Fisher Scientific, USA) was coupled online to the timsTOF Pro with a CaptiveSpray nano ion source (Bruker Daltonics, USA). MS raw data were processed using MaxQuant software (V2.0.1) with the Andromeda search engine. Spectra files were processed through the Uniprot human database.

### Ubiquitination Assay

Cells were treated as indicated. Eight hrs before harvesting cells, the cell culture was supplemented with MG132 (10 µM). After washing with PBS and centrifugation, cell pellets were lysed in RIPA buffer containing PMSF (1 mm) and phosphatase inhibitors. The following steps were in accordance with co‐IP.

### In Vitro Deubiquitination Assay

The deubiquitination assay was performed according to a previously published study.^[^ ^63^ ^]^ HA‐β‐catenin and Myc‐Ub plasmids were transfected into 293T cells and treated with 10 µm MG132 8 h before cell collection. Flag‐YKT6 and Myc‐USP7 proteins were immunoprecipitated using anti‐Flag and anti‐Myc antibodies (listed in Table S3, Supporting Information), respectively. YKT6 and USP7 proteins were then eluted under non‐denaturing conditions. Polyubiquitinated β‐catenin was incubated with either YKT6 or USP7 in a buffer containing 50 mM Tris‐HCl, 5 mm MgCl_2_, 2 mm DTT, 2 mm ATP‐Na_2_, and proteasome inhibitors at 37 °C for 2 hrs. The reaction was terminated by adding 5× loading buffer, followed by denaturation at 100 °C for 10 mins. Finally, the ubiquitination levels were analyzed by immunoblot analysis.

### RNA Sequencing and Bioinformatic Analysis

5637 cells were transfected with siNC and siYKT6 for 48 hrs. Total RNA was isolated, and its quality was subsequently evaluated. The processing of 2 µg of high‐quality RNA was carried out using the KCTM Stranded mRNA Library Prep Kit for Illumina (DR08402; Wuhan Seqhealth Co., Ltd.) according to the manufacturer's protocol. PCR products were size‐selected, quantified, and sequenced on the DNBSEQ‐T7 platform (MGI Tech Co., Ltd., China). Raw sequencing reads were quality‐filtered using fastp (version 0.23.0). Cleaned reads were aligned to the Homo sapiens reference genome (GRCh38, NCBI) with subsequent quantification of exonic reads mapped to annotated genes using featureCounts (Subread‐1.5.1; Bioconductor).

The identification of differentially expressed genes was performed using the DESeq2 package.^[^ ^64^ ^]^ Subsequently, the ranked genes were submitted to the clusterProfiler package to conduct GSEA with reference gene sets from the molecular signature database (MSigDB).^[^ ^65^, ^66^, ^67^ ^]^ Gseavis package was used to visualize results. For GSVA, the TCGA‐BLCA dataset was submitted to the GSVA package to calculate the signaling score.^[^ ^68^ ^]^ The correlation between gene expression and score was visualized by the ggpubr package.

### Cell Proliferation Assay

Cells were pretreated and seeded at a density of 2000 cells per well in six replicate 96‐well plates. Following the addition of MTT solution, the plate would be placed in an incubator for 4 hrs. With removing culture supernatants, the wells were added 150 µL DMSO, following shaking fully, and detected by spectrophotometer (SpectraMax M2, USA) at 570 nm. The whole experiment lasted for the indicated time.

### Colony‐Formation Assays

A suspension of 1000 pretreated cells was seeded into a 6‐well plate and plated in incubator for 8–10 days. After removing supernatant culture, colonies in the well were handed with 4% paraformaldehyde fixative (BL539A, biosharp, China) for 1 hr, stained by 0.1% crystal violet solution for 1 hr, and captured by camera. Finally, the colonies were counted by the ImageJ software.

### Transwell Assay

Cells were pretreated as indicated. ≈600 µL medium was added to the 24‐well plates, and transwell chambers were put into wells. After suspended in 300 µL serum‐free medium, a total of 1 × 10^5^ 5637 cells and 4 × 10^4^ UM‐UC‐3 cells were seeded in the upper transwell chamber, following placing in the incubator at 37 °C for 24 hr. Then, removing all liquid, cells in the chamber were fixed in 4% PFA, followed by staining in 0.1% crystal violet solution for 1 hr. Next, the chambers were cleaned and dried out. Finally, migrated cells were captured by the microscope and subsequently quantified using ImageJ software.

### Wound Healing Assay

Cells were treated as indicated in 6‐well plates. When cells in the well were in confluent status, a sterile pipette tip was utilized to create a scratch on the cell monolayer. After washing by PBS gently, cells were captured by phase contrast microscopy, which would be set as 0 h. Subsequently, cells were cultured in medium without FBS for 24 h and finally captured. The calculation of the gap closure rate depended on the migration area through the ImageJ software.

### Cell Cycle Analysis

Pretreated BLCA cells as indicated, were harvested, followed by washing twice with PBS. The cell pellets were processed with a propidium iodide staining solution and permeabilization reagents according to the cell cycle staining kit (CCS012, Multi Sciences). After incubation, cell cycle distribution was evaluated using a Beckman Cytoflex flow cytometer, and data were processed via FlowJo software.

### Immunofluorescence Staining Analysis

Cells were seeded on slides in a 24‐well plate and treated as indicated. After washing with PBS once time, cells were fixed with 4% paraformaldehyde for 40 mins and treated with 0.3% Triton X‐100 and 2% bovine serum albumin solution for 1 hr. With three PBS washes, cells were incubated with primary antibody, secondary antibody, and DAPI, respectively. After staining, slides were rinsed briefly in PBS to remove residual reagents. Then, slides were mounted using an antifade mounting medium containing DAPI (DAPI Fluoromount‐G, 36308ES20, YEASEN, China) to preserve fluorescence signals and counterstain nuclei. Finally, mounted slides were stored away from light at 4 °C for 24 hrs to cure the medium and captured by the confocal laser microscope (C2+, Nikon, Japan).

Primary and secondary antibodies for immunofluorescence (IF) analysis used in this study were provided in Table S3 (Supporting Information).

### Lentivirus Infection

The lentiviruses packaged with shYKT6, shUSP7, and shNC were acquired from GenePharma (Shanghai, China), and sequences were provided in Table S4 (Supporting Information). BLCA cell lines were transfected with the mentioned shRNA in the presence of polybrene, following screened by 1 µg mL^−1^ puromycin (Sigma, USA).

### Animal Studies

Animal experiments in this study got ethical approval from the Experimental Animal Welfare and Ethics Committee of Zhongnan Hospital (approval number: ZN2023047). Male BALB/C‐nude mice (4 weeks old) were purchased from BIONT biological technology (Wuhan, China) and acclimated for one week. To establish a xenograft model, mice were distributed into two groups (n = 6) randomly, and ≈5 × 10^6^ shNC‐transfected and shYKT6‐transfected UM‐UC‐3 cells were implanted subcutaneously into mice. Since it comes to formation, the tumor was examined at three‐day intervals until the experiment ended. Following 28 days, the tumors were collected via surgery and weighed. The tumor volume was assessed using the formula Volume = 1/2 × length × width.^2^ In addition, tumor tissues were processed by H&E and immunohistochemistry (IHC). Furthermore, nude mice were distributed into two groups (n = 3) randomly to assess BLCA cell metastasis regulated by YKT6. ≈1 × 10^6^ shNC‐transfected and shYKT6‐transfected UM‐UC‐3 cells were injected via the tail vein into mice. Fluorescence intensity of lung metastasis was evaluated six weeks post‐injection via the IVIS Spectrum living imaging system. For the xenograft model of YKT6 overexpression, UM‐UC‐3 were transfected with lentiviruses containing YKT6 sequences and the vector (LV6). Subsequently, shNC and shUSP7 UM‐UC‐3 cells were established based on the construction of overexpressing YKT6 cells. ≈5 × 10^6^ LV6‐transfected and YKT6‐transfected UM‐UC‐3 cells were implanted subcutaneously into mice. Subsequently, mice with palpable tumors were treated intraperitoneally (i.p.) with P5091 (15 mg kg^−1^) twice a week with DMSO as controls. The subsequent tumor measurements were performed as described above.

### H&E Staining and Immunohistochemistry (IHC) Assay

Paraffin‐embedded xenograft tissue sections (5 µm) were processed for H&E staining. After dewaxing in xylene and rehydration through a graded ethanol series (100% to 70%) and water, sections were stained with 10% hematoxylin (Sigma–Aldrich, USA), rinsed, and counterstained with 1% eosin solution containing 0.2% glacial acetic acid. Sections were then dehydrated through a reverse ethanol gradient (70% to 100%) and cleared in xylene.

For IHC, paraffin‐embedded tissues were sectioned, deparaffinized, and rehydrated. Epitope retrieval was performed using citrate buffer (pH 6.0), and 0.3% H_2_O_2_ was utilized to inhibit endogenous peroxidase. Sections were sequentially incubated with primary and secondary antibodies, and signals were visualized through peroxidase‐conjugated DAB substrate. Images were acquired by an automatic upright microscope (Leica, Germany).

Primary and secondary antibodies for immunohistochemistry (IHC) analysis used in this study were provided in Table S3 (Supporting Information).

### Statistical Analysis

Statistical comparison between the two groups was assessed via a two‐tailed Student's t‐test or a Wilcoxon test. For multiple group comparison, differences were assessed by one‐way ANOVA followed by Sidak's or Dunnett's multiple comparisons test, depending on the specific situation. Kaplan‐Meier curves were generated to plot survival distributions, and the difference between groups was compared using the log‐rank test. Statistical significance was defined as *p* < 0.05 between groups, and the *p*‐value was shown for each statistical comparison result. Details of statistics and sample sizes were described in the figure legends. The statistical analyses were performed using the R software and GraphPad Prism.

### Declarations

### Declarations–Ethics Statement

For human samples, this study was performed in accordance with the Declaration of Helsinki and was approved by the Medical Ethics Committee of Zhongnan Hospital of Wuhan University (approval number: 2021125). The animal study was approved by the Experimental Animal Welfare Ethics Committee at Zhongnan Hospital of Wuhan University (approval number: ZN2023047).

## Conflict of Interest

The authors declare that they have no competing interests.

## Author Contributions

S.T., W.D., and Y.L. contributed equally to this work. Y.X., X.W., and K.Q. Designed and supervised the study. S.T., W.D., Y.L., J.S., T.L., K.X., F.Z., M.L., J.Y., G.W., and L.J. performed the most experiments. S.T., W.D., J.S., T.L., and S.C. performed the formal analysis. S.T., W.D., Y.L., J.S., T.L., M.J., Y.Z., and K.Q. Helped with data collection and assembly. S.T., L.J., and W.D. wrote the first draft. L.J., Y.X., X.W., and K.Q. Critically revised drafts of the manuscript. All authors reviewed the manuscript.

We uploaded the RNA‐seq data generated in this study to the Gene Expression Omnibus (GEO) database under accession number GSE293406. The GSE13507, GSE121711, and GSE31684 dataset was obtained from the GEO database (https://www.ncbi.nlm.nih.gov/geo/). The remaining data can be accessed in the article or in the Supplementary Information. Original blot images and other source data are provided with this paper.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The data that support the findings of this study are openly available in [Gene Expression Omnibus (GEO)] at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE293406], reference number [293406].

# Supplementary material for: YKT6 Promotes Bladder Cancer Progression by Stabilizing β‐catenin Through USP7‐Mediated Deubiquitination
**Source:** Adv Sci (Weinh). 2025 Nov 26;13(8):e07166. doi: 10.1002/advs.202507166
**Supplement:** Supplementary file 1 — Supporting Information

Supplementary Information

YKT6 Promotes Bladder Cancer Progression by Stabilizing β -catenin through USP7-Mediated Deubiquitination

Figures S1-S9: Pages 2-17

Tables S1-S4: Pages 18-22

Figures S1-S9

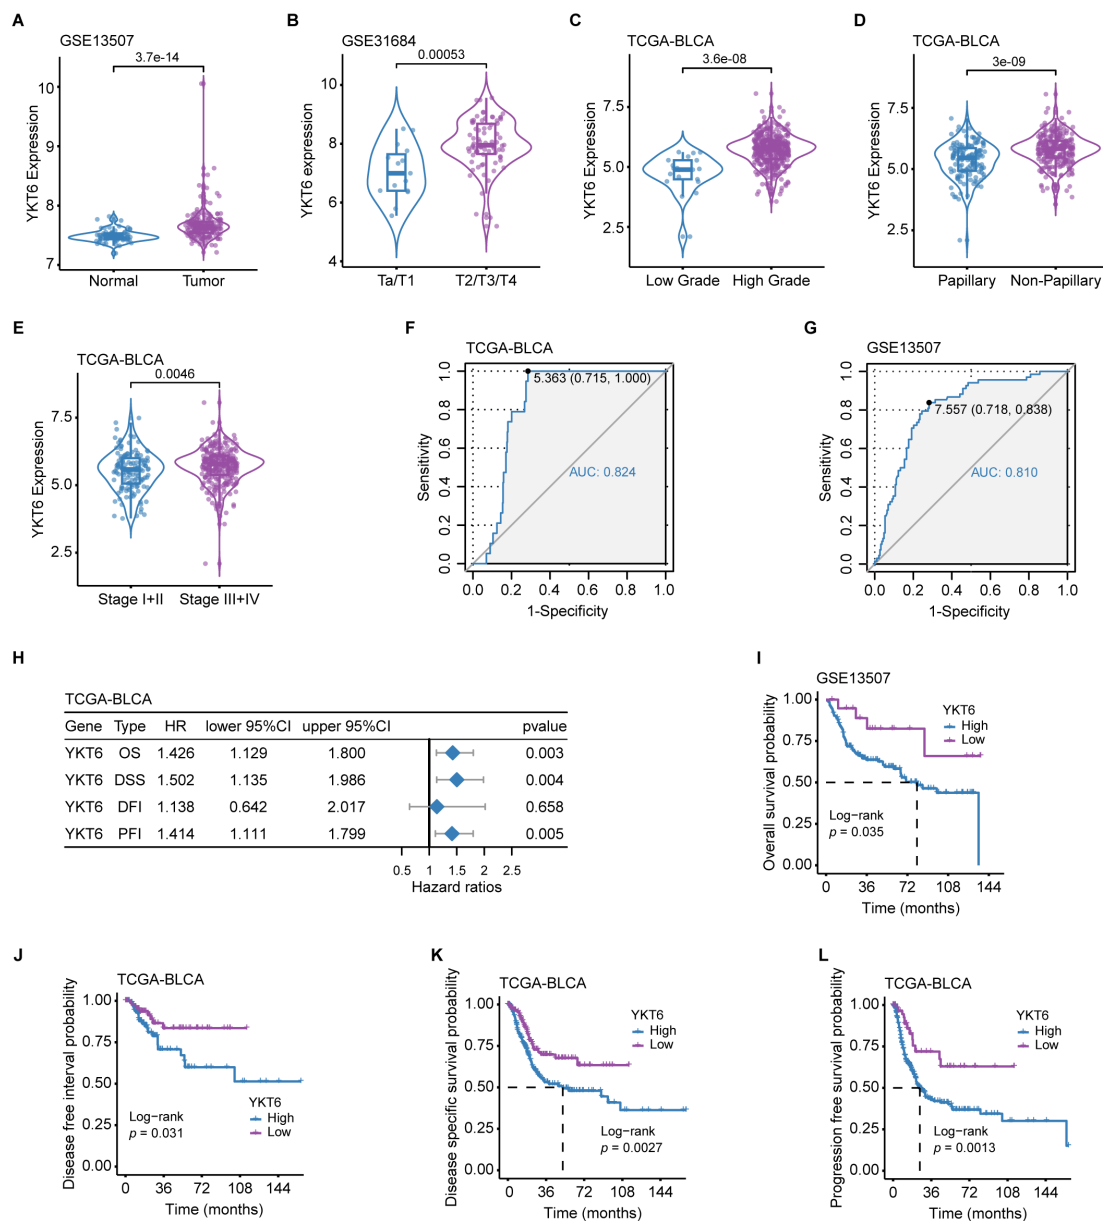

Figure S1. Upregulated YKT6 predicts poor prognosis in BLCA.

(A) Relative YKT6 expression in normal (n = 68) and tumor (n = 188) from GSE13507 cohort. (B) Relative YKT6 expression in different T stage from GSE31684 cohort (Ta/T1: n = 15; T2/T3/T4: n = 78). (C-E) YKT6 expression in different grade (C, low: n = 21; high: n = 379), subtype (D, papillary: n = 132; non-papillary: n = 266) and stage (E, stage I+II: n = 131; stage III+IV: n = 270) of BLCA in TCGA-BLCA. (F-G) ROC curve analysis of normal versus tumor based on YKT6 expression from TCGA database (F) and GSE13507 cohort (G). (H) Forest plots of univariable Cox regression analysis

for overall survival (OS), disease-specific survival (DSS), disease-free interval (DFI), and progression-free interval (PFI) based on YKT6 expression in TCGA-BLCA. **(I)** Kaplan-Meier survival curves showing reduced overall survival in BLCA patients with high YKT6 expression in GSE13507 cohort (n = 165). **(J-L)** Kaplan-Meier survival curves demonstrating reduced disease-free interval (J, n = 186), disease-specific survival (K, n = 388), and progression-free survival (L, n = 403) in BLCA patients with high YKT6 mRNA levels in TCGA-BLCA. Data are presented as mean values $\pm$ SD; Wilcoxon test (A-E); log-rank test for survival analysis (I-L).

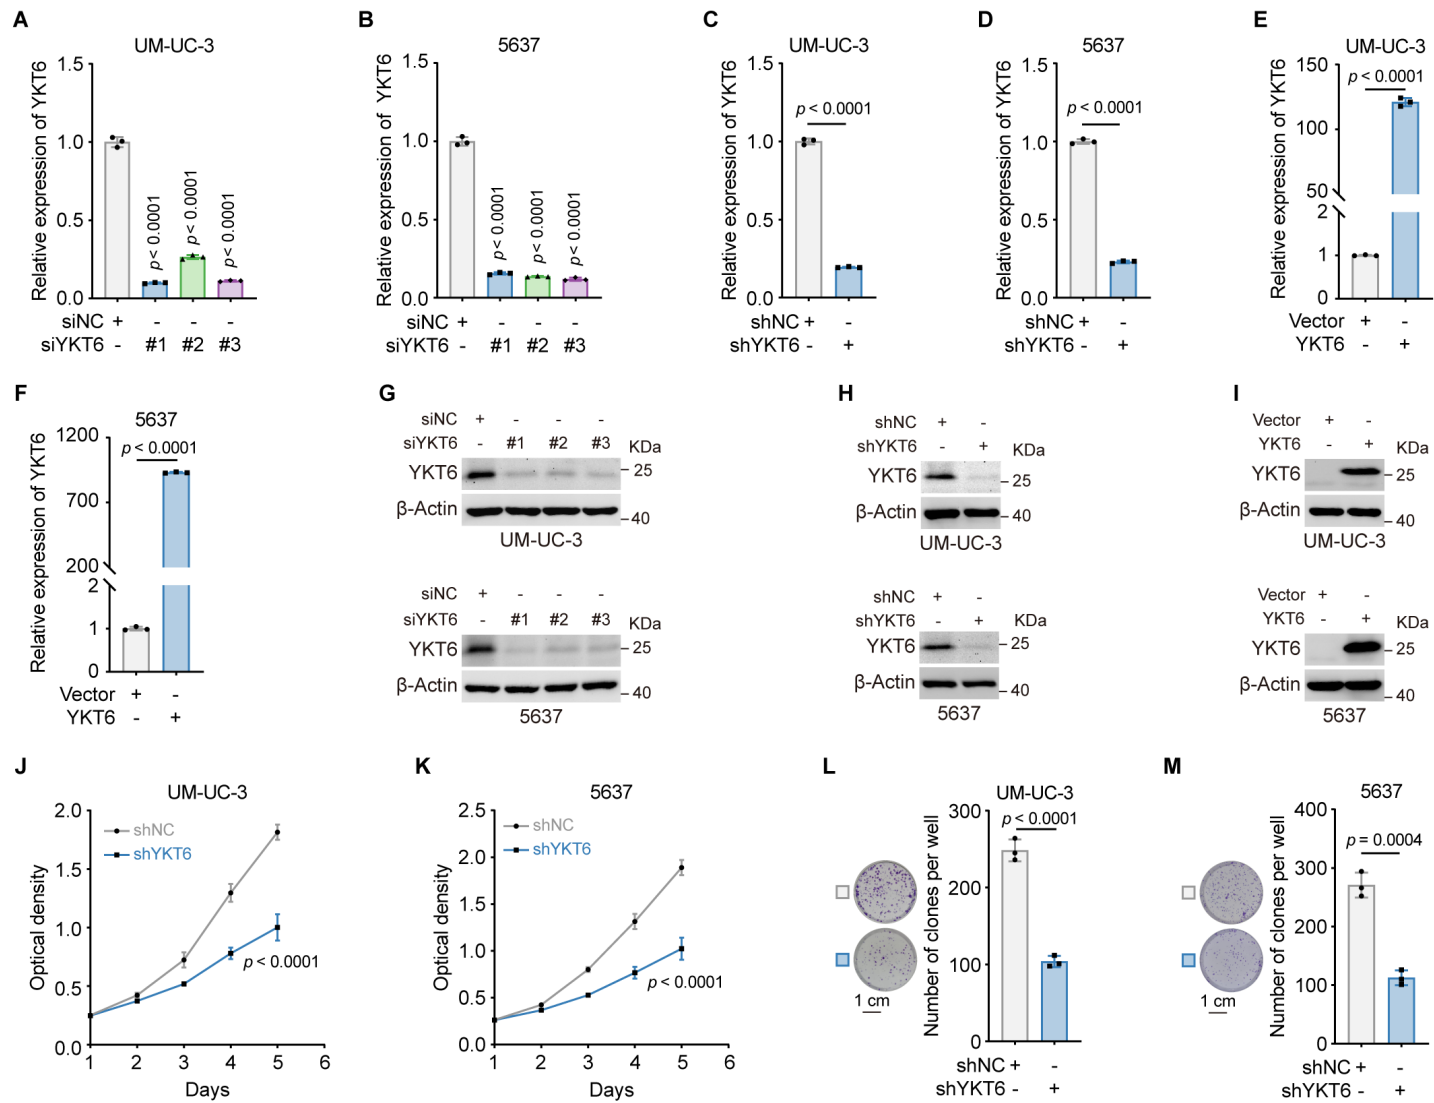

Figure S2. YKT6 deficiency inhibited BLCA cells proliferation.

(A-B) Knockdown efficiency of YKT6-targeting siRNAs in UM-UC-3 (A, n = 3 per group) and 5637 (B, n = 3 per group) cells. **(C-D)** Stable knockdown YKT6 efficiency using shRNA detected by qRT-PCR in UM-UC-3 (C, n = 3 per group) and 5637 (D, n = 3 per group) cells. **(E-F)** YKT6 overexpression efficiency in UM-UC-3 (E, n = 3 per group) and 5637 (F, n = 3 per group) cells. **(G-H)** Immunoblotting confirms reduced YKT6 protein levels in transient (G) and stable (H) knockdown in UM-UC-3 and 5637 cells. **(I)** Immunoblot validation of YKT6 overexpression in UM-UC-3 and 5637 cells. **(J-K)** Proliferation curves of shNC and shYKT6 cells assessed by MTT assay in UM-UC-3 (J, n = 6 per group) and 5637 (K, n = 6 per group) cells. **(L-M)** Representative image and statistic graph of YKT6 knockdown in UM-UC-3 (L, n = 3 per group) and 5637 (M, n = 3 per group) evaluated by colony formation assay. Scale bar: 1 cm. Data are presented as mean values $\pm$ SD; one-way ANOVA with Dunnett's multiple comparisons test (A-B); two-tailed unpaired Student's t-test (C-F, L-M); two-tailed unpaired Student's t-test at Day 5 (J-K).

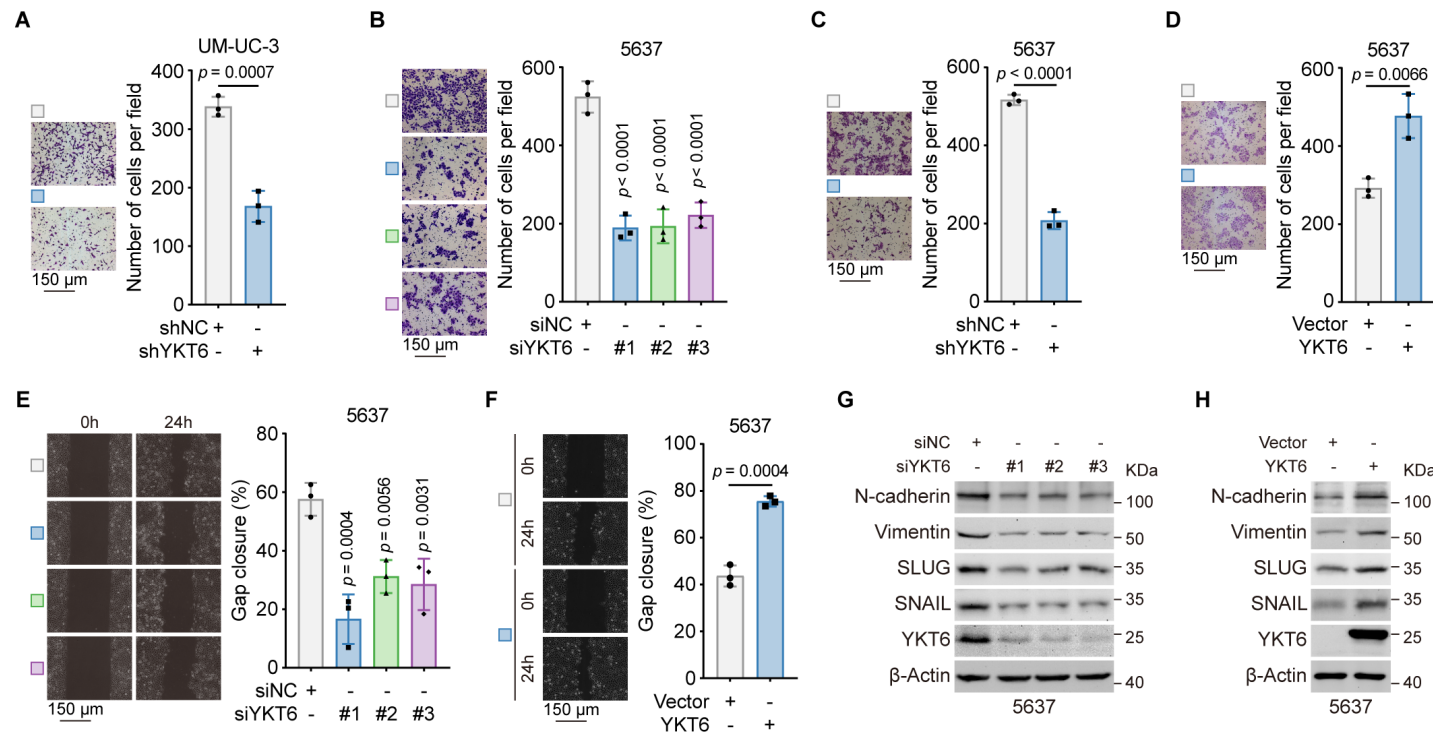

Figure S3. YKT6 inhibition suppressed BLCA cells migration.

(A) Representative image and statistic graph of shYKT6 transfected UM-UC-3 cells detected by transwell migration assay (n = 3 per group). Scale bar: 150 μ m. (B-D) Representative images and statistic graphs after YKT6 knockdown or overexpression in 5637 cells (n = 3 per group). Scale bar: 150 μ m. (E-F) The wound healing representative images and statistic graphs upon YKT6 knockdown or overexpression in 5637 cells (n = 3 per group). Scale bar: 150 μ m. (G-H) The EMT-related protein levels of YKT6 knockdown or overexpression in 5637 cells lysate evaluated by immunoblot assay. Data are presented as mean values $\pm$ SD; one-way ANOVA with Dunnett's multiple comparisons test (B, E); two-tailed unpaired

Student's t-test (A, C-D, F).

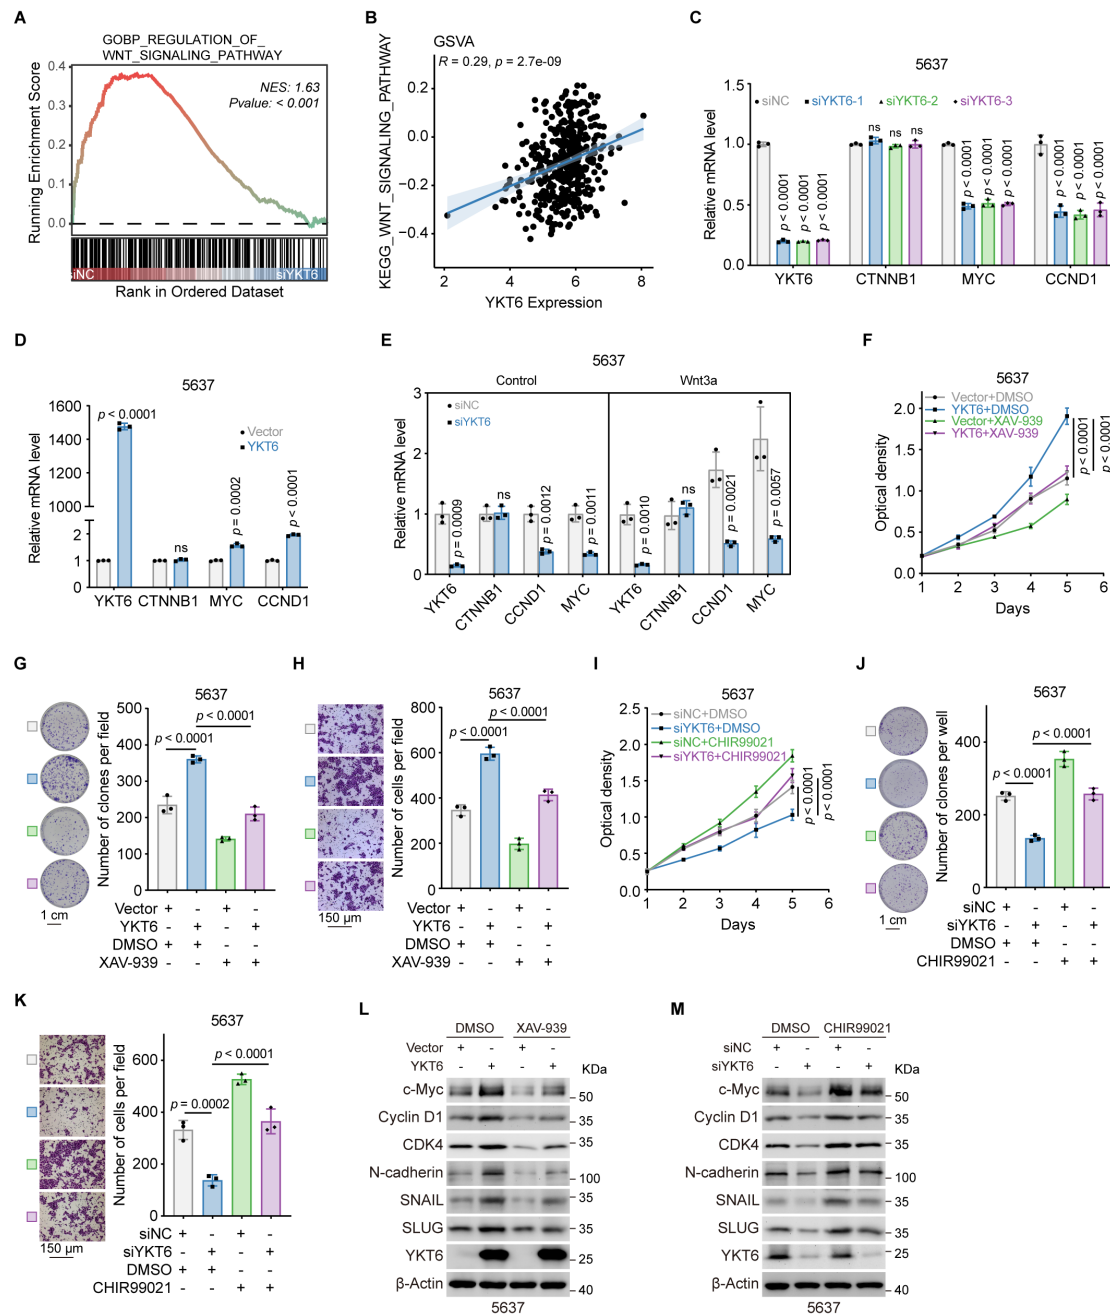

Figure S4. YKT6 modulates Wnt/ β -catenin signaling activity in BLCA.

(A) GSEA of RNA-seq data from YKT6-silenced cells, showing enrichment in Wnt signaling regulation terms. 

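Among regulators of Wnt signaling, both the activating and the inhibiting genes held more members that fell than members that rose in siYKT6 cells. More genes also fell (3419) than rose (3066) among all 21036 tested, and the inhibiting genes were not called as a list. Of 50 tested positive regulators (ligands, receptors, R-spondins and activators), 15 fell, 7 rose and 28 did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05. Adjusted over the list alone, 16 were lower and 8 higher. Besides the ligand genes WNT4 and WNT7A, CAPRIN2 (log2 fold change -0.39, standard error 0.0416) and TBL1XR1, a cofactor gene of β-catenin (-0.32, standard error 0.0337), fell. The receptor gene ROR1 (0.38, standard error 0.0953) and PYGO2, a cofactor gene of the β-catenin complex (0.29, standard error 0.0531), rose. Of 44 tested negative regulators (antagonists, destruction complex and feedback genes), 9 fell, 6 rose and 29 did not pass the test (10 lower and 6 higher when adjusted over the list alone). TRABD2A, which encodes a protease that inactivates Wnt ligands, fell by 0.67 on the log2 scale and DACT1 by 0.58. The corepressor gene TLE4, whose 3′ UTR holds CTCTACA, fell by 0.53 and CSNK1A1, a kinase gene of the destruction complex, by 0.27. The kinase gene STK3 and the corepressor gene TLE1 each had a log2 fold change of 0.17, and the call of TLE1 ended without siNC replicate 1 or siYKT6 replicate 1 (adjusted p = 0.0624 and 0.0799 from edgeR, within a range of 0.0057 to 0.0799).

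In the permutation test of fgsea, the positive regulators had an NES of 1.59 in siNC over siYKT6 cells (adjusted p = 0.0237) and the negative regulators one of 1.48 (adjusted p = 0.0665). With limma's camera, the positive regulators were lower in siYKT6 cells (adjusted p = 0.0386), which was lost with an estimated correlation (adjusted p = 0.473). The negative regulators were not called by limma's camera (adjusted p = 0.451). The call of the positive regulators by limma's camera also ended without siNC replicate 2 or 3 or siYKT6 replicate 3 and under a stricter filter. It ended as well with halved counts and without genes shared with other lists (adjusted p from 0.0152 to 0.599 over the alternatives that used camera). In fgsea's permutation test the call of this list ended without any one replicate other than siNC replicate 1, and with no filter (adjusted p from 0.0151 to 1.00).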

(B) Positive correlation between YKT6 expression and KEGG Wnt pathway activation scores (GSVA) in the TCGA-BLCA datasets. (C-D) qRT-PCR analysis of β -catenin and target gene (*MYC*, *CCND1*) mRNA levels in 5637 cells following YKT6 knockdown (C, $n = 3$ per group) or overexpression (D, $n = 3$ per group). (E) Rescue of YKT6 knockdown-mediated suppression of Wnt targets by Wnt3a (100 ng/mL, $n = 3$ per group). (F-H) Pharmacological Wnt inhibition with XAV-939 (10 μ M) reverses YKT6-driven proliferation (F, $n = 6$ per group), colony formation

(G, n = 3 per group, Scale bar: 1 cm), and migration (H, n = 3 per group, Scale bar: 150 μ m) in 5637 cells. **(I-K)** Wnt activation via CHIR99021 (4 μ M) restores proliferation (I, n = 6 per group), colony formation (J, n = 3 per group, Scale bar: 1 cm), and migration (K, n = 3 per group, Scale bar: 150 μ m) in YKT6-silenced 5637 cells. **(L-M)** Immunoblot analysis confirms that XAV-939 (L) or CHIR99021 (M) counteracts YKT6-mediated changes in downstream effectors. Data are presented as mean values $\pm$ SD; two-tailed unpaired Student's t-test (D, E); one-way ANOVA with Dunnett's multiple comparisons test (C); one-way ANOVA with Sidak's multiple comparisons test at Day 5 (F, I); one-way ANOVA with Sidak's multiple comparisons test (G-H, J-K).

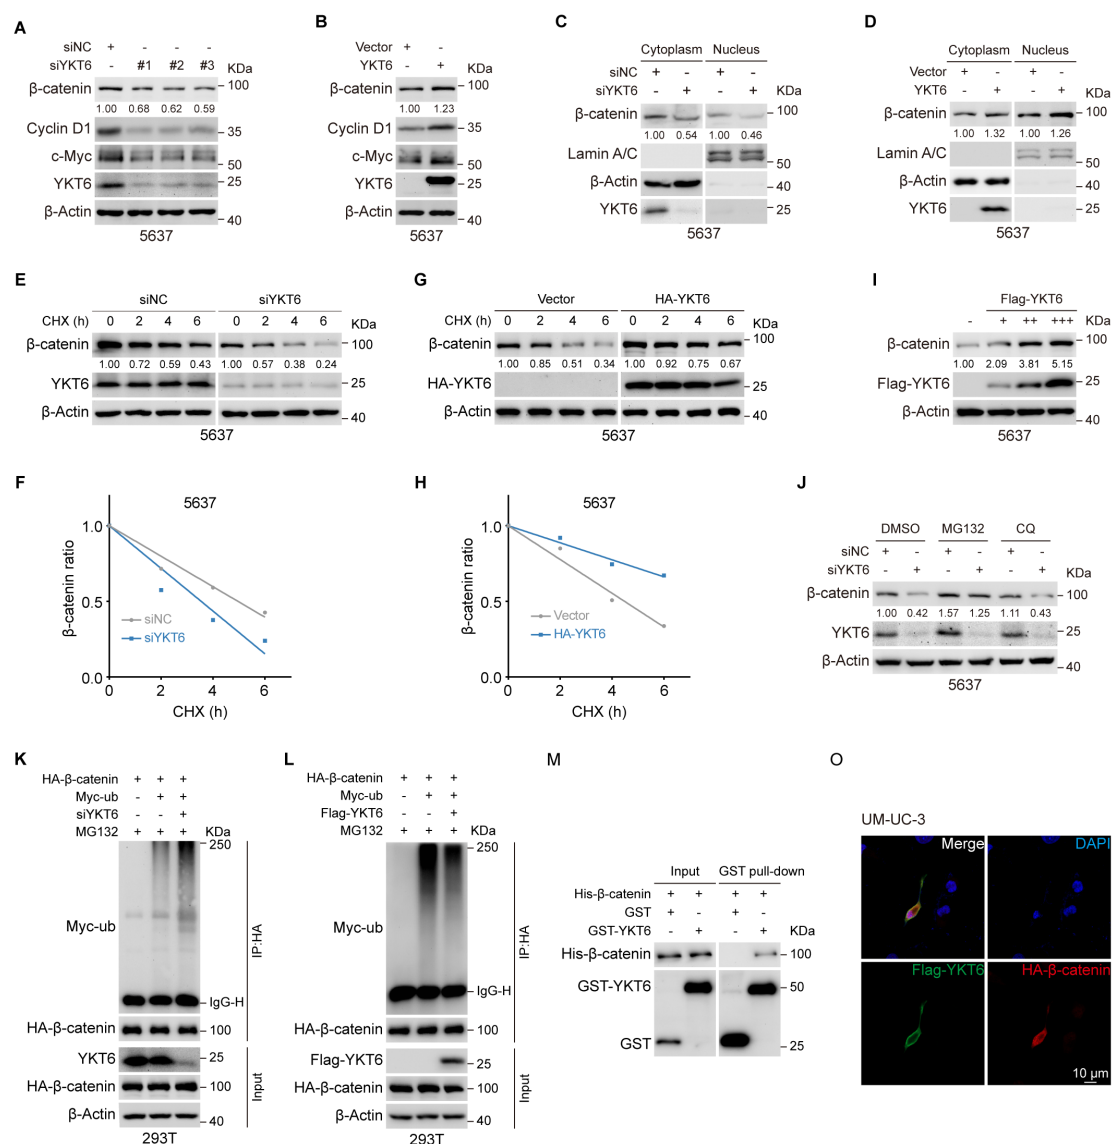

Figure S5. YKT6 enhances β-catenin stability.

(A-B) Immunoblot analysis of β-catenin and downstream targets protein level in 5637 cells following YKT6 knockdown (A) or overexpression (B). (C-D) Subcellular fractionation and Western blotting of cytoplasmic and nuclear β-catenin in 5637 cells with YKT6 knockdown (C) or overexpression (D). Lamin A/C and β-Actin served as nuclear and cytoplasmic markers, respectively. (E-F) YKT6 knockdown effects on the degradation of β-catenin protein upon cycloheximide (CHX, 50 μg/mL) treatment for indicated times in 5637 cells. (G-H) YKT6 overexpression effects on the degradation of β-catenin protein upon cycloheximide (CHX, 50 μg/mL) treatment for indicated times in 5637 cells. (I) Dose-dependent increase in β-catenin protein levels upon graded YKT6 overexpression. (J) The β-catenin protein changes after YKT6 knockdown with MG132 (10 μM) or CQ (100 μM) treatment in 5637 cells. (K-L) Ubiquitination of β-

catenin protein upon YKT6 knockdown (K) or overexpression (L) in 293T cells. **(M)**
Immunoblot result of GST-YKT6 and His- β -catenin from GST pull-down assay. **(O)**
Co-localization of Flag-YKT6 and HA- β -catenin in UM-UC-3 cell. Scale bar: 10 μ m.

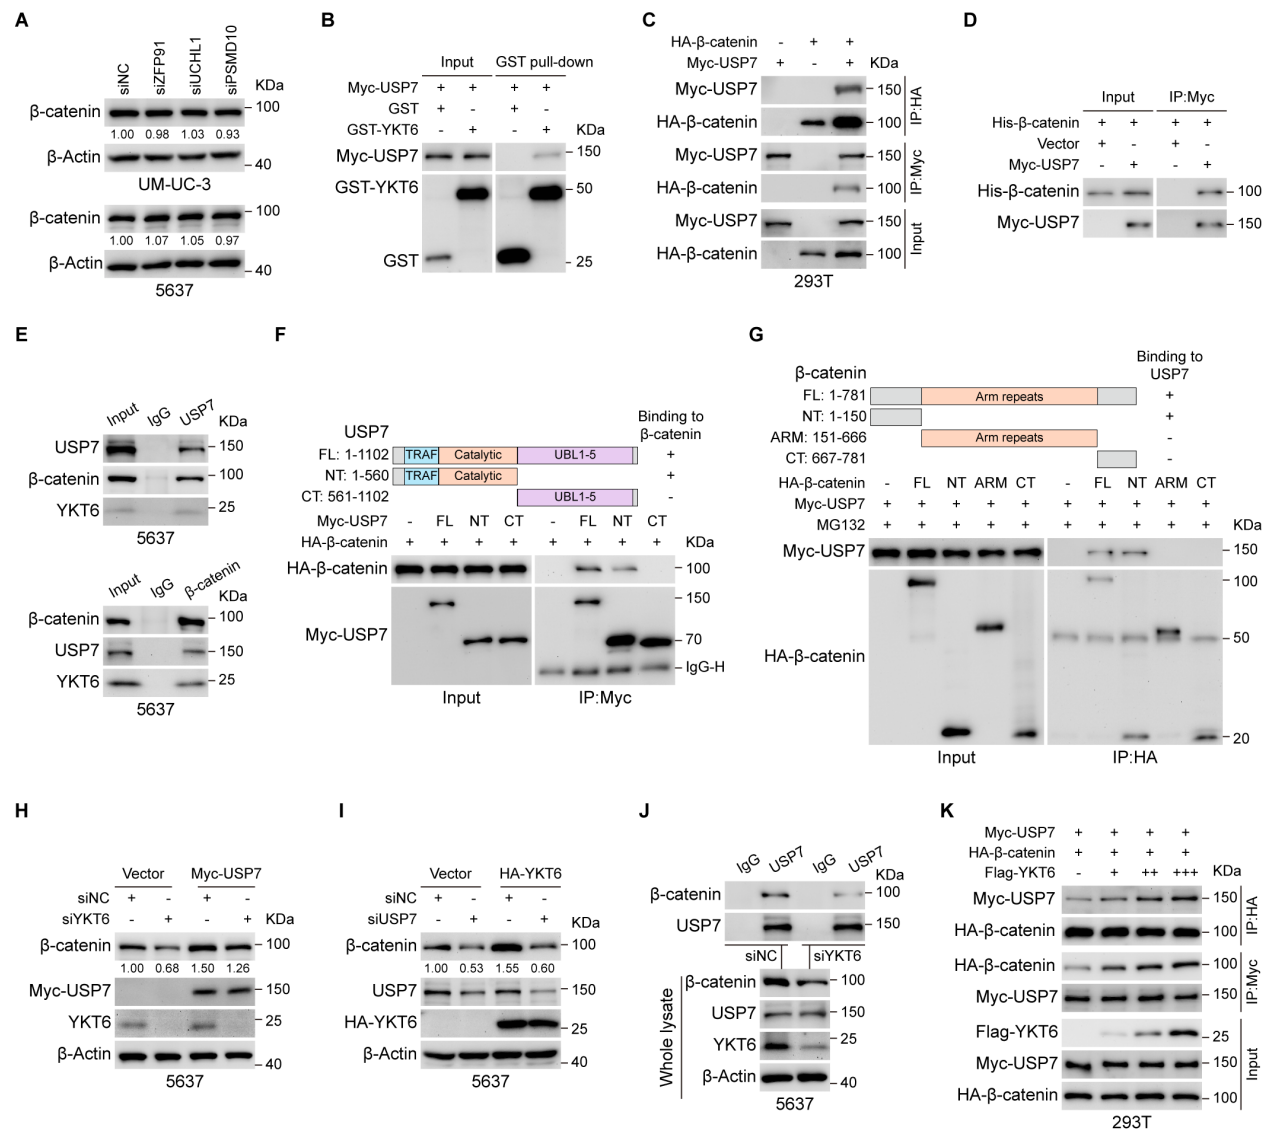

Figure S6. β -catenin stabilization mediated by YKT6 depends on USP7.

(A) Immunoblot analysis detected the β -catenin protein level based on knockdown of ZFP91, UCHL1, and PSMD10. **(B)** The interaction between GST-YKT6 and Myc-USP7 was detected by GST pull-down assay. **(C)** Co-IP assay confirms the interaction between USP7 and β -catenin in 293T cell. **(D)** Immunoblot analysis of the interaction between His- β -catenin and Myc-USP7. **(E)** Endogenous IP of USP7 and β -catenin antibody detecting the interaction among YKT6, USP7, and β -catenin in 5637 cells. **(F)** The interaction between HA- β -catenin and the full-length and truncations of Myc-USP7 detected by immunoblot assay. **(G)** The interaction between Myc-USP7 and the full-length and truncations of HA- β -catenin detected by immunoblot assay. **(H)** The β -catenin protein level after YKT6 knockdown with or without USP7 overexpression in 5637. **(I)** The β -catenin protein level after USP7 knockdown with or without YKT6 overexpression in 5637. **(J)** The interaction between USP7 and β -catenin upon YKT6 knockdown detected by endogenous co-IP assay in 5637. **(K)** The interaction between USP7 and β -catenin upon YKT6 gradient overexpression detected by exogenous co-IP assay in 293T.

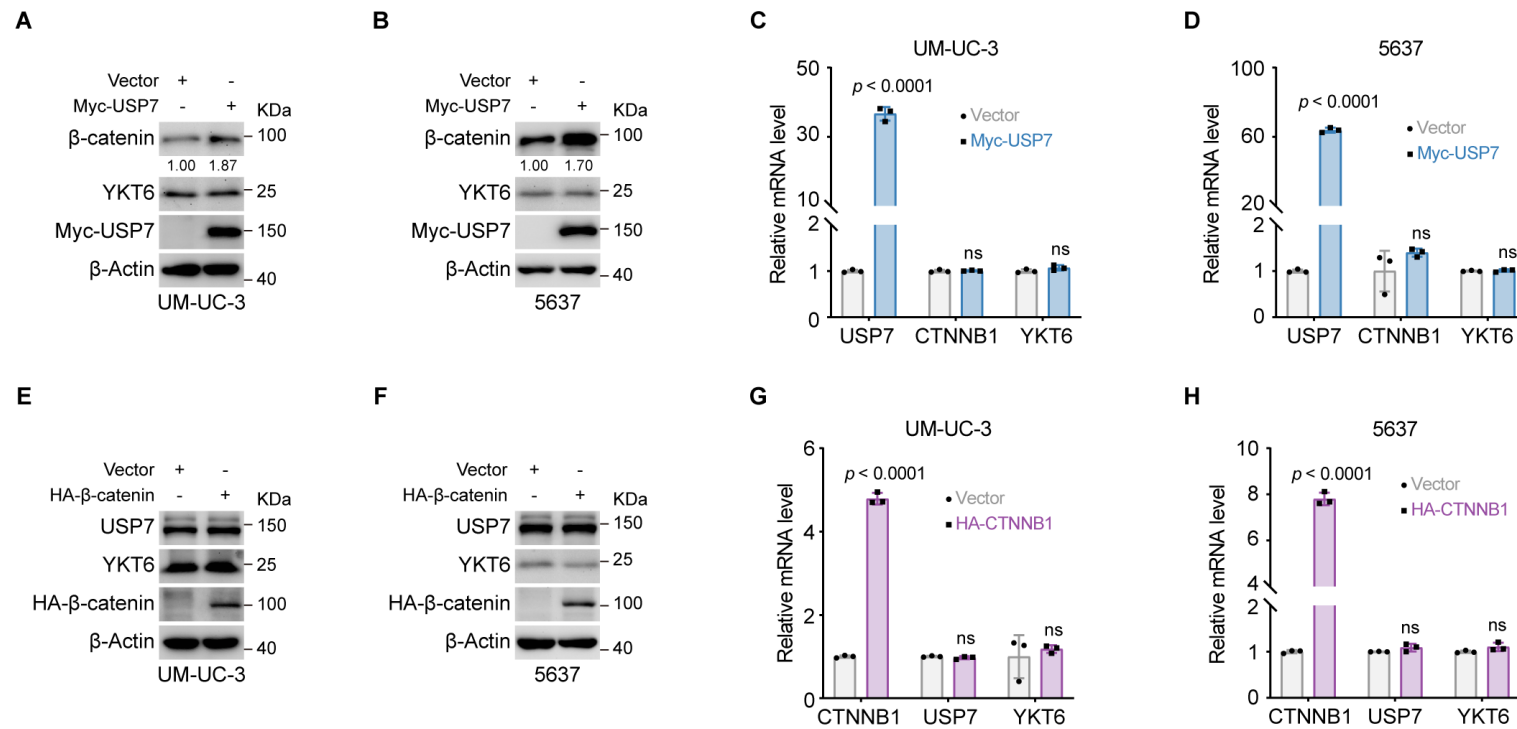

Figure S7. The relationship among YKT6, USP7 and β-catenin.

(A-B) Immunoblot analysis of YKT6 and β-catenin protein levels following USP7 overexpression in UM-UC-3 (A) and 5637 (B) cells. **(C-D)** qRT-PCR analysis reveals unchanged mRNA levels of YKT6 and β-catenin after USP7 overexpression in UM-UC-3 (C, n = 3 per group) and 5637 (D, n = 3 per group) cells. **(E-F)** Immunoblot analysis of YKT6 and USP7 protein levels in UM-UC-3 (E) and 5637 (F) cells overexpressing β-catenin. **(G-H)** qRT-PCR confirms unaltered YKT6 and USP7 mRNA levels in β-catenin-overexpressing UM-UC-3 (G, n = 3 per group) and 5637 (H, n = 3 per group) cells. Data are presented as mean values ± SD; two-tailed unpaired Student's t-test (C-D, G-H).

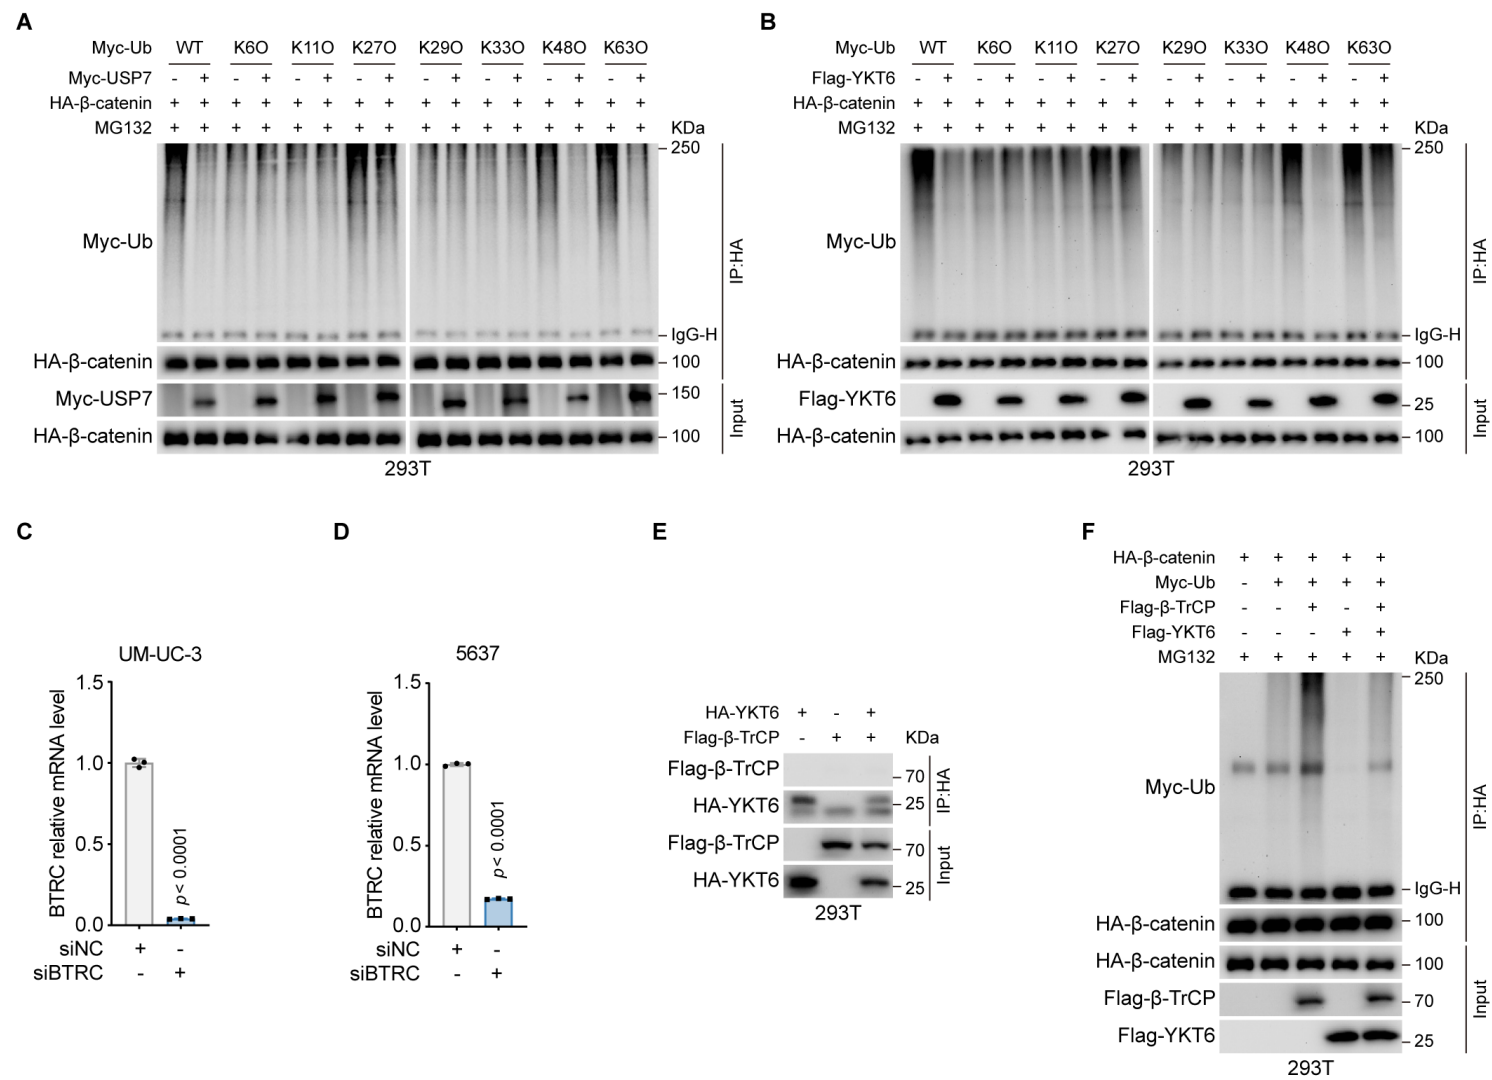

Figure S8. YKT6 promotes β -catenin deubiquitination via USP7.

(A) 293T cells were transfected with combinations of plasmids expressing Myc-USP7, HA- β -catenin and WT ubiquitin or the K6-, K11-, K27-, K29-, K33-, K48-, or K63-only ubiquitin mutant and were then treated with 10 μ M MG132 for 8 hrs. **(B)** 293T cells were transfected indicated plasmids and treated with 10 μ M MG132 for 8 hrs, following ubiquitin assay. **(C-D)** Validation of BTRC knockdown evaluated by qRT-PCR (n = 3 per group). **(E)** Co-IP analysis between HA-YKT6 and Flag- β -TrCP. **(F)** Ubiquitination of β -catenin upon overexpressing Flag- β -TrCP or Flag-YKT6 with 10 μ M MG132 for 8 hrs. Data are presented as mean values $\pm$ SD; two-tailed unpaired Student's t-test (C-D).

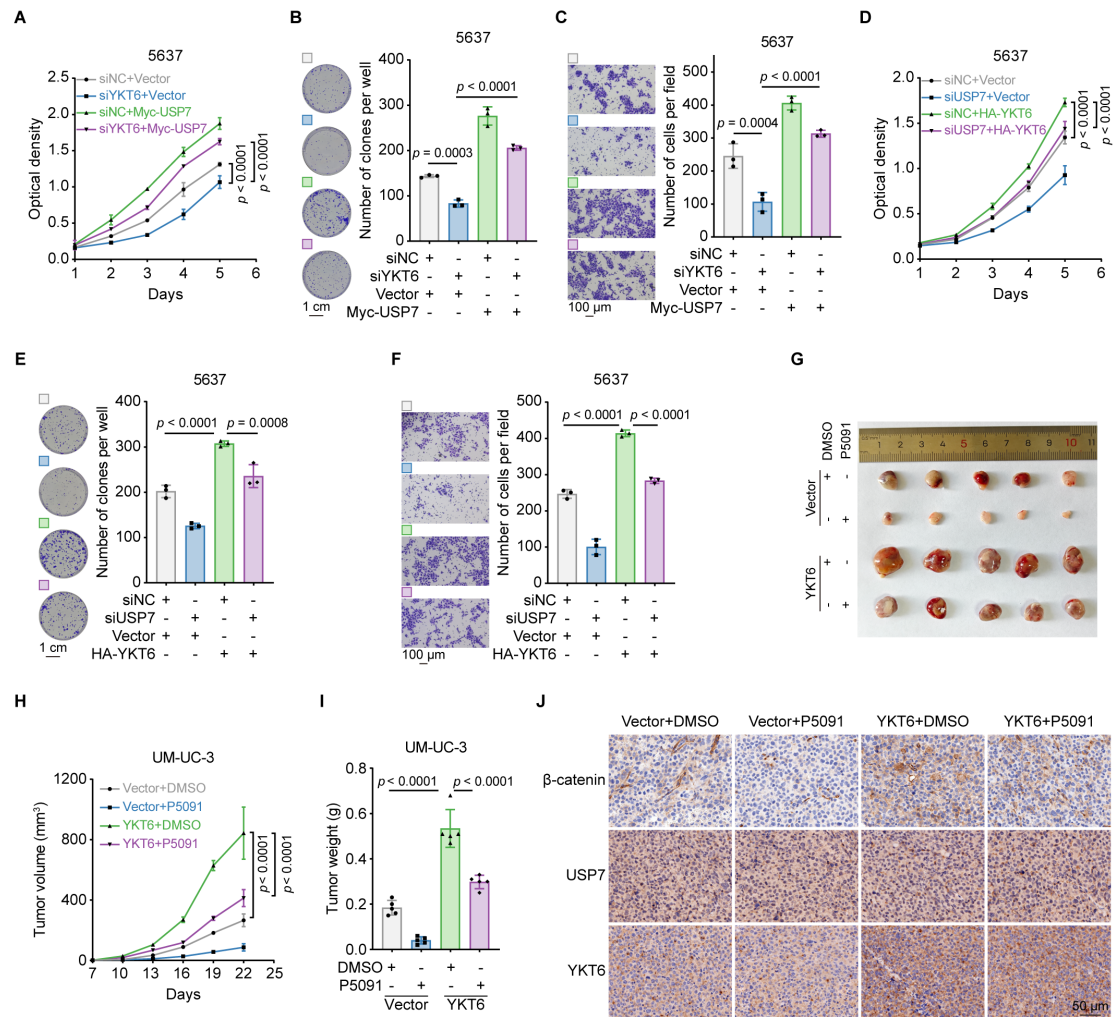

Figure S9. YKT6-USP7-β-catenin axis promotes BLCA progression.

(A-C) Overexpression of USP7 reverses YKT6-knockdown-driven proliferation (A, $n = 6$ per group), colony formation (B, $n = 3$ per group, Scale bar: 1 cm), and migration (C, $n = 3$ per group, Scale bar: 100 μm) in 5637 cells. (D-F) Knockdown of USP7 impairs YKT6-overexpression-driven proliferation (D, $n = 6$ per group), colony formation (E, $n = 3$ per group, Scale bar: 1 cm), and migration (F, $n = 3$ per group, Scale bar: 100 μm) in 5637 cells. (G) Image of subcutaneous tumors in xenograft models of YKT6-overexpressing UM-UC-3 cells with DMSO or P5091 (15 mg/kg) treatment. (H-I) The tumor growth curve (H) and weight (I) of indicated groups from xenograft model ($n = 5$ per group). (J) IHC staining of YKT6, USP7, and β-catenin from subcutaneous tumors in xenograft models (Scale bar: 50 μm). Data are presented as mean values $\pm$ SD; one-way ANOVA with Sidak's multiple comparisons test at Day 5 (A, D); one-way ANOVA with Sidak's multiple comparisons test (B-C, E-F, I); one-way ANOVA with Sidak's multiple comparisons test at Day 22 (H).

Tables S1-S4

Table S1. Clinicopathological characteristics of the ZNWU in-house dataset.

LTFU: Lost to follow-up.

Table S2. Primer sequences for qRT-PCR.

Table S3. Details of antibodies used in this study.

RRID: Research Resource Identifier;

WB: Western blot;

IP: Immunoprecipitation;

IHC: Immunohistochemistry;

IF: Immunofluorescence.

Table S4. The sequences of siRNA and shRNA.

# Supplementary material for: YKT6 Promotes Bladder Cancer Progression by Stabilizing β‐catenin Through USP7‐Mediated Deubiquitination
**Source:** Adv Sci (Weinh). 2025 Nov 26;13(8):e07166. doi: 10.1002/advs.202507166
**Supplement:** Supplementary file 2 — Supporting Information

Information for reviewers

To access our RNA sequencing data sets uploaded in the Gene Expression Omnibus (GEO) database under the accession number GSE293406:

Reviewer access:

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE293406>

Enter token **ctuzsycqlhkhpwz** into the box.

# Supplementary material for: YKT6 Promotes Bladder Cancer Progression by Stabilizing β‐catenin Through USP7‐Mediated Deubiquitination
**Source:** Adv Sci (Weinh). 2025 Nov 26;13(8):e07166. doi: 10.1002/advs.202507166

Fig. 3J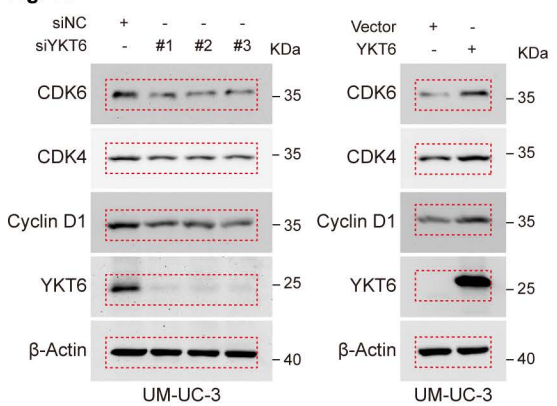**Fig. 3K**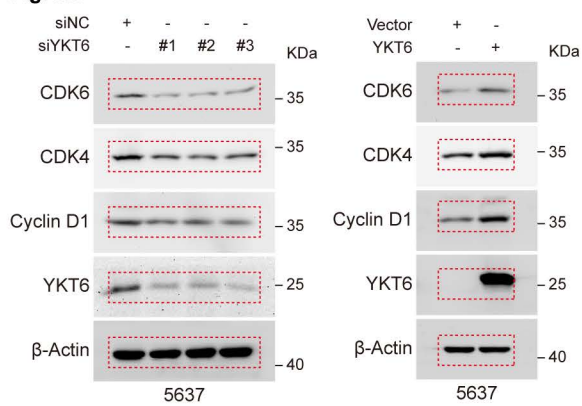**Fig. 4J**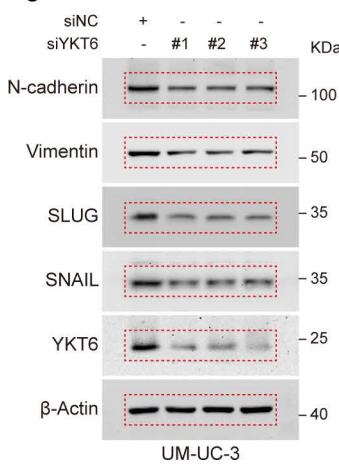**Fig. 4K**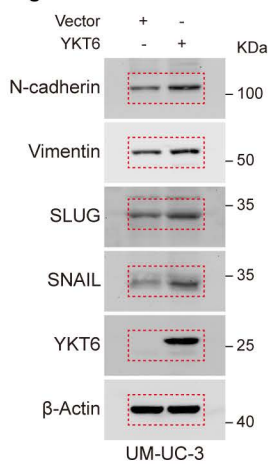**Fig. 5L**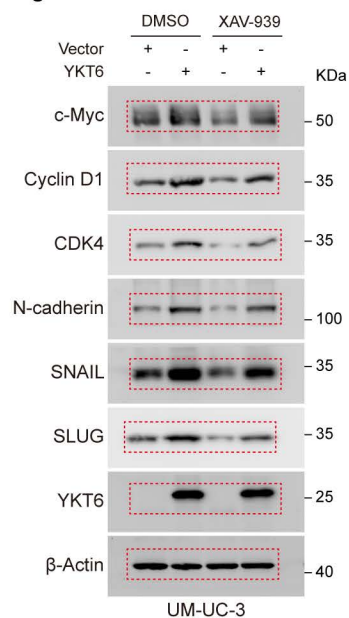**Fig. 5M**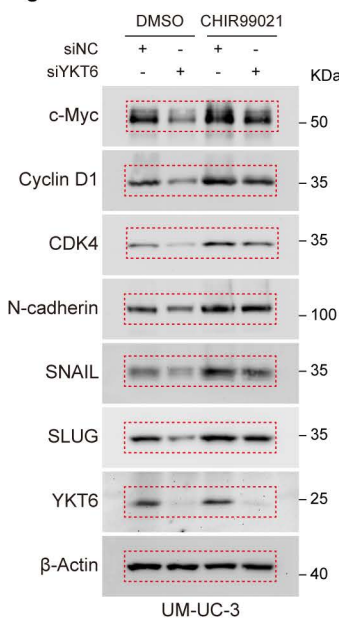**Fig. 6A**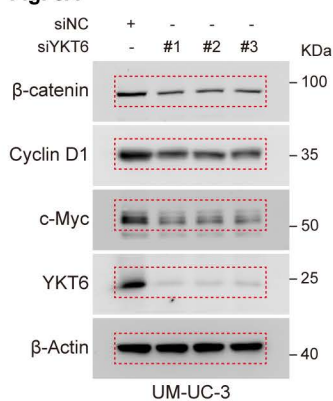**Fig. 6B**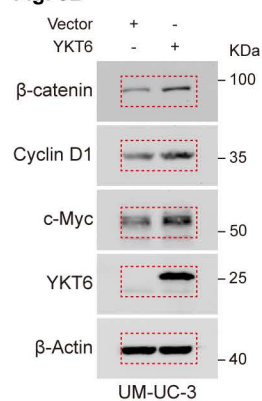**Fig. 6C**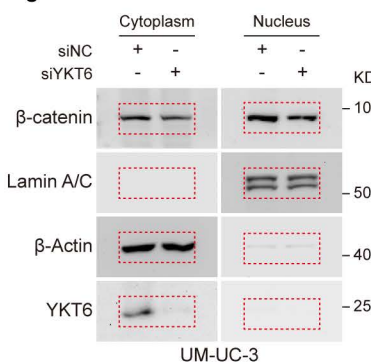**Fig. 6D**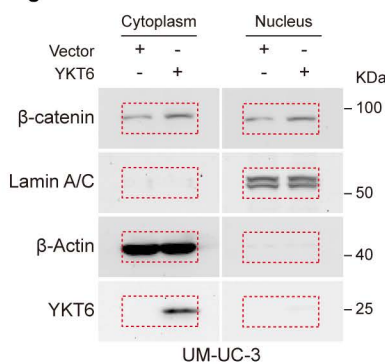**Fig. 6E**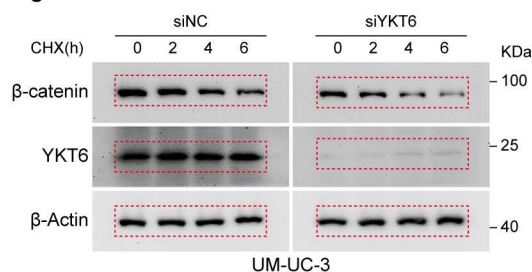

Fig. 6G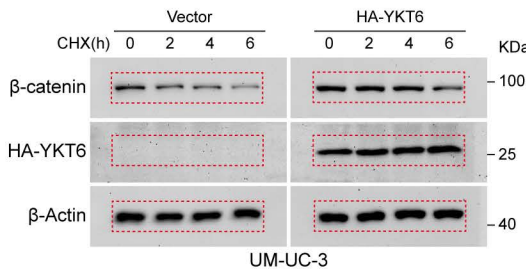**Fig. 6I**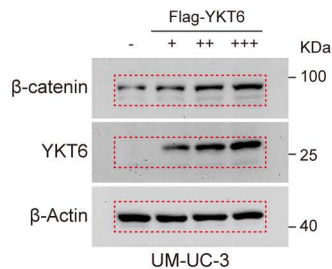**Fig. 6J**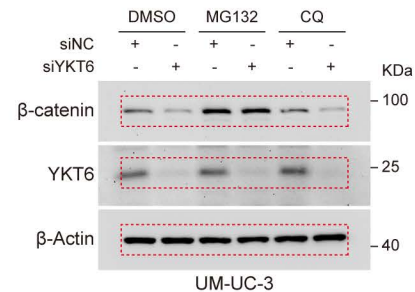**Fig. 6K**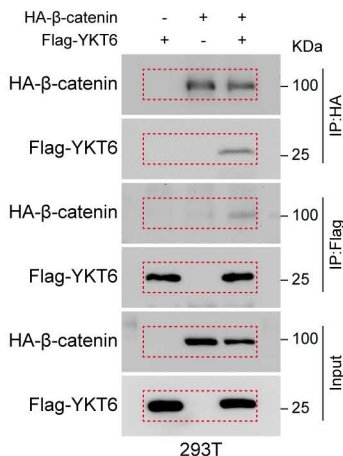**Fig. 6L**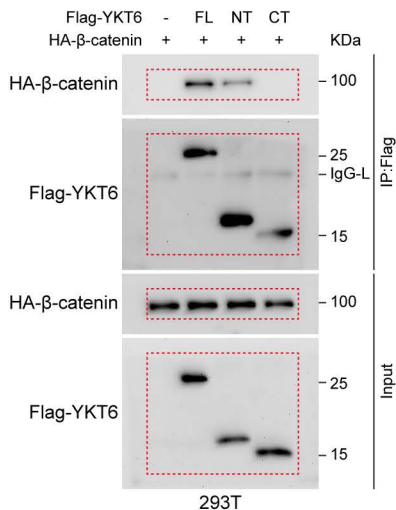**Fig. 6M**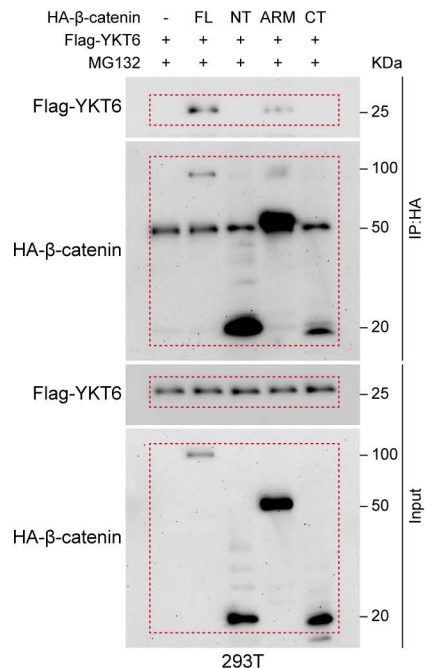**Fig. 7B**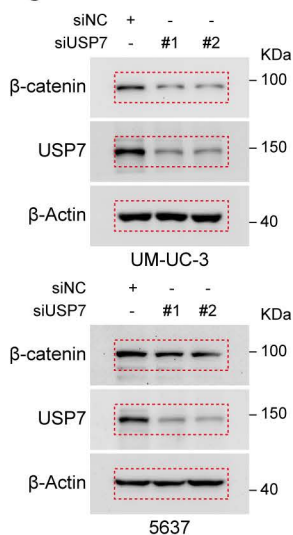**Fig. 7C**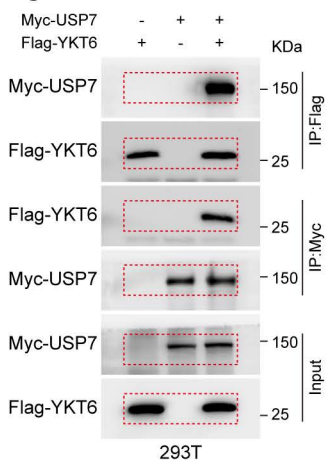**Fig. 7E**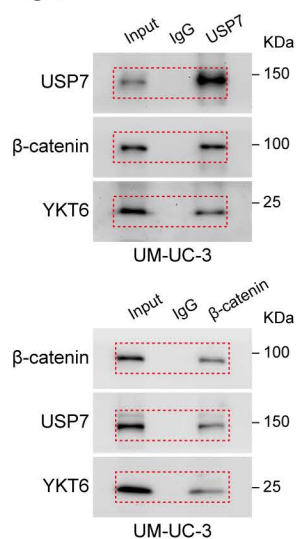**Fig. 7G**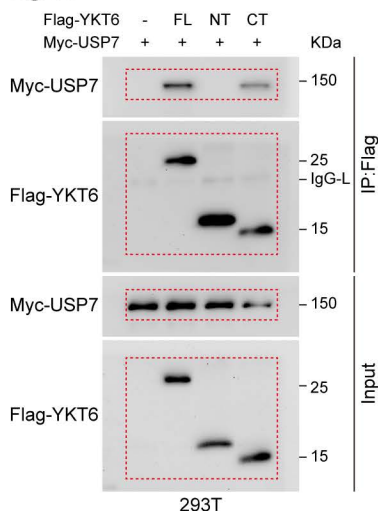**Fig. 7H**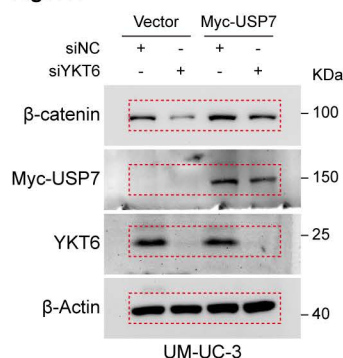**Fig. 7F**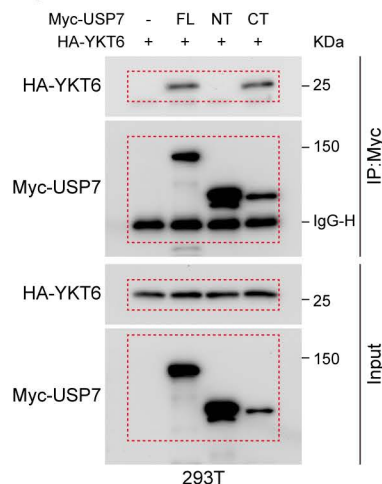

Fig. 7I

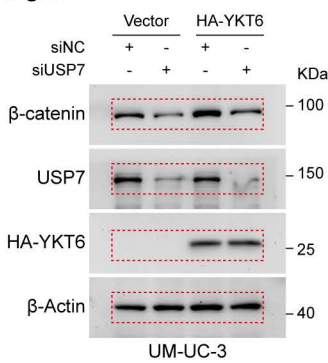

Fig. 7J

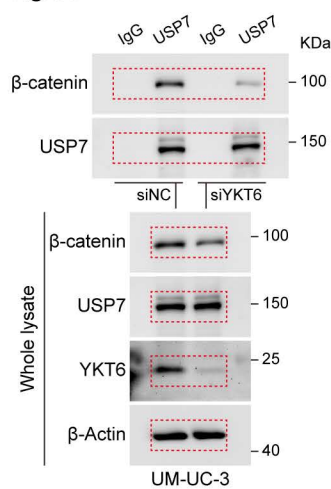

Fig. 7K

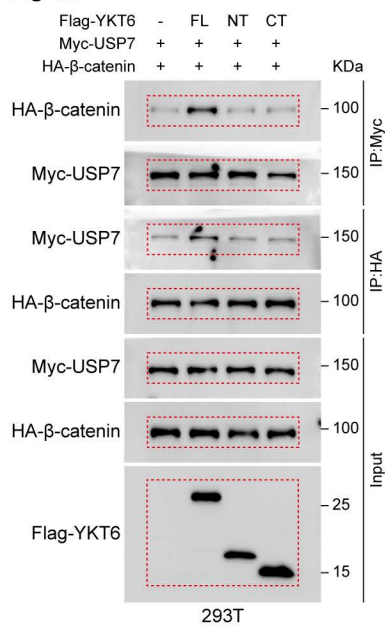

Fig. 8A

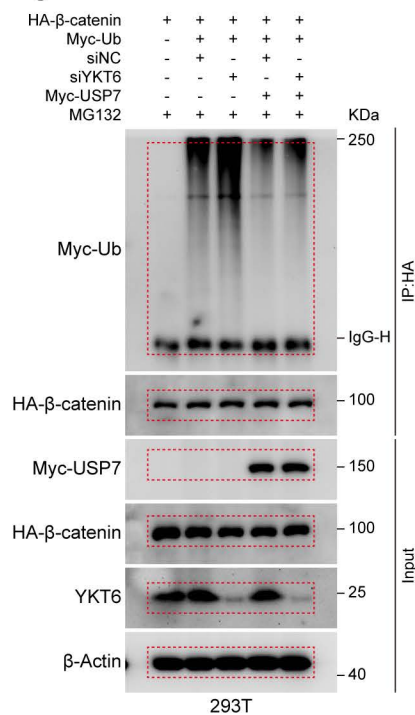

Fig. 8B

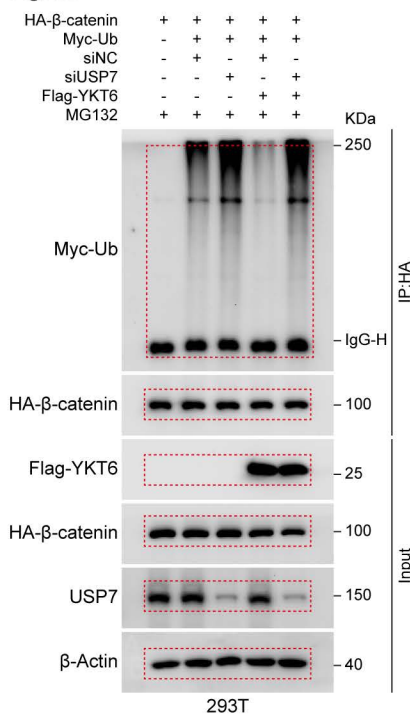

Fig. 8D

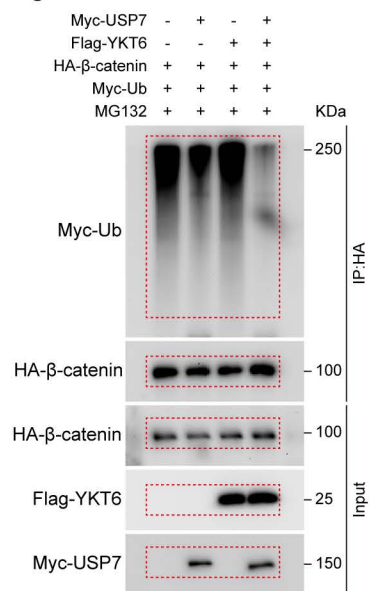

Fig. 8E

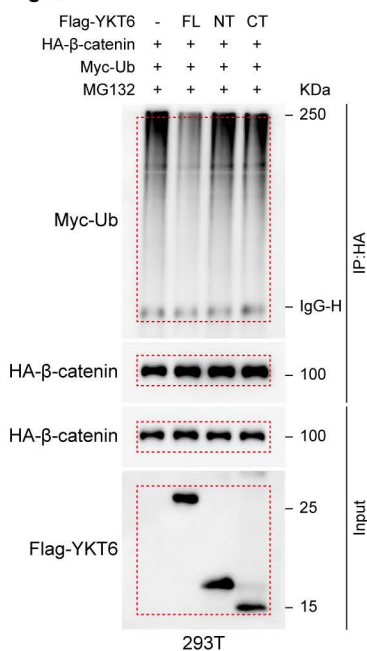

Fig. 8F

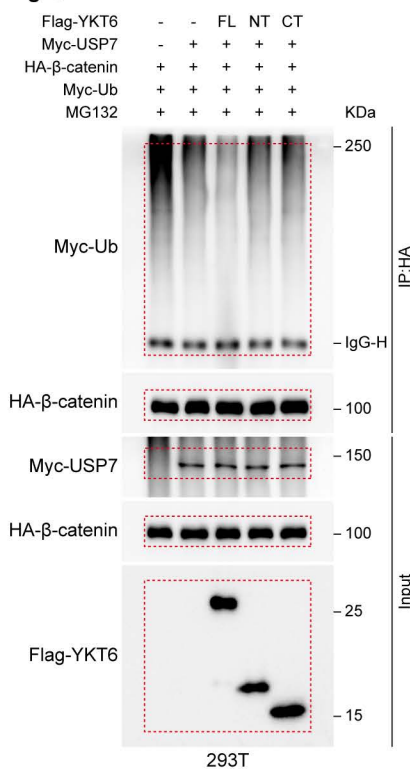

Fig. 8G

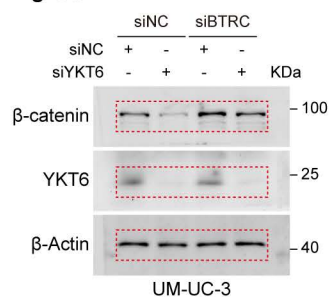

Fig. 8H

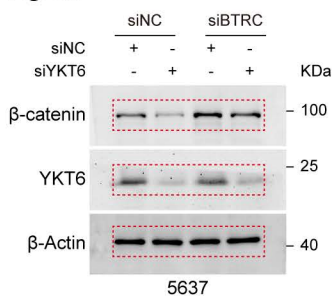

Fig. S1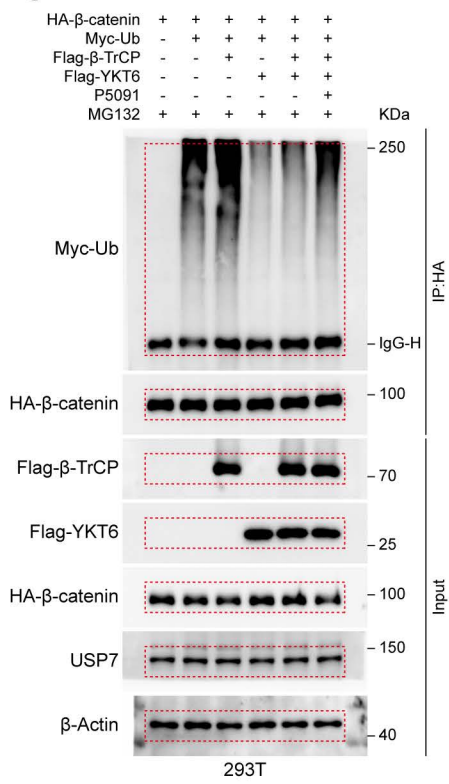**Fig. 9H**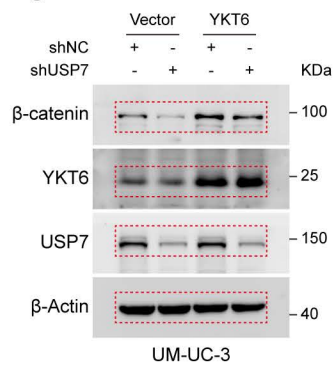**Fig. S2G**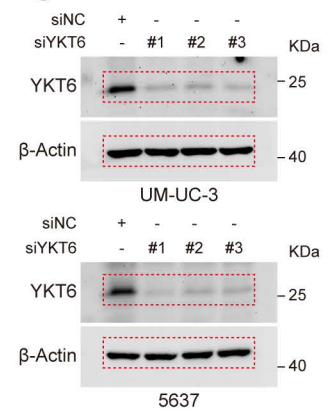**Fig. S2H**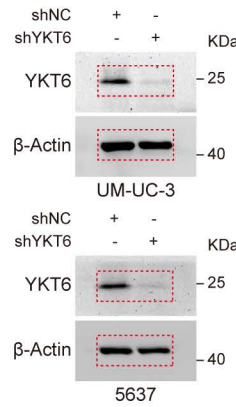**Fig. S2I**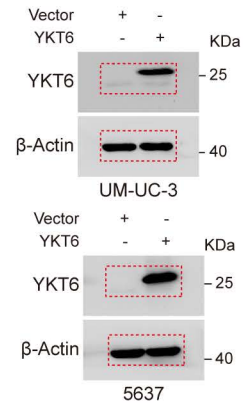**Fig. S3G**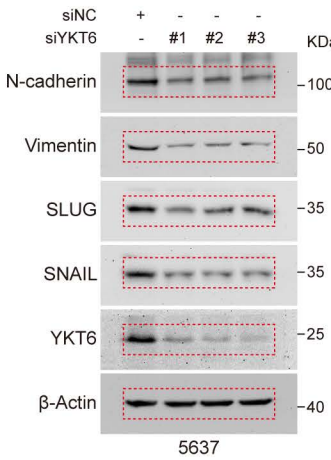**Fig. S3H**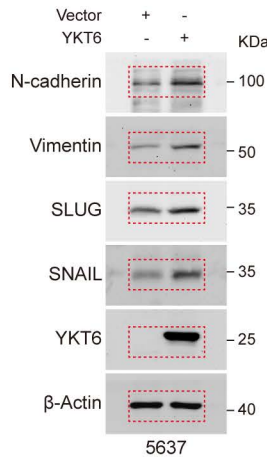**Fig. S4L**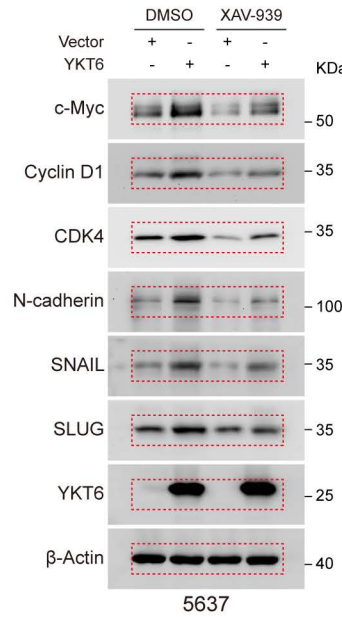**Fig. S4M**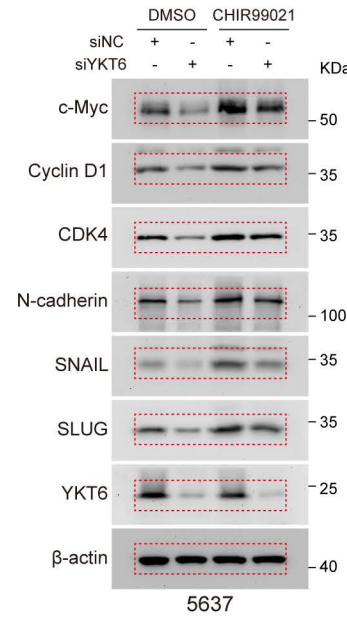**Fig. S5A**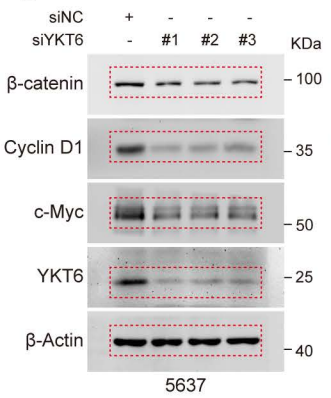**Fig. S5B**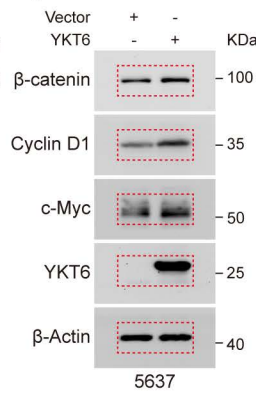**Fig. S5C**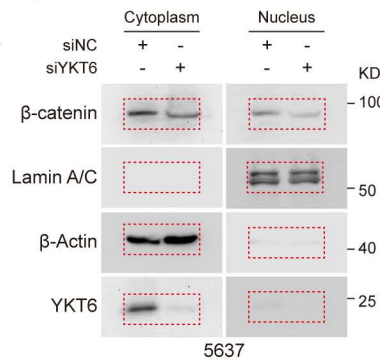**Fig. S5D**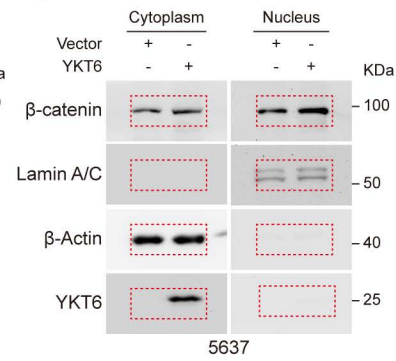

Fig. S5E

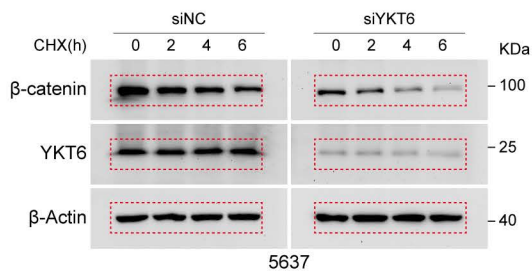

Fig. S5G

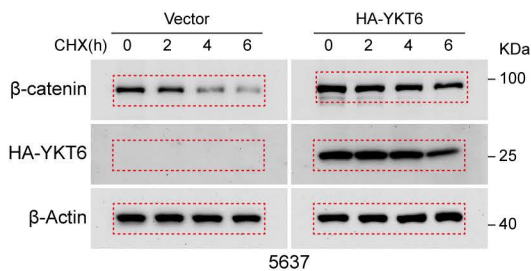

Fig. S5I

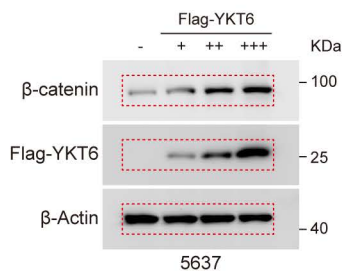

Fig. S5K

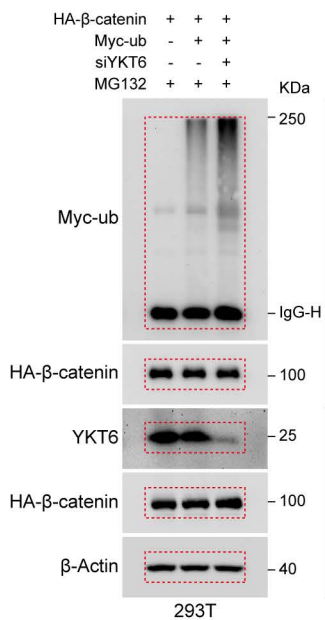

Fig. S5L

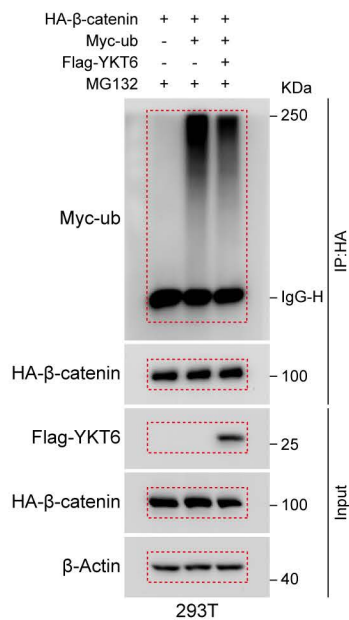

Fig. S5J

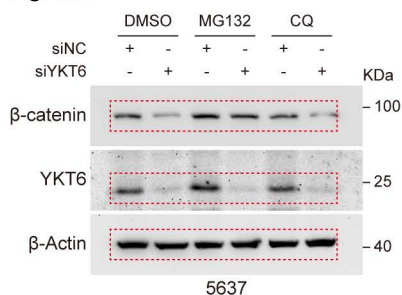

Fig. S5M

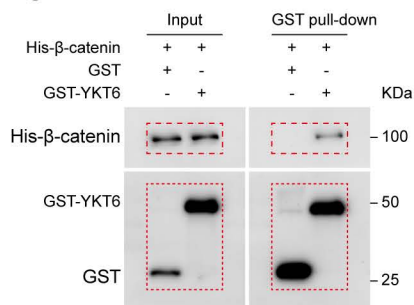

Fig. S6A

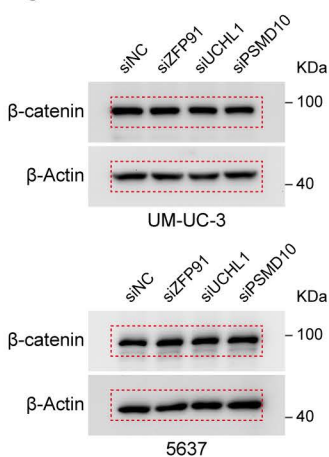

Fig. S6B

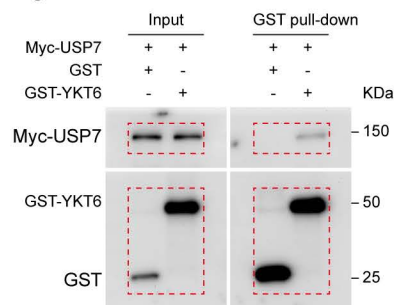

Fig. S6C

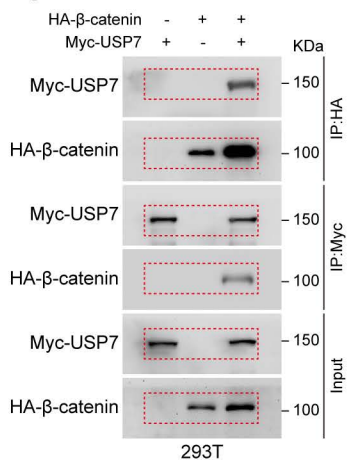

Fig. S6D

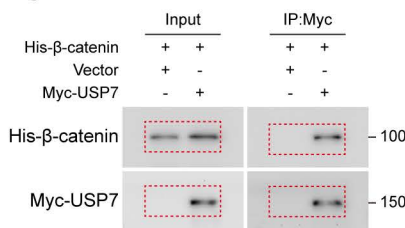

Fig. S6E

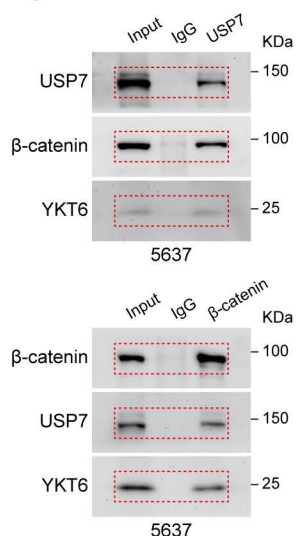

Fig. S6F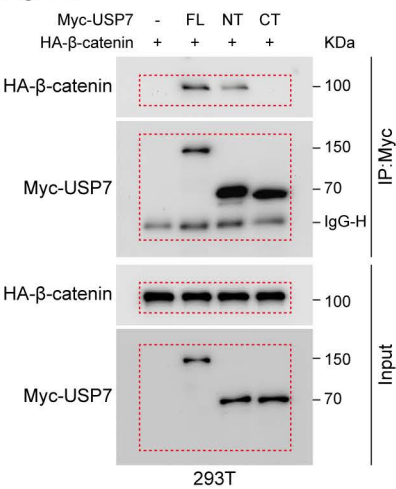**Fig. S6G**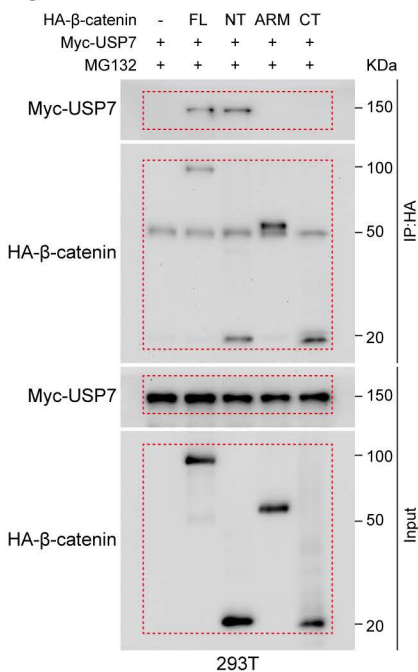**Fig. S6H**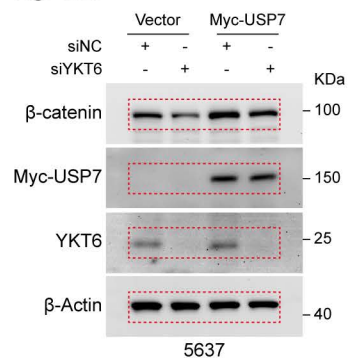**Fig. S6I**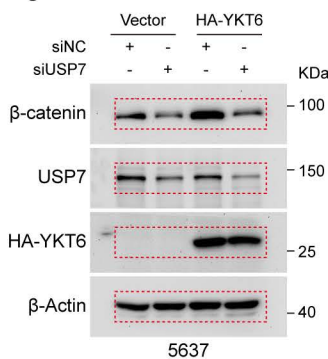**Fig. S6J**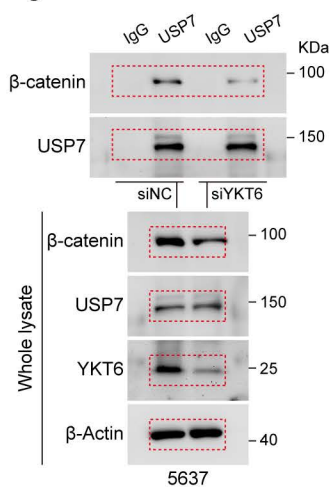**Fig. S6K**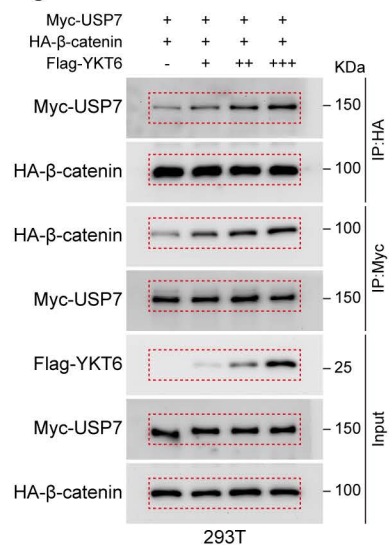**Fig. S7A**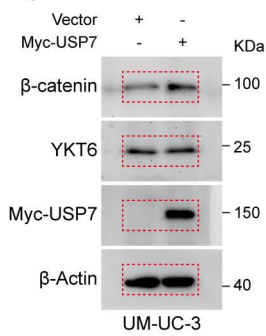**Fig. S7B**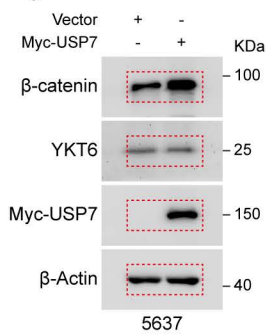**Fig. S7E**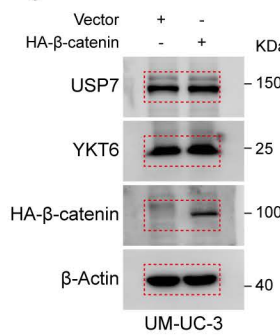**Fig. S7F**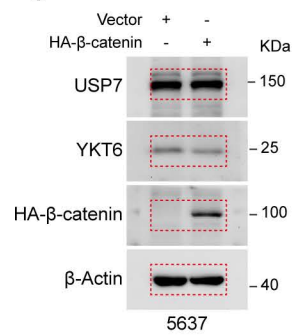

Fig. S8A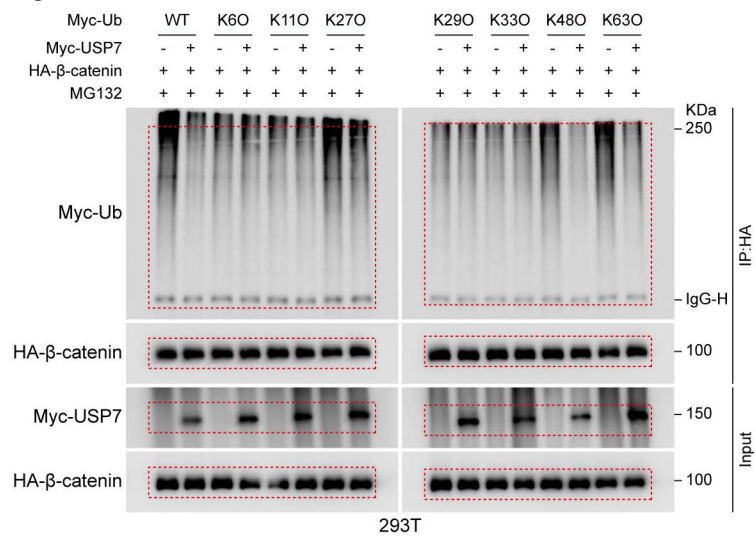**Fig. S8B**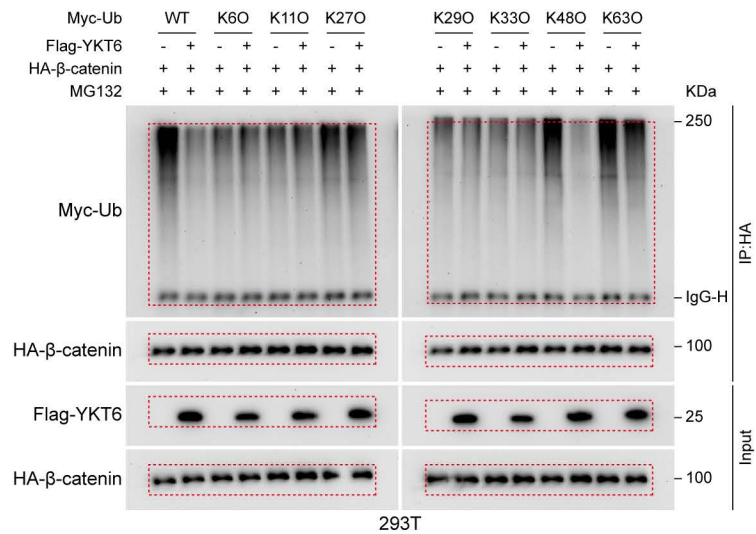**Fig. S8E**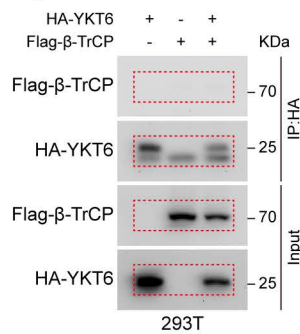**Fig. S8F**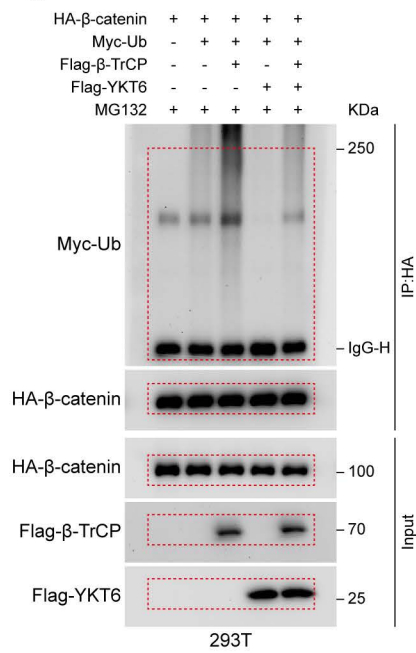

**Supplement:** Supplementary file 2 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

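RNA was measured in 6 samples of 5637 cells, 3 transfected with siNC and 3 with siYKT6, with 1 library per sample. The authors prepared stranded mRNA libraries, filtered the reads with fastp 0.23.0, aligned them to GRCh38 and counted the exonic reads of each annotated gene with featureCounts of Subread 1.5.1, and the deposited values are these raw counts, not normalized. The aligner and the strand setting of the counting are not given in the sources used here. The values were checked to be whole numbers, for 36887 genes in 6 samples. Even numbers prevail among small counts, as they do when both reads of a pair are counted, so an alternative with halved counts was added after the data were examined.

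The depth per sample is given beside the sentence that introduces the RNA-seq. Replicates of a group differed by a mean chi-square per gene of 3.81 to 6.46 between pairs of libraries, against 37.2 to 44.4 between libraries of different groups, and the first principal component held 40.3% of the variance. The common dispersion within the siNC libraries alone corresponds to a coefficient of variation of 0.0412, and within the siYKT6 libraries to 0.0423. At this depth and spread, data simulated with known changes were used to see what the tests find. On simulated data, edgeR called 50% of genes changed 1.2-fold, 96% of those changed 1.5-fold, 98% of those changed 2-fold and 100% of those changed 3-fold, with 50 genes of each. It also called 12 unchanged genes. The changed genes all had a mean of at least 1 CPM in the siNC samples, so these shares do not cover genes below that. Far fewer genes were changed than the 6485 called in the real data, and adjusted p values depend on that number. The list tests were tested on simulated data with a planted shift of 0.2 on the log2 scale, which all 5 of them found. Among the other lists, fry called 4, camera called 1, and camera with an estimated correlation, camera on ranks and fgsea called 0. Other lists can share genes with the shifted list or hold genes that were changed singly, so not all of these need be false calls. Counts were drawn independently for each gene, so the simulation cannot show false calls that arise from correlation between genes.

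Genes were filtered with filterByExpr, which left 21036 for testing, and 15851 genes with few counts were left out. siYKT6 was compared with siNC using TMM normalization and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with p values adjusted by the method of Benjamini and Hochberg at a threshold of 0.05. CPM are counts scaled to the TMM-adjusted library size. Means are given with the SD of 3 samples. For YKT6 alone, an exact permutation test over the samples was added.

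The 38 gene lists were written from knowledge before the data were examined. They cover the paper's themes (Wnt signaling, its positive and negative regulators, β-catenin targets, EMT, EMT inducers, mesenchymal and epithelial markers, spindle and DNA damage checkpoints, G1/S regulators, ubiquitin enzymes and other candidates of β-catenin control), other processes (S phase, G2/M, SNARE proteins, endoplasmic reticulum to Golgi traffic, unfolded protein response, integrated stress response, autophagy, lysosome, cholesterol, interferon, cytokines and NF-kB, p53, MYC, hypoxia, luminal and basal differentiation, growth factor and MAPK signaling, TGF-β, YAP, multivesicular bodies) and groups of technical interest (mitochondrial, ribosomal protein and histone genes, leukocyte, endothelial and fibroblast markers). The S phase and G2/M lists follow the cell-cycle lists of the Seurat package. Lists with at least 5 tested genes were tested against all other genes with camera of limma 3.58.1 at its preset correlation of 0.01. GSEA was run with fgsea 1.28.0 with at least 10000 permutations of genes, ranked by the log2 fold change of siNC over siYKT6 from DESeq2 1.42.0. The ranking statistic of the paper's GSEA is not given in the sources used here.

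The genes named in the text follow a rule written before the data were examined, with the paper's own text and figures already read. It names YKT6, the genes whose RNA or protein the paper names in knockdown cells or in its heatmap, and the 10 largest rises and 10 largest falls among called genes whose 3 siYKT6 and 3 siNC samples do not overlap and whose mean is at least 5 CPM in the higher group. It also names the 5 genes with the smallest p in each direction and, in each list, up to 4 called members with the smallest p in each direction. UCHL1 has no values here and was not analysed here. A few genes that the rule names are not reported here.

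The alternatives set before the data were examined were other scalings (DESeq2's size factors, upper quartile), no filter and a filter of at least 1 CPM in all samples, DESeq2 and limma-voom in place of edgeR, the replicate number as a block, and leaving out each replicate in turn. For the lists they were fry, an estimated correlation, ranks, and lists without genes shared between the paper's themes, and for GSEA the Wald statistic and edgeR's fold change. Words of 7 bases in 3′ UTRs and the GC content and length of genes were read from GRCh38 and GENCODE v44, in which 23909 gene names of the count table are found. A smooth trend on GC content and length was fitted with mgcv 1.9.3. The paper's GSVA of a tumor cohort, its mass spectrometry and its other experiments were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the word scan and the figures.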

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

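The tests on the basal and squamous genes and on the S phase and G2/M genes were set before their results were seen, and the groups and genes reported here stand out because they changed between siNC and siYKT6 cells outside the genes the paper discusses.

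Genes of basal and squamous differentiation were lower in siYKT6 cells in a signal the paper does not report. Of 34 tested genes, 33 fell and 1 rose (DSC2) in edgeR's quasi-likelihood test, with the same 33 and 1 when adjusted over the list alone, and the median log2 fold change was -0.96 (camera adjusted p = 1.5e-101, and 0.0012 with an estimated correlation). The 3′ UTRs of 3 of the genes hold the word CTCTACA, 8.82% against 10.3% of other genes, and the median of the genes without it was -0.947, which argues against matches to this word in their own 3′ UTRs as the whole cause. The median was -0.936 after a smooth trend on GC content and length was taken off, which argues against that trend. Reads shared between keratin genes were not tested, and no biological explanation, such as the lower YKT6 against another effect of the transfected siRNA, was tested.

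Genes of S phase and of G2/M were higher in siYKT6 cells, with 71 higher and 8 lower among the 97 genes of both lists and a median log2 fold change of 0.205. The median was 0.244 after the trend on GC content and length was taken off, which argues against that trend. With the 50 most abundant genes left out of the library sizes (18.2% of the counts in siNC and 17.8% in siYKT6 cells), it was 0.203, which argues against a few abundant genes taking fewer counts. The paper reports an arrest of 5637 cells in G1 by flow cytometry (Fig. 3E,F), a measure of DNA content, which was not analysed here. No biological explanation for the rise was tested.

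Among the 10 splits of the 6 samples into 3 and 3, the real one called 6485 genes and the highest of the others 0, and for lists called by camera the real one gave 20 and the highest of the others 14. In each case 1 split of 10, the real one, gave a result as large, and 10 splits are too few for a share under 0.05. Each of the other splits also mixes siNC and siYKT6 samples on both sides. Their counts are therefore not those of samples that do not differ in treatment.

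The lists that follow were called by camera, and each call held with an estimated correlation (adjusted p of at most 0.0322). Of 54 tested G2/M genes, 43 rose and 4 fell (43 and 4 adjusted over the list alone), with a median log2 fold change of 0.23 (camera adjusted p = 1.5e-13), HMGB2 at 0.47 and TACC3 at 0.45. Of 43 tested S phase genes, 28 rose and 4 fell (31 and 4 adjusted over the list alone), with a median of 0.17 (camera adjusted p = 7.1e-09), RRM2 at 0.48 and CDC6 at -0.25. Targets of the integrated stress response had a median of -0.48, with 31 of 37 tested genes lower and 2 higher (32 and 2 adjusted over the list alone; camera adjusted p = 6.3e-33), PSAT1 at -1.04 and SLC7A11 at -0.98. ERBB ligands and genes of MAPK signaling had a median of -0.41, with 21 of 29 tested genes lower and 0 higher in edgeR (22 and 0 adjusted over the list alone; 23 and 0 at an unadjusted p under 0.05; 21 and 0 by DESeq2; camera adjusted p = 1.4e-23), EREG at -0.96 and HBEGF at -0.93. MYC targets had a median of -0.23, with 36 of 45 tested genes lower and 2 higher (36 and 3 adjusted over the list alone; camera adjusted p = 4.2e-15) and TFRC at -0.67. Genes of the unfolded protein response had a median of -0.20, with 19 of 32 tested genes lower and 1 higher (20 and 1 adjusted over the list alone; camera adjusted p = 8.5e-09), XBP1 at -0.69 and HSPA5 at -0.35. Hypoxia-induced genes had a median of 0.31, with 18 of 28 tested genes higher and 6 lower (19 and 6 adjusted over the list alone; camera adjusted p = 1.0e-08), BNIP3L at 0.87 and PDK1 at 0.67. Cytokines and NF-kB targets had a median of -0.24, with 16 of 31 tested genes lower and 7 higher (17 and 7 adjusted over the list alone; camera adjusted p = 4.3e-07), IL1B at -1.18 and BIRC3 at 0.36. Luminal urothelial genes had a median of 0.036 and a mean of -0.19, with 6 of 18 tested genes lower and 3 higher (the same adjusted over the list alone), and camera's direction was lower (adjusted p = 1.9e-07, but 0.754 on ranks, the highest of a range from 1.1e-08).

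Single genes stand out by the size or the p value of their change in edgeR's quasi-likelihood test. Those named by size were picked among genes whose 3 siYKT6 and 3 siNC samples do not overlap, as holds for 8794 tested genes (41.8%, against 10% by chance). Log2 fold changes were 1.99 for IL6, 1.399 for ENO2, 1.16 for ARID3A, 1.03 for FAT4 and 1.01 for ANKRD1. They were -2.47 for AKR1C2, -2.35 for FABP4, -2.15 for FGFBP1, -1.58 for PI3, -1.54 for KRT16, -1.47 for KRT17, -1.396 for KRT6A and -1.22 for HSP90AA1.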

How the results depend on the processing

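Halving the counts and leaving out the genes whose 3′ UTR holds the word CTCTACA were chosen only after the data were seen.

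Between 5419 (without siNC replicate 3) and 6569 genes (upper quartile scaling) were called under the alternatives, against 6485. Genes with at least 2-fold changes numbered 165 with DESeq2 and 76 under the stricter filter, which tests fewer genes at low counts, against 288; the cause for DESeq2 was not tested. Of the 244 named genes that were called, none reversed in 3412 comparisons, 3342 of which kept the call. Many of them were picked for a small p or a large change in the same samples, so these counts are not independent evidence of stable calls. Among genes not called, BTRC had a log2 fold change from -0.0462 to 0.0029 when 1 replicate was left out. CDH2 was above 0 with DESeq2's size factors (0.00034), upper quartile (0.0169), no filter (0.0109), the stricter filter (6.9e-06) and DESeq2 (0.00029), and ran from -0.0294 to 0.0217 when 1 replicate was left out.

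Camera called 13 lists with an estimated correlation, against 20. The estimate was above the preset 0.01 for each list that lost its call (0.0155 for the EMT list). Among called lists with an estimate below 0.01, camera's adjusted p rose too. For the β-catenin targets (estimate -0.0106) it went from 3.0e-04 to 0.0322. A higher correlation does not explain the rise for those lists, and the cause was not tested. For the Wnt pathway list fry, which tests against no change and not against other genes, gave an adjusted p = 0.0023, while none of the alternatives that used camera called it (0.0743 to 0.891). The positive regulators lost their camera call under the stricter filter (adjusted p = 0.0681), with halved counts (0.0526), with an estimated correlation (0.473), without genes shared with other lists (0.599) and without siNC replicate 2 or 3 or siYKT6 replicate 3 (0.0168 to 0.0897 over the replicates left out). The β-catenin targets turned higher without shared genes (0.638), and the EMT list lost its call with an estimated correlation (0.0816).

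Lists not called by camera changed direction as follows. The mesenchymal markers turned higher under the stricter filter (0.894), without the word's genes (0.520) and in part when 1 replicate was left out (0.887 to 0.970). The G1/S list turned higher with upper quartile (0.916), on ranks (0.157), without shared genes (0.584), without the word's genes (0.0022, a call) and in part when 1 replicate was left out (0.891 to 0.974). The direction also changed for interferon genes under the stricter filter (0.891), p53 targets without the word's genes (0.901), YAP targets with fry (0.543), on ranks (0.775) and without 1 replicate (0.871 to 0.970), leukocyte markers on ranks (0.686), endothelial markers without 1 replicate (0.569 to 0.965) and fibroblast markers without 1 replicate (0.419 to 0.997); the cause was not tested.

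GSEA by fgsea called 17 lists, 22 with the Wald statistic, 20 of 36 under the stricter filter, 15 with the replicate number as a block, 3 with no filter and 11 to 16 when 1 replicate was left out (11 without siNC replicate 2). With no filter the NES was 0.647 for the Wnt list, 0.748 for the positive regulators, 0.974 for EMT, -1.47 for the spindle and -1.11 for the DNA damage checkpoint, none of them called, and 0.642 for G1/S. The NES of the Wnt list was 1.38 with the replicate number as a block (adjusted p = 0.0673), 1.41 without the word's genes (0.0542) and 1.24 to 1.65 when 1 replicate was left out (0.0062 to 0.219). The call of the β-catenin targets also ended with the block (NES 1.51, adjusted p = 0.0724). It was 1.397 to 1.67 for the positive regulators (0.0151 to 0.140) and -1.58 to -1.38 for the DNA damage checkpoint (0.0190 to 0.103) when 1 replicate was left out. The EMT inducers reached 1.65 with the Wald statistic and 1.71 under the stricter filter, both called. The G1/S list was called without the word's genes (-1.64, adjusted p = 0.0420), reversed to 1.16 with the Wald statistic and ran from -0.962 to 0.915 when 1 replicate was left out; the cause was not tested.

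With the replicate number as a block, 6270 genes were called, 6164 of them also without it. Libraries of the same number in the 2 groups had residual correlations of 0.0065, -0.0047 and 0.0092, so the numbers give little sign of pairing.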

Differences from the paper's values

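YKT6 mRNA in siYKT6 cells was 0.275 of the siNC level in the RNA-seq samples. The paper's qRT-PCR values for 5637 cells (Fig. S2B) are 0.155 (SD 0.0074), 0.136 (SD 0.0032) and 0.119 (SD 0.0102) for its 3 siRNAs, and which of them the sequenced samples received is not stated. The RNA-seq value differs from each of them under all of the alternatives set before the data were examined (0.265 to 0.281). In another panel of the paper for 5637 cells (Fig. S4C), YKT6 is at about 0.20, read by eye, a gap of less than 1.5-fold.

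The paper's immunoblots show lower vimentin, N-cadherin, SLUG and SNAIL after knockdown. In RNA, VIM was higher in siYKT6 cells (log2 fold change 0.68), CDH2 was not called (adjusted p = 0.984 from edgeR's quasi-likelihood test) and SNAI1 had too few counts to test, while SNAI2 was lower (-0.32); RNA and protein are different measures. The paper's heatmap lists CXXC4 among the differentially expressed Wnt genes, which was not called here (adjusted p = 0.0505 from edgeR). It was called with no filter (adjusted p = 0.0482), without siNC replicate 1 (0.0204) and with halved counts (0.0376), the last chosen after seeing the values, in a range from 0.0204 to 0.217. The paper states no threshold for the heatmap itself in the sources used here, beyond a general significance level of p < 0.05 for its comparisons.

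The NES computed here on lists that are not the paper's was 1.71 for EMT and 1.43 for the Wnt pathway, against about 1.7 (Fig. 4H) and about 1.4 (Fig. 5A) in the paper, read by eye. Both lay within the SD of the NES over the replicates left out (0.063 for EMT and 0.141 for Wnt). That SD comes from fits that share most samples. It takes no account of reading by eye or of the unlike lists, so a gap near it cannot be read as a difference. The EMT value was beyond it with the Wald statistic, with no filter (0.974) and under the stricter filter (1.59). It was also beyond it without siNC replicate 2, siYKT6 replicate 1 or siYKT6 replicate 3. The Wnt value was beyond its SD with no filter (0.647) and without siNC replicate 1 or 2. MYC was at 0.556, CCND1 at 0.635 and CTNNB1 at 1.02 of the siNC level, against bars of about 0.50, about 0.45 and about 1.0 in the paper's qRT-PCR (Fig. S4C), read by eye. For such levels a difference was counted when it was beyond the SD and more than 1.5-fold, which none of the 3 reached.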

Other observations

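Leaving out the genes whose 3′ UTR holds the word CTCTACA, both tests of the word itself and the split of its sites by the bases that follow were chosen only after the word was seen.

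Of 50 tested SNARE genes and regulators other than YKT6, 11 were higher and 7 lower in siYKT6 cells (the same adjusted over the list alone; camera adjusted p = 0.557), with STX2 at a log2 fold change of 0.25 and VAMP8 at -0.58. Of 63 tested genes of endoplasmic reticulum to Golgi traffic, 26 were lower and 4 higher (26 and 5 adjusted over the list alone), with SAR1B at 0.32 and LMAN1 at -0.39. Camera called them lower (adjusted p = 0.0329), which was lost at an adjusted p = 0.377 with an estimated correlation (range 0.0062 to 0.377 over the alternatives that used camera). Of 36 tested autophagy genes, 9 were higher and 7 lower (the same adjusted over the list alone; camera adjusted p = 0.628), with GABARAP at -0.40. Of 41 tested lysosomal genes, 11 were higher and 5 lower (13 and 5 adjusted over the list alone; camera adjusted p = 0.393), with NEU1 at 0.52. Of 38 tested genes of multivesicular bodies, 10 were higher and 10 lower (11 and 11 adjusted over the list alone), with median and mean below 0 but a camera direction of higher (adjusted p = 0.745). Of 32 tested cholesterol genes, 14 were higher and 4 lower (15 and 6 adjusted over the list alone), with INSIG1 at 0.52. Camera called them higher (adjusted p = 0.0329), lost at an adjusted p = 0.534 with an estimated correlation (range 0.0031 to 0.534).

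Of 39 tested interferon genes, 7 were higher and 9 lower (7 and 10 adjusted over the list alone; camera adjusted p = 0.871), with OAS3 at 0.50 and IFI44L at -1.39. Of 29 tested p53 targets, 7 were higher and 6 lower (the same adjusted over the list alone), with a median of 0.0038, a mean of -0.06 and a camera direction of lower (adjusted p = 0.628), and CDKN1A at -0.78. Of 31 tested TGF-β targets, 13 were lower and 5 higher (14 and 6 adjusted over the list alone). Camera called them lower (adjusted p = 0.0142), lost at an adjusted p = 0.306 with an estimated correlation (range 0.0015 to 0.306). Of 27 tested YAP targets, 8 were higher and 9 lower (10 and 11 adjusted over the list alone), with median and mean below 0 but a camera direction of higher (adjusted p = 0.972).

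Of 15 tested mitochondrial genes, 5 were higher and 1 lower (7 and 1 adjusted over the list alone; camera adjusted p = 0.0665). Camera called them higher with upper quartile scaling, with no filter, on ranks and without siNC replicate 1 or 2 or siYKT6 replicate 1 or 2 (range 0.0069 to 0.549). Of 77 tested ribosomal protein genes, 52 were lower and 0 higher in edgeR (62 and 0 adjusted over the list alone; 63 and 0 at an unadjusted p under 0.05; 48 and 0 by DESeq2), with a median of -0.14. Camera called them lower (adjusted p = 8.5e-09), lost at an adjusted p = 0.473 with an estimated correlation (range 1.8e-14 to 0.473). Of 20 tested histone genes, whose mRNA lacks a poly(A) tail, 3 were higher and 0 lower in edgeR (the same adjusted over the list alone; 4 and 0 at an unadjusted p under 0.05; 3 and 0 by DESeq2; camera adjusted p = 0.161). Of 6 tested leukocyte markers 1 was higher (LCP1, 0.31) and 1 lower (CD68, -0.32), with median and mean below 0 and a camera direction of higher (adjusted p = 0.756). The call of CD68 ended with DESeq2 (adjusted p = 0.0509) and without siNC replicate 1 or 2 or siYKT6 replicate 1 or 2, within a range of 0.0222 to 0.167. Of 7 tested endothelial markers 1 was higher (VWF, 1.01) and 1 lower (ENG, -0.45; camera adjusted p = 0.741), and the call of VWF ended without siNC replicate 2 (adjusted p = 0.0720, within a range of 9.0e-04 to 0.0720). Of 13 tested fibroblast markers 1 was higher and 0 lower in edgeR (1 and 0 also at an unadjusted p under 0.05 and by DESeq2), with a median of 0.05, a mean of -0.05 and a camera direction of higher (adjusted p = 0.655). For these marker lists the counts were the same when adjusted over the list alone.

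A hypothesis is that a siRNA against YKT6 may act on other transcripts through its seed, which pairs with a 7-base word in 3′ UTRs. Over 11658 genes and 16183 words, CTCTACA, found in 1241 3′ UTRs, went with the most negative t (-15.54), against -5.21 as the most negative in 100 permutations, and the most negative t among words of the same bases in another order was -2.94, which argues against length or base composition of 3′ UTRs. The YKT6 transcript holds the word 1 time, in coding exon 1, as do 23.5% of transcripts at least once, and genes with the word were lower in each siYKT6 library (-0.0912, -0.0891 and -0.1223). The median log2 fold change was -0.093 for the 8-base match, -0.11 for the 7-base match and -0.020 for the 6-base match, so the fall did not grow from 7 to 8 bases, but among 8-base matches it was -0.154 where none was followed by AA and -0.045 where at least 1 was. The siRNA sequences (Table S4) were not used here and the siRNA of each sample is not stated, so the explanation cannot be told apart from another agent with the same word.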
